# PARP14 inhibition restores PD-1 immune checkpoint inhibitor response following IFNγ-driven acquired resistance in preclinical cancer models

**DOI:** 10.1038/s41467-023-41737-1

**Published:** 2023-09-26

**Authors:** Chun Wai Wong, Christos Evangelou, Kieran N. Sefton, Rotem Leshem, Wei Zhang, Vishaka Gopalan, Sorayut Chattrakarn, Macarena Lucia Fernandez Carro, Erez Uzuner, Holly Mole, Daniel J. Wilcock, Michael P. Smith, Kleita Sergiou, Brian A. Telfer, Dervla T. Isaac, Chang Liu, Nicholas R. Perl, Kerrie Marie, Paul Lorigan, Kaye J. Williams, Patricia E. Rao, Raghavendar T. Nagaraju, Mario Niepel, Adam F. L. Hurlstone

**Keywords:** Cancer therapeutic resistance, Tumour immunology, Tumour immunology

## Abstract

Resistance mechanisms to immune checkpoint blockade therapy (ICBT) limit its response duration and magnitude. Paradoxically, Interferon γ (IFNγ), a key cytokine for cellular immunity, can promote ICBT resistance. Using syngeneic mouse tumour models, we confirm that chronic IFNγ exposure confers resistance to immunotherapy targeting PD-1 (α-PD-1) in immunocompetent female mice. We observe upregulation of poly-ADP ribosyl polymerase 14 (PARP14) in chronic IFNγ-treated cancer cell models, in patient melanoma with elevated *IFNG* expression, and in melanoma cell cultures from ICBT-progressing lesions characterised by elevated IFNγ signalling. Effector T cell infiltration is enhanced in tumours derived from cells pre-treated with IFNγ in immunocompetent female mice when PARP14 is pharmacologically inhibited or knocked down, while the presence of regulatory T cells is decreased, leading to restoration of α-PD-1 sensitivity. Finally, we determine that tumours which spontaneously relapse in immunocompetent female mice following α-PD-1 therapy upregulate IFNγ signalling and can also be re-sensitised upon receiving PARP14 inhibitor treatment, establishing PARP14 as an actionable target to reverse IFNγ-driven ICBT resistance.

## Abstract (web summary)

IFNγ signalling has been described as a potential driver of resistance to immune checkpoint blockade (ICB) therapy. Here the authors report that PARP14 is upregulated in chronic IFNγ-treated cancer cell models and that its inhibition restores response to anti-PD-1 therapy in preclinical cancer models.

## Introduction

Programmed cell death protein 1 (PD-1) is an immune checkpoint protein highly expressed on activated tumour-infiltrating T lymphocytes. Interaction with its ligand, programmed death ligand-1 (PD-L1), expressed on transformed, stromal and myeloid-derived cells in the tumour microenvironment (TME) and tumour-draining lymph nodes, promotes tumour immune evasion—and thereby disease progression—by suppressing effector T cell proliferation, migration, and anti-tumour immune responses while enhancing immune regulatory cells^1^. Therapeutics impeding PD-1/PD-L1 interactions and thereby antagonising PD-1 functions, have revolutionised the treatment of melanoma and other solid cancers such as non-small cell lung cancer (NSCLC), bladder carcinoma, and microsatellite instability-high (MSI-H) cancers^2^.

The effectiveness of immune checkpoint blockade therapy (ICBT) is limited by multiple resistance mechanisms. While primary resistance is widespread, cases where tumours initially respond but subsequently relapse within months or years, so-called acquired resistance, are also common^3^. Mechanisms of ICBT resistance are multifaceted and incompletely understood. As a key component of inflammatory signalling that characterises the TME, the cytokine interferon γ (IFNγ) exerts divergent effects on tumour immune responses, including those elicited by ICBT. Its role in promoting tumour immunosurveillance is well established^4^, and targets of IFNγ signalling are robust biomarkers of clinical response to ICBT^5^. Conversely, though, elevated IFNγ at tumour sites has been implicated in immune evasion^6^. Furthermore, elevated IFNγ signalling is observed in a significant proportion of melanoma and NSCLC lesions that progress on ICBT^7,8^. Moreover, tumours derived from cells chronically treated with IFNγ prior to implantation in syngeneic mice are resistant to ICBT^9^; while in vivo CRISPR screens revealed IFNγ signalling as a driver of ICBT resistance in multiple syngeneic mouse tumour implantation models^10^. The upregulation of major histocompatibility complex (MHC) and antigen-processing factors by the transcription factor Signal transducer and activator of transcription 1 (STAT1) downstream of IFNγ augments tumour antigenicity and thereby increases tumour cell recognition by T effector cells; in contrast, the duration and strength of anti-tumour responses are impeded by IFNγ-induced immunomodulatory molecules, including PD-L1, which confer immune homoeostasis^11^. In addition, induction of interferon regulatory factor 2 (IRF2), a STAT1 target gene product, in T cells also results in interferon-mediated T-cell exhaustion in multiple tumour types^12^. The identification of novel actionable targets mediating IFNγ-driven acquired resistance is urgently needed to improve the success of ICBT.

In this work, we investigate IFNγ-driven reprogramming of gene expression in tumour cells associated with acquired resistance to ICBT, therein demonstrating a role for the IFNγ target gene product poly-ADP ribosyl polymerase 14 (PARP14). Although less studied than other PARPs, PARP14 has recently emerged as a promising therapeutic target in chronic inflammation. As a STAT6 transcriptional co-activator, PARP14 polarises immune responses towards type 2 T helper (T_H_2) mediated^13,14^; while in IFNγ-treated macrophages, pro-inflammatory differentiation is suppressed by PARP14 through inhibition of STAT1 phosphorylation and down-regulation of STAT1 target genes^15^. Although PARP14 is an established oncoprotein^16,17^, its anti-inflammatory functions in the context of tumour immune evasion remain poorly characterised.

## Results

### Chronic IFNγ exposure drives resistance to α-PD-1 therapy and upregulates PARP14

Subcutaneous transplantation of mouse YUMM2.1 melanoma and CT26 and MC38 colon carcinoma cells into immunocompetent syngeneic mice gives rise to tumours that regress or stabilise to varying extents upon treatment with anti-PD-1 (α-PD-1) antibodies^18,19^. However, chronic exposure of tumour cells to IFNγ limits the effectiveness of immune checkpoint inhibitors such as α-PD-1, driving resistance to treatment^9^. To validate the role of chronic IFNγ exposure in α-PD-1 therapy resistance, we implanted syngeneic mouse hosts subcutaneously with either IFNγ-naïve, bovine serum albumin (BSA)-exposed YUMM2.1, CT26 and MC38 cells or with the same cells pre-treated continuously with 50 IU/mL IFNγ for at least 2 weeks. Once tumours were established (reached approximately 80 mm^3^), mice were subsequently treated with either α-PD-1 or IgG2a isotype control antibody (Fig. 1A). Chronic IFNγ pre-treatment did not affect tumour growth rates when mice were treated with control antibody (Fig. 1B–D). Tumours derived from all three cell lines without chronic IFNγ pre-treatment demonstrated delayed growth in response to α-PD-1 therapy for at least one-week post-treatment before mice eventually succumbed to progressive tumour growth, with tumours derived from YUMM2.1 responding best, followed by CT26 and then MC38 (Fig. 1E–G). In contrast, IFNγ pre-treatment eliminated the ability of tumours to respond to α-PD-1 therapy significantly shortening survival (Fig. 1H–J and Supplementary Fig. 1A–D), indicating that adaptation to IFNγ promotes α-PD-1 therapy resistance.

**Fig. 1:**
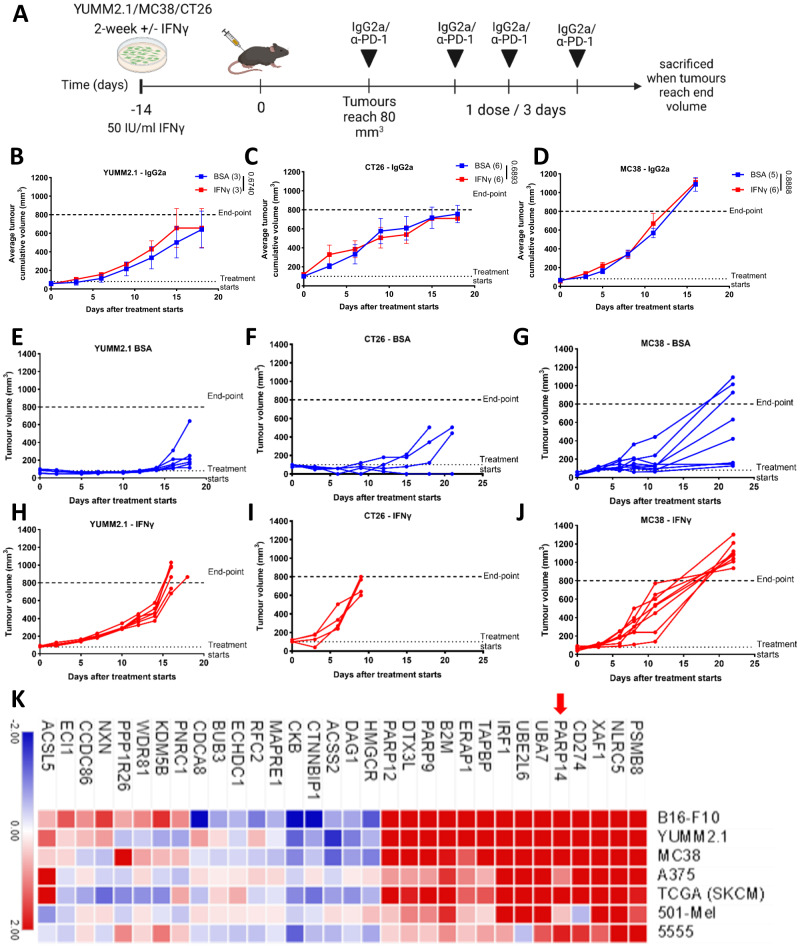
Chronic IFNγ exposure drives resistance to α-PD-1 therapy and upregulates PARP14. **A** YUMM2.1, CT26, and MC38 cells were implanted into 8–12-week-old wild-type syngeneic female mice after two-weeks pre-treatment with IFNγ (50 IU/mL) or BSA. Treatment with the control IgG2a or α-PD-1 antibody was initiated once tumour volume reached 80–100 mm^3^, with dosing every three days for a total of four doses. **B–D** Average tumour growth curve for **B** YUMM2.1 (BSA: *n* = 3; IFNγ: *n* = 3), **C** CT26 (BSA: *n* = 6; IFNγ: *n* = 6), and **D** MC38 (BSA: *n* = 5; IFNγ: *n* = 6) cells after initiating treatment with the control IgG2a antibody. Number of mice treated indicated in parentheses. The *p*-value for tumour growth was assessed for the last day of IgG2a treatment and were determined by an unpaired two-sided *t*-test with Welch’s correction. The data were presented as the mean ± SEM. **E–G** The growth curve of each **E** YUMM2.1 (*n* = 6), **F** CT26 (*n* = 4), and **G** MC38 (*n* = 8) tumour pre-treated with BSA receiving α-PD-1 therapy. **H–J** The growth curve of each **H** YUMM2.1 (*n* = 6), **I** CT26 (*n* = 4), and **J** MC38 (*n* = 8) tumour pre-treated with IFNγ receiving α-PD-1 therapy. **K** Gene expression heatmap of differentially expressed genes (complete Euclidean HCL clustered; log2 fold change ≥ ±0.5; FDR ≤ 0.1) in mouse (B16-F10, YUMM2.1, MC38, 5555) or human (A375, 501-Mel,) tumour cell lines treated with chronic IFNγ (50 IU/mL for mouse and 20 IU/mL for human) compared to BSA treatment. Three independent cell line samples were sequenced for both conditions and the average for each cell line is shown. Heatmap also includes differential gene expression comparing melanoma patient samples with the 15% highest IFNG expression level with the 15% lowest (data retrieved from TCGA SKCM RNA sequencing data using Broad GDAC Firehose). Source data are provided as a Source Data file.

Chronic IFNγ exposure induces constitutive (ligand-independent) target gene expression through epigenetic reprogramming^11,20,21^. To identify mechanisms of IFNγ-driven adaptive resistance to α-PD-1, we exposed human (A375 and 501-mel) and mouse (B16-F10, MC38, 5555, and YUMM2.1) tumour cell lines to IFNγ (20 IU/mL for human and 50 IU/mL for mouse cell lines) or BSA continuously for 2 weeks, and subsequently performed RNA sequencing (RNA-seq). In addition to well-established IFNγ target genes such as *CD274, IRF1*, and *B2M*, three members of the PARP family—*PARP9*, *−12* and *−14*—were consistently upregulated in all cell models as well as in *IFNG*^high^ patient melanoma (comparing top 15% by *IFNG* expression to lowest 15% in the TCGA SKCM dataset) (Fig. 1K).

PARP14 was of interest to us as a possible targetable mediator of chronic IFNγ-driven resistance to α-PD-1, given that we have developed a potent and highly selective orally available small molecule inhibitor of PARP14 with effects on gene expression in tumour explants overlapping with those of α-PD-1^22^. In agreement with *PARP14* being an IFNγ target gene, we observed PARP14 levels increasing in response to higher doses of IFNγ in multiple human and mouse tumour cell lines (Supplementary Fig. 1E). We also observed that chronic stimulation of these cell models with IFNγ resulted in sustained STAT1 expression and STAT1 activating phosphorylation coincident with augmented PARP14 expression compared to baseline or early ( < 24 h) IFNγ stimulation (Supplementary Fig. 1F). Indeed, addressing this in more detail in YUMM2.1 and CT26 cell models, we observed an inability of fresh IFNγ to further induce expression of protein markers of IFNγ stimulation in cells chronically exposed to IFNγ (Fig. 2A, B). 

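Gene expression was followed in YUMM2.1 cells, a mouse melanoma line, and CT26 cells, a mouse colon carcinoma line, by 3′ digital gene expression, which counts transcripts from their 3′ ends. In each line, 15 groups of 3 replicate samples were sequenced, 45 samples per line. Cells were exposed continuously to 50 IU/mL IFNγ for 1, 2 or 3 weeks and were collected without rechallenge (0 h), or 2 h or 24 h after fresh IFNγ was added. Naive cells, which had no earlier exposure, received IFNγ for 2 h or 24 h at 0 weeks. Control cultures without IFNγ were collected at 0, 1, 2 and 3 weeks. The authors deposited the number of reads counted on each gene in each sample, not normalized and not pooled. The total count per sample ranged from 274719 to 3161276 in YUMM2.1, with a median of 1403265, and from 295157 to 2205285 in CT26, with a median of 1318011. The paper discarded 1 YUMM2.1 sample and 4 CT26 samples that its text does not name, so all 45 samples of each line were used. Genes with low counts were removed by edgeR's filterByExpr function, which left 9589 genes in YUMM2.1 and 8516 genes in CT26. Counts were scaled by TMM normalization, and the 15 groups of a line were fitted together so that they shared the estimate of variability. Single genes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The IFNγ response was followed through the 14 genes in the upper block of Fig. 1K, because the hallmark gene sets of the paper's GSEA were not among the data: Psmb8, Nlrc5, Xaf1, Cd274, Parp14, Uba7, Ube2l6, Irf1, Tapbp, Erap1, B2m, Parp9, Dtx3l and Parp12. The effect on a gene list was the mean log2 fold change of its tested genes, and limma's camera compared these genes with all other tested genes at an inter-gene correlation of 0.01. Camera p values were adjusted over the 21 list comparisons planned in each line. The level of a list in a sample was the mean log2 CPM of its genes, with counts scaled to the library size and a prior count of 2. Levels were compared by an exact two-sided permutation test, which cannot give a p below 0.1 with 3 samples against 3. Where all samples of a group had at most 3 counts of a gene, a fold change against that group was given as a lower bound. Such a bound sets each sample of that group at 3 counts and takes the mean of the other group as exact. It therefore leaves out the error of the other group's counts.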

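In control cells at 0 weeks, the level of the 14-gene IFNγ list was 3.09 ± 0.13 log2 CPM in YUMM2.1 and 3.41 ± 0.066 in CT26 (SD, n = 3 each). In YUMM2.1, the list rose above this baseline by a mean log2 fold change of 1.98 at 1 week, 2.51 at 2 weeks and 2.37 at 3 weeks of IFNγ, in 3 of 3 samples each time (adjusted p = 1.69e-25, 1.67e-39 and 4.03e-27 from limma's camera). In CT26, the corresponding increases were 1.81, 2.11 and 3.29, in 3 of 3 samples each time (adjusted p = 9.73e-31, 1.36e-33 and 2.59e-41 from limma's camera). All 6 comparisons gave an exact permutation p of 0.1. Between 2 and 3 weeks, the level in YUMM2.1 moved from 5.12 ± 0.095 to 4.88 ± 0.18 log2 CPM (SD, n = 3 each). This mean log2 fold change of -0.15 did not pass the correction (adjusted p = 0.100 from limma's camera, exact permutation p = 0.2), and 0 of 3 samples at 3 weeks lay above all samples at 2 weeks. In CT26, the level moved from 4.82 ± 0.21 to 5.77 ± 0.31 log2 CPM (SD, n = 3 each), a mean log2 fold change of 1.19 with 3 of 3 samples above all samples at 2 weeks (adjusted p = 1.13e-11 from limma's camera). Of the 14 genes, 8 in YUMM2.1 and 13 in CT26 were higher at 3 weeks than in the 0-week control at an adjusted p below 0.05 when the adjustment covered all tested genes, and 12 and 13 when it covered the 14 genes alone. With 53 other interferon-response genes in place of the 14, of which 41 were tested, the 3-week effect in YUMM2.1 was 2.66, and in CT26 the effect moved most, to 2.86, when only the compared groups were fitted. With those 53 genes, the change from 2 to 3 weeks in YUMM2.1 was -0.41 and passed the correction. The 14-gene change between these weeks passed with limma's fry in place of camera and with no filter on low counts. In 8 of 11 alternatives the change did not pass.

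**Figure D1:**
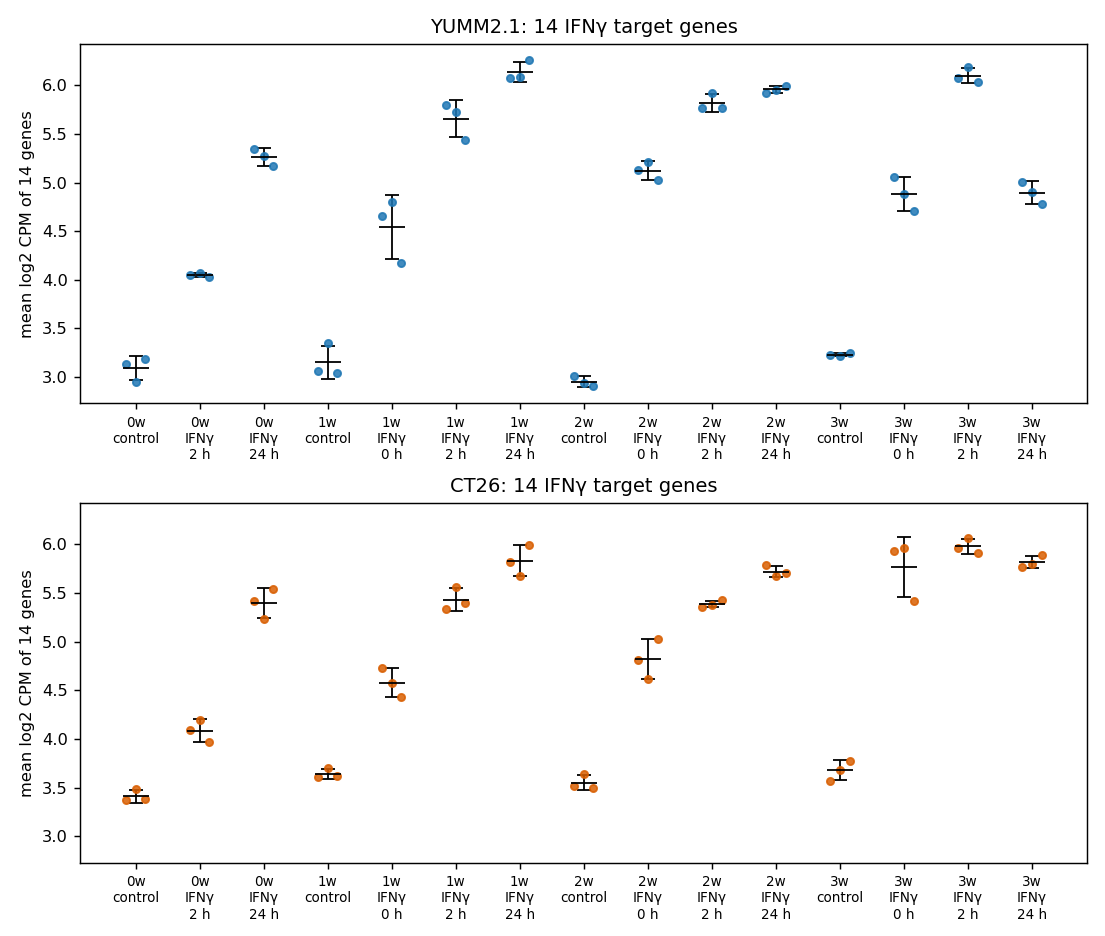
Mean log2 CPM of the 14 genes in each sample (points, 3 per group), with the group mean and SD (bars), for the 15 groups of YUMM2.1 and of CT26. At 0 weeks the control groups sit at 3.09 and 3.41 log2 CPM, and after 3 weeks of IFNγ without rechallenge the groups sit at 4.88 and 5.77 log2 CPM.

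Over all genes, 3 weeks of IFNγ changed 236 genes in YUMM2.1 (109 higher, 127 lower) and 559 in CT26 (262 higher, 297 lower) against the 0-week control at an adjusted p below 0.05. Without replicate 1 of every group, these counts were 93 and 194. Against the 3-week control, 93 genes changed in YUMM2.1 (69 higher, 24 lower) and 616 in CT26 (293 higher, 323 lower). Control cultures themselves changed in 50 genes in YUMM2.1 (24 higher, 26 lower) and 78 in CT26 (49 higher, 29 lower) over the 3 weeks. From 2 to 3 weeks of IFNγ, 7 genes fell and 0 rose in YUMM2.1. The 7 genes, which were chosen after their values were seen, were Tnnt2, Gbp2, Igtp, Rtp4, Ifit3, Tmed3 and Srsf5. In CT26, 270 genes changed between the same weeks (136 higher, 134 lower). Of these 270 genes, 197 (73.0%) moved the same way in the control cultures between the same weeks, by direction alone. Only 2 did so at an adjusted p below 0.05, and the controls changed in 39 genes. An interaction test of the change under IFNγ against the change in the controls, added after the 270 genes were seen, called 14 genes, 12 of them among the 270.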

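After 3 weeks of IFNγ, 24 h of fresh IFNγ left the 14-gene list at 4.90 ± 0.12 log2 CPM in YUMM2.1 and 5.82 ± 0.066 in CT26 (SD, n = 3 each). The mean log2 fold change against 3 weeks without rechallenge was -0.11 in YUMM2.1 and -0.074 in CT26, with 0 of 3 samples above all samples without rechallenge in either line (adjusted p = 0.335 and 0.764 from limma's camera; 0.249 to 0.915 and 0.00314 to 0.995 over 11 alternatives, by limma's camera, fry or the preranked camera). Exact permutation tests of the levels gave p = 0.9 and 1. No single gene passed an adjusted p below 0.05 in either line (0 genes each), while 351 genes in YUMM2.1 and 439 in CT26 had an unadjusted p below 0.05. The 24 h response at 3 weeks less that of naive cells was -2.78 in YUMM2.1 and -2.92 in CT26, where 3 of 3 naive samples had responded (adjusted p = 7.14e-36 and 2.16e-38 from limma's camera on the interaction, 1 of 3 differences per line added after the first results were seen). The 24 h response at 3 weeks less that at 2 weeks was -1.01 and -1.06, where again 3 of 3 samples had responded (adjusted p = 1.57e-12 and 6.55e-12 from limma's camera on the interaction). Each of these differences also carries the level before fresh IFNγ, which was higher at 3 weeks than in naive cells. At 2 h after rechallenge, the list in YUMM2.1 rose to 6.10 ± 0.078 log2 CPM (SD, n = 3), a mean log2 fold change of 1.21 in 3 of 3 samples (adjusted p = 2.20e-18 from limma's camera). This 2 h response differed from that of naive YUMM2.1 cells by -0.034 (adjusted p = 0.502 from limma's camera on the interaction, with 3 of 3 samples responding in both). Over 11 alternatives this difference ranged from -0.60, with 53 other interferon-response genes and past the threshold, to 0.043. In CT26, the list stood at 5.98 ± 0.077 log2 CPM (SD, n = 3) 2 h after rechallenge, a mean log2 fold change of 0.11 with 1 of 3 samples above all samples without rechallenge (adjusted p = 0.257 from limma's camera, exact permutation p = 0.5). The 2 h response of CT26 less that of its naive cells was -1.09 (adjusted p = 3.76e-07 from limma's camera on the interaction, with 3 of 3 naive samples responding). Over all genes, the 2 h rechallenge at 3 weeks changed 104 genes in YUMM2.1 (84 higher, 20 lower) and 1 gene in CT26, where 618 had an unadjusted p below 0.05. The CT26 gene, Krt20, chosen after its values were seen, rose by a log2 fold change of 1.24 (standard error 0.17, adjusted p = 4.81e-05 from edgeR's quasi-likelihood test), from 11 to 54 counts per sample to 83 to 142 in 3 of 3 samples. Parp14 (ENSMUSG00000034422.14) lies on the minus strand of chromosome 16 of GRCm38, from 35832874 to 35871544. Its control samples at 0 weeks had at most 3 counts each. With these set at 3 counts, mean Parp14 at 3 weeks was at least 10.9-fold higher in CT26 (adjusted p = 1.27e-05 from edgeR's quasi-likelihood test). In YUMM2.1 it was at least 3.25-fold higher, from 9, 4 and 4 counts, and did not pass (adjusted p = 0.160 from edgeR's quasi-likelihood test). It was higher in 3 of 3 samples of each line. Over 8 alternatives the YUMM2.1 log2 fold change was estimated at 1.50 to 1.96, the lowest under this bound. Against the 3-week controls, also at most 3 counts each, Parp14 was at least 6.65-fold higher in YUMM2.1 (adjusted p = 0.00740 from edgeR's quasi-likelihood test). Over 8 alternatives the log2 fold change there was 2.17 to 3.97 (adjusted p = 0.00341 to 0.343 by the same test or DESeq2), the lowest under this bound. In CT26 it was at least 10.3-fold higher (adjusted p = 1.60e-06 from edgeR's quasi-likelihood test). It was higher in 3 of 3 samples of each line. Without rechallenge, Parp14 stood at 7.62 ± 0.94 CPM at 2 weeks and 7.84 ± 5.40 CPM at 3 weeks in YUMM2.1 (SD, n = 3 each), with a log2 fold change of -0.33 between them (standard error 0.50, adjusted p = 0.908 from edgeR's quasi-likelihood test). In CT26 it stood at 5.14 ± 2.68 and 21.0 ± 5.13 CPM (SD, n = 3 each), with a log2 fold change of 1.84 (standard error 0.54, adjusted p = 0.0460 from edgeR's quasi-likelihood test, higher in 3 of 3 samples). At 2 h after rechallenge at 3 weeks, Parp14 reached 42.5 ± 14.1 CPM in YUMM2.1 and 22.1 ± 15.5 CPM in CT26 (SD, n = 3 each). The paper reasons from the protein markers of Fig. 2A, B and from the gene sets enriched at each time point in Fig. 2C, D to its conclusion on a plateau of the IFNγ response and on rechallenge.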

Sequencing of mRNA (RNA-seq) extracted at the same time points combined with gene set enrichment analysis (GSEA)^23,24^ also corroborated that IFNγ-driven gene expression changes were elevated above baseline by chronic stimulation reaching a plateau between 2-3-weeks, with no further stimulation by addition of fresh IFNγ possible beyond 2 weeks (Fig. 2C, D). 

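Signalling beside the IFNγ response was followed through gene lists compiled by hand from genes commonly assigned to each pathway, since the hallmark sets themselves were not among the data. The NF-kB list had 47 genes, of which 22 were tested in YUMM2.1 and 17 in CT26. The TGFbeta list had 25 genes, of which 21 and 18 were tested, and the inflammatory list had 48, of which 23 and 17 were tested. At 3 weeks without rechallenge, the NF-kB list was higher than in the 0-week control by a mean log2 fold change of 0.76 in YUMM2.1 and 1.18 in CT26, in 3 of 3 samples each (adjusted p = 0.000117 and 2.35e-06 from limma's camera). The inflammatory list was higher by 0.56 and 1.04, in 3 of 3 samples each (adjusted p = 0.00629 and 0.0193 from limma's camera). The TGFbeta list changed by -0.026 in YUMM2.1 and 0.40 in CT26, with 2 of 3 samples above all controls in each line (adjusted p = 0.808 and 0.135 from limma's camera), and its levels gave exact permutation p values of 0.7 and 0.4. Without the genes that interferon also induces, the NF-kB list was higher by 0.34 in YUMM2.1 and 0.58 in CT26 and no longer passed the correction (adjusted p = 0.293 and 0.0764 from limma's camera). The inflammatory list without them was higher by 0.13 and 0.50 and did not pass either (adjusted p = 0.529 and 0.212 from limma's camera). Against control cultures of the same age, the NF-kB list was higher by 0.40 in YUMM2.1 and 1.04 in CT26, in 3 of 3 samples each (adjusted p = 0.00566 and 0.000105 from limma's camera). Over 11 alternatives these NF-kB values ranged from 0.033 to 0.51 in YUMM2.1 and from 0.025 to 1.24 in CT26. Each kept its direction and side of the threshold in 10 of the 11. In CT26 the lowest mean, 0.025, was among those that passed, so a pass does not stand for an increase near 1.04. The inflammatory list was higher by 0.30 in YUMM2.1, with 2 of 3 samples above all controls, and by 0.94 in 3 of 3 samples of CT26 (adjusted p = 0.0899 and 0.0193 from limma's camera). The TGFbeta list differed from these controls by 0.031 and 0.45, with 2 of 3 samples above all controls in each line (adjusted p = 0.471 and 0.372 from limma's camera). At 2 h after IFNγ, 3-week cells were compared with naive cells given IFNγ for the same 2 h. The NF-kB list was higher in the 3-week cells by 1.23 in YUMM2.1 and 0.90 in CT26, in 3 of 3 samples each (adjusted p = 5.73e-12 and 4.35e-05 from limma's camera). The TGFbeta list was higher by 0.88 and 0.99 (adjusted p = 1.62e-05 and 4.91e-05 from limma's camera) and the inflammatory list by 1.20 and 1.09 (adjusted p = 9.73e-10 and 0.000193), each in 3 of 3 samples. In the paper's source data for Fig. 2C, D, the normalized enrichment scores (NES) of the hallmark TNF and NF-kB, TGFbeta and inflammatory sets in this 2 h comparison were 2.03, 1.85 and 1.83 in YUMM2.1 and 1.94, 1.50 and 1.75 in CT26. For 3 weeks without rechallenge against 0 weeks, the paper lists the TNF and NF-kB set at 0 in YUMM2.1 and 1.52 in CT26, the inflammatory set at 0 and 1.74, and the TGFbeta set at 0 in both. At 2 h of rechallenge after 1 week, the TGFbeta level was already 5.07 log2 CPM in YUMM2.1 and 4.83 in CT26, against 4.96 and 4.95 after 3 weeks. The NF-kB level was 4.64 and 4.66, against 5.01 and 4.83, and the inflammatory level 3.92 and 3.34, against 4.13 and 3.64. The 2 h comparison with naive cells therefore does not separate a rechallenge effect in exposed cells from a state built over 3 weeks.

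**Figure D2:**
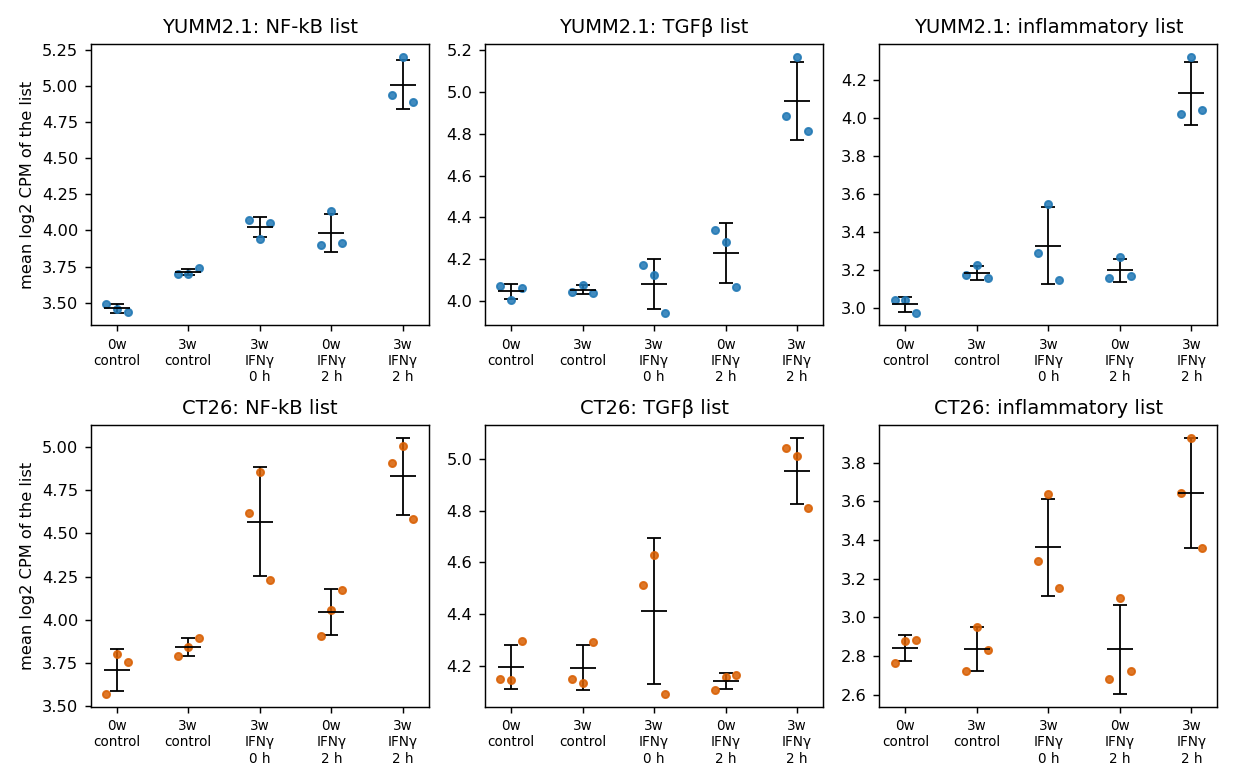
Mean log2 CPM of the NF-kB, TGFbeta and inflammatory lists in each sample (points, 3 per group), with the group mean and SD (bars), for the 0-week control, 3-week control, 3 weeks of IFNγ without rechallenge, and 2 h of IFNγ at 0 and 3 weeks. The 3 lists sit higher at 2 h of IFNγ after 3 weeks than at 2 h in naive cells in both lines.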

Intriguingly, we also observed different signalling events enriched besides IFNγ signalling during chronic IFNγ treatment in both cell line models, including TGFbeta signalling, NF-kB in response to tumour necrosis factor (TNF) pathways, and inflammatory responses (Fig. 2C, D). Demonstrating the relevance of these IFNγ-adapted models to ICBT acquired resistance in patients, expression levels of sixteen genes commonly selectively upregulated in response to chronic IFNγ treatment (see methods section for how a chronic IFNγ signature was derived) associated with poor response to ICBT in a large cohort of patients with metastatic urothelial cancer who were treated with an anti-PD-L1 agent (atezolizumab)^25^ (Supplementary Fig. 2A) and were typically associated with poor cancer patient survival (Supplementary Fig. 2B–G).

**Fig. 2:**
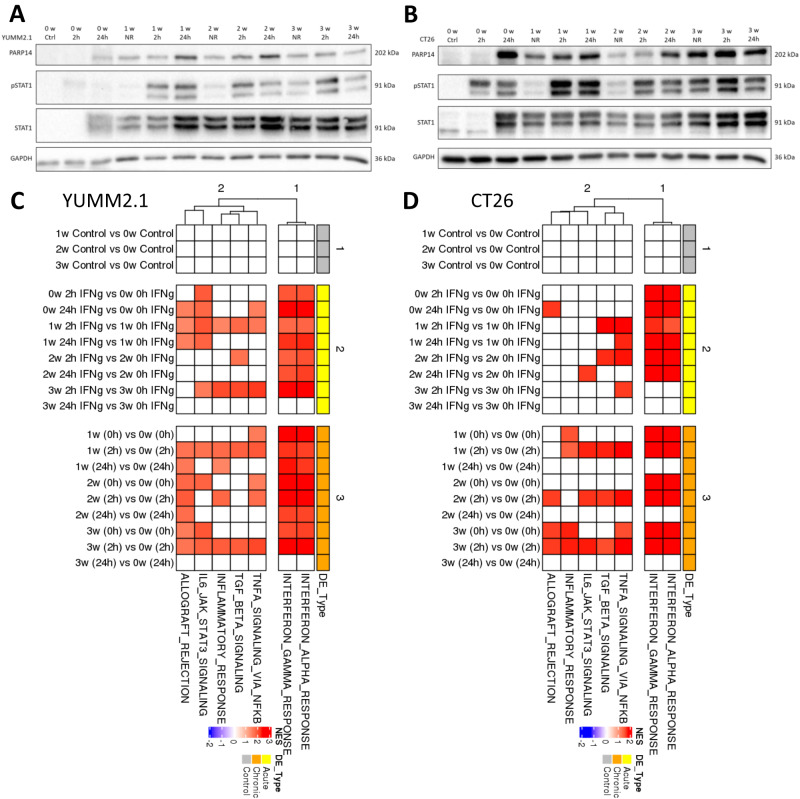
PARP14 expression reaches a plateau after 3-weeks IFNγ treatment and multiple inflammatory-related pathways are significantly upregulated after chronic IFNγ treatment. **A** YUMM2.1 and **B** CT26 tumour cells were treated continuously with IFNγ for 3-weeks being periodically restimulated as indicated. PARP14, pSTAT1 and STAT1 protein expression were determined via western blot with GAPDH used as a loading reference. Samples from left to right: 0 w Ctrl (*n* = 3): 0-week no treatment; 0 w 2 h (*n* = 3): IFNγ treatment for 2 h (2 h) at 0-week; 0 w 24 h (*n* = 3): IFNγ treatment for 24 h (24 h) at 0-week; 1 w NR (*n* = 3): IFNγ treatment for 1-week with no restimulation (NR); 1 w 2 h (*n* = 3): IFNγ treatment for 1-week plus restimulation of IFNγ for 2 h; 1 w 24 h (*n* = 3): IFNγ treatment for 1-week plus restimulation of IFNγ for 24 h; 2 w NR (*n* = 3): IFNγ treatment for 2-week with NR; 2 w 2 h (*n* = 3): IFNγ treatment for 2-week plus restimulation of IFNγ for 2 h; 1 w 24 h (*n* = 3): IFNγ treatment for 2-week plus restimulation of IFNγ for 24 h; 3 w NR (*n* = 3): IFNγ treatment for 3-week with NR; 3 w 2 h (*n* = 3): IFNγ treatment for 3-week plus restimulation of IFNγ for 2 h; 3 w 24 h (*n* = 3): IFNγ treatment for 3-week plus restimulation of IFNγ for 24 h. The images were representatives of 1 of 3 independent experiments. GSEA of RNA-seq data from **C** YUMM2.1 and **D** CT26 cell lines treated in triplicate as in (**A**) and (**B**), highlighting different hallmark processes enriched at different time points. Source data are provided as a Source Data file.

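The responses of the 14-gene IFNγ list to IFNγ in naive cells and during the first 2 weeks were measured in the same samples. In naive YUMM2.1 cells the list rose by a mean log2 fold change of 1.24 at 2 h and 2.67 at 24 h, in 3 of 3 samples each (adjusted p = 6.27e-20 and 2.43e-47 from limma's camera). In naive CT26 cells it rose by 1.20 and 2.84, also in 3 of 3 samples each (adjusted p = 1.40e-13 and 2.94e-40 from limma's camera). The naive 24 h level was 5.26 ± 0.090 log2 CPM in YUMM2.1 and 5.40 ± 0.16 in CT26 (SD, n = 3 each). Over all genes, 24 h of IFNγ changed 85 genes in naive YUMM2.1 cells (82 higher, 3 lower) and 174 in naive CT26 cells (151 higher, 23 lower) at an adjusted p below 0.05. Rechallenge at 1 week raised the list in YUMM2.1 by 1.17 at 2 h and 1.63 at 24 h, in 3 of 3 samples each (adjusted p = 1.46e-18 and 3.00e-38 from limma's camera). In CT26 these increases were 0.97 and 1.44, in 3 of 3 samples each (adjusted p = 4.85e-09 and 1.45e-19 from limma's camera). Rechallenge at 2 weeks raised the list in YUMM2.1 by 0.75 at 2 h and 0.91 at 24 h, in 3 of 3 samples each (adjusted p = 8.27e-16 and 5.10e-22 from limma's camera). In CT26 the 2-week increases were 0.64 and 0.99, in 3 of 3 samples each (adjusted p = 2.47e-08 and 9.00e-20 from limma's camera). At 2 weeks, 24 h of rechallenge changed 59 genes in YUMM2.1 (51 higher, 8 lower) and 56 in CT26 (51 higher, 5 lower). The paper's NES of the hallmark IFNγ response set, from its source data, was 2.41 in YUMM2.1 and 2.95 in CT26 for 24 h in naive cells, and 1.94 and 2.27 for 24 h of rechallenge at 2 weeks. The paper lists this set at 0 in both lines for 24 h of rechallenge at 3 weeks, and at 2.33 in YUMM2.1 and 0 in CT26 for 2 h of rechallenge at 3 weeks. For 3 weeks without rechallenge against 0 weeks, the paper's NES was 2.00 in YUMM2.1 and 2.72 in CT26.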

In keeping with *PARP14* being a STAT1-regulated gene, in silico analysis indicated the location of multiple putative STAT1 binding sites on the PARP14 promoter (Supplementary Fig. 3A). Analysis of ChIP-seq data (retrieved from ENCODE project database)^26^ confirmed the binding of STAT1 near the transcription start site of *PARP14* in IFNγ-treated cells (Supplementary Fig. 3B). In A375 cells transfected with a reporter plasmid in which *Gaussia* luciferase is regulated by the *PARP14* promoter, exposure to increasing IFNγ concentration enhanced luciferase activity. Furthermore, short interfering RNA (siRNA)-mediated STAT1 depletion in these cells impaired the ability of IFNγ to activate the reporter, confirming *PARP14* induction through the IFNγ-STAT1 axis (Supplementary Fig. 3C). In addition, the mRNA abundance of *PARP14* in both melanoma cells and patient samples (TCGA SKCM) positively correlated with that of *STAT1, IFNG*, and *CD274* (Supplementary Fig. 3D–G).

### PARP14 inhibition or depletion in tumour reverses adaptive resistance to α-PD-1 therapy

To address the role of PARP14 in chronic IFNγ-driven resistance to α-PD-1 and to demonstrate the potential of PARP14 as a therapeutic target capable of modulating α-PD-1 sensitivity, we treated mice implanted with IFNγ pre-treated YUMM2.1, CT26, or MC38 cells with α-PD-1 in combination with RBN012759, a highly selective PARP14 catalytic inhibitor^22^ (PARP14i) (Fig. 3A). According to previous findings, twice daily dosing of mice with 500 mg/Kg RBN012759 achieves stable PARP14 suppression without adverse effects^22^. At this dose, PARP14i strongly synergised with α-PD-1, with tumour regression and significantly extended survival observed in all three models (Fig. 3B and Supplementary Fig. 4A–E). A suppressive effect, albeit reduced, on YUMM2.1 tumour growth and extended mouse survival was observed using a lower dose of PARP14i in combination with α-PD-1 (Supplementary Fig. 4F). 25% of mice bearing YUMM2.1 tumours treated with a combination of α-PD-1 and 500 mg/Kg PARP14i exhibited durable tumour regression (up to 60 days post-treatment) (Fig. 3C). Additionally, at 2 months post cessation of combination therapy, all long-term survivors rejected the re-implantation of chronic IFNγ pre-treated YUMM2.1 cells (Fig. 3D), indicating the induction of anti-tumour immune memory.

**Fig. 3:**
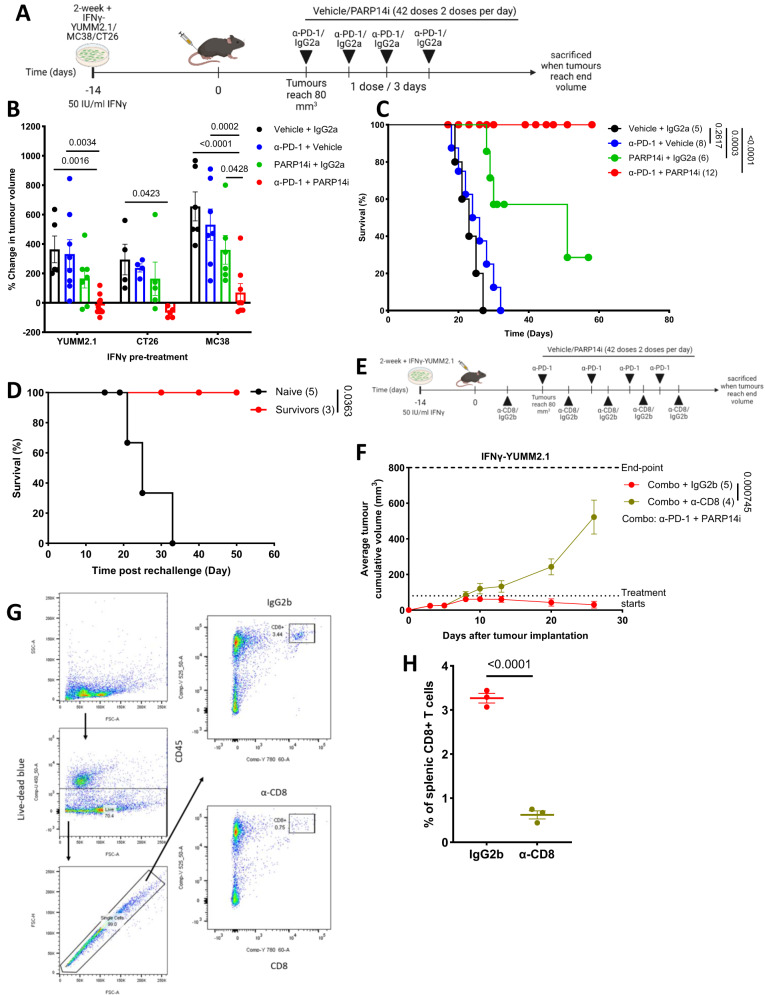
PARP14 pharmacological antagonism reverses adaptive resistance to α-PD-1 therapy. **A** Chronic IFNγ pre-treated YUMM2.1/MC38/CT26 cells were subcutaneously implanted into 8–12-week-old wild-type syngeneic female mice. Treatment with either α-PD-1 or IgG2a antibody was initiated once tumour volume reached 80–100 mm^3^, with antibodies administered every three days for a total of four doses. In parallel, the animals also received two daily doses of the PARP14 inhibitor (PARP14i) RBN012759 or vehicle for a total of three weeks. **B** The percentage change in tumour volume between the first dose of treatment and the administration of the final α- PD-1 dose of mice receiving implants of chronic IFNγ pre-treated YUMM2.1 (Vehicle + IgG2a: *n* = 5; α-PD-1 + Vehicle: *n* = 8; PARP14i + IgG2a: *n* = 6; α-PD-1 + PARP14i: *n* = 12), CT26 (Vehicle + IgG2a: *n* = 4; α-PD-1 + Vehicle: *n* = 4; PARP14i + IgG2a: *n* = 5; α-PD-1 + PARP14i: *n* = 5), and MC38 (Vehicle + IgG2a: *n* = 6; α-PD-1 + Vehicle: *n* = 7; PARP14i + IgG2a: *n* = 6; α-PD-1 + PARP14i: *n* = 8). The adjusted *p*-values were determined by two-way ANOVA Tukey’s test and the data were presented as the mean ± SEM. **C** Kaplan–Meier plots of IFNγ pre-treated YUMM2.1 (Vehicle + IgG2a: *n* = 5; α-PD-1 + Vehicle: *n* = 8; PARP14i + IgG2a: *n* = 6; α-PD-1 + PARP14i: *n* = 12) in different treatment groups with the number of mice in each arm indicated in parentheses and the *p*-values were determined by Log-rank (Mantel-Cox) test. **D** Survivors of α-PD-1 and PARP14i combinatorial therapy were maintained for 60 days and then re-implanted with IFNγ pre-treated YUMM2.1 cells (Naïve: *n* = 5; Survivors: *n* = 3). Age-matched naive mice act as a control group. Survival is shown for both groups. The *p*-value was assessed by Log-rank (Mantel-Cox) test. **E** Tumour-bearing mice received a total of four doses of α-PD-1 antibodies, 42 doses of PARP14i (twice daily for three weeks), and five doses of α-CD8 or IgG2b antibodies (a single dose every five days). **F** Average cumulative tumour volume over the course of treatment (Combo + IgG2b: *n* = 5; Combo + α-CD8: *n* = 4). The *p*-value was assessed at day 24 post-tumour implantation by two-sided unpaired *t*-test and the data were presented as the mean ± SEM. **G** Flow cytometry gating strategy for assessing the efficiency of splenic CD8 + T cell depletion by α-CD8. **H** Frequency of CD8+ cells among splenic T cells for animals receiving combination therapy with IgG2a (green: *n* = 3) or α-CD8 (red: *n* = 3). The *p*-value was assessed by two-sided unpaired *t*-test and the data were presented as the mean ± SEM. Source data are provided as a Source Data file.

Next, we addressed the extent to which CD8 + T cells control tumour growth in α-PD-1/PARP14i combination-treated animals (Fig. 3E, F). We found that significantly depleting CD8+ cells (confirmed by flow cytometry) through systemic administration of α-CD8 antibody permitted the progression of combination therapy-treated tumours (Fig. 3G, H). To determine whether PARP14 inhibition directly affects T cells, we isolated T cells from BALB/c mouse spleens and stimulated them using CD3 + CD28 antibodies in the presence of DMSO or RBN012759. Effects of PARP14 inhibition were examined at two time points: the first following the period of initial stimulation (48 h), and the second after a rest period of 7 days and restimulation for 14 h or 96 h (Fig. 4A). Acute stimulation of T cells in the presence of PARP14i significantly increased expression of *Parp14* mRNA, but did not significantly increase *Stat1*, *Irf1*, or *Cd274* mRNA compared with the DMSO control (Fig. 4B–E), although a tendency for their increase was noted. Because PARP14 has been shown to have epigenetic effects through modification of HDAC activity^27^ and epigenetic effects often require repeat stimulation to reveal the induced changes in gene accessibility, we restimulated these T cells after they came to rest. After rest and restimulation for 14 h with CD3 + CD28 in the absence of additional PARP14i, cytokine production was assessed by flow cytometry. Significant increases in the percentages of IFNγ and TNFalpha (TNFα) producing CD4 and CD8 T cells were seen (Fig. 4F, G; Supplementary Fig. 5 for gating strategy). Conversely, significant decreases in latency associated peptide (LAP)+ (latent transforming growth factor-beta (TGFβ)), and interleukin 10 (IL-10) + CD4 and CD8 T cells were also seen (Fig. 4H, I). Interestingly, PARP14i-pre-treated CD8 + T cells appeared to be more proliferative expressing a higher percentage of Ki-67+ (Fig. 4J; Supplementary Fig. 6 for gating strategy). We concluded that PARP14i treatment could induce a pro-inflammatory phenotype in both CD4+ and CD8 + T cells. In addition, PARP14i reduced the production of suppressive factors such as TGFβ and IL-10, possibly contributing to the reduction in regulatory T (Treg) cells we observed in PARP14i-treated tumours.

**Fig. 4:**
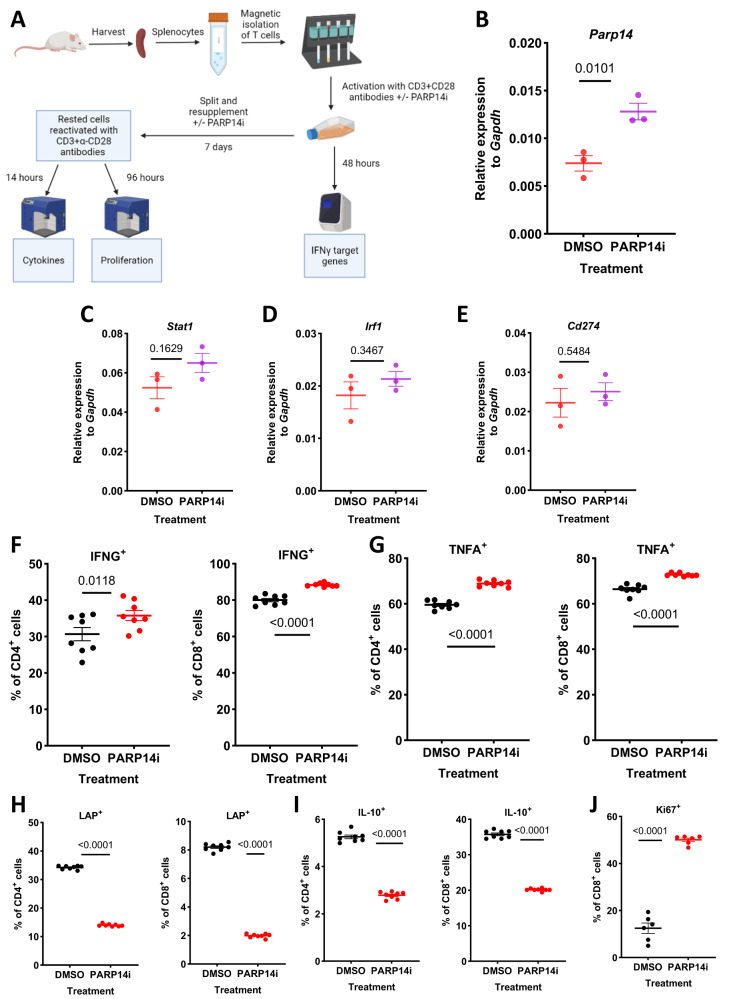
PARP14 inhibition promotes pro-inflammatory CD4+ and CD8 + T cell phenotype. **A** BALB/C mice were sacrificed and their spleens harvested. Isolated T cells were firstly stimulated with α-CD3 and α-CD28 antibodies, with 1 μM RBN012759 or DMSO. After 48 h, sample aliquots were processed for RT-qPCR analyses, while remaining cells were passaged refreshing the DMSO/ PARP14i for an additional 7 days. Subsequently, cells were re-activated with α-CD3 and α-CD28 antibodies and stained for cytokines after 14 h and for proliferation marker Ki-67 after 96 h. **B–E,** **B** *Parp14*, **C** *Stat1*, **D** *Irf1*, **E** *Cd274* mRNA expression in cells treated with DMSO (*n* = 3) or PARP14i (*n* = 3) relative to the housekeeping gene *Gapdh*. The data were presented as mean ± S.E.M. and the *p*-values were determined by two-sided unpaired *t*-test. **F–I** Percentage of DMSO (*n* = 8) and PARP14i (*n* = 8) pre-treated cells that were **F** CD4 + IFNG+ (left) and CD8 + IFNG+ (right), **G** CD4 + TNFA+ (left) and CD8 + TNFA+ (right), **H** CD4 + LAP+ (left) and CD8 + LAP+ (right), **I** CD4 + IL-10+ (left) and CD8 + IL-10+ (right). The data were presented as mean ± S.E.M. and the *p*-values were assessed by two-sided unpaired *t*-test. **J** Percentage of DMSO (*n* = 6) and PARP14i (*n* = 6) pre-treated cells that were CD8+ Ki- 67+ cells. The data was presented as mean ± S.E.M. and the *p*-value was assessed by two-sided unpaired *t*-test. Source data are provided as a Source Data file.

To address the contribution of PARP14 expression in tumour cells to mediating α-PD-1 resistance, we expressed short-hairpin (sh) RNA targeting PARP14 (shPARP14) for RNA interference-mediated down-regulation in YUMM2.1 and MC38 cells. We then implanted IFNγ pre-treated shNTC- or shPARP14-expressing cells into mice and applied the same IgG2a or α-PD-1 treatment regimen described above (Fig. 5A). PARP14 depletion in these two cell models had no significant effect on tumour formation or tumour growth potential in control IgG2a-treated mice (Supplementary Fig. 7A, B). However, PARP14 depletion restored responsiveness to α-PD-1 therapy (Fig. 5B–E and Supplementary Fig. 7C). Quantitation of *Parp14* mRNA expression in bulk-tumour by RT-PCR analysis revealed that while expression was still significantly lower in endpoint YUMM2.1 tumours expressing shPARP14 compared to tumours expressing shNTC (Supplementary Fig. 7D), this was not the case for MC38 tumours (Supplementary Fig. 7D), suggesting a selection for elevated *Parp14* mRNA expression or a loss of the shRNA in MC38 tumours treated with α-PD-1 and perhaps accounting for the less robust effect of PARP14 depletion in this model.

**Fig. 5:**
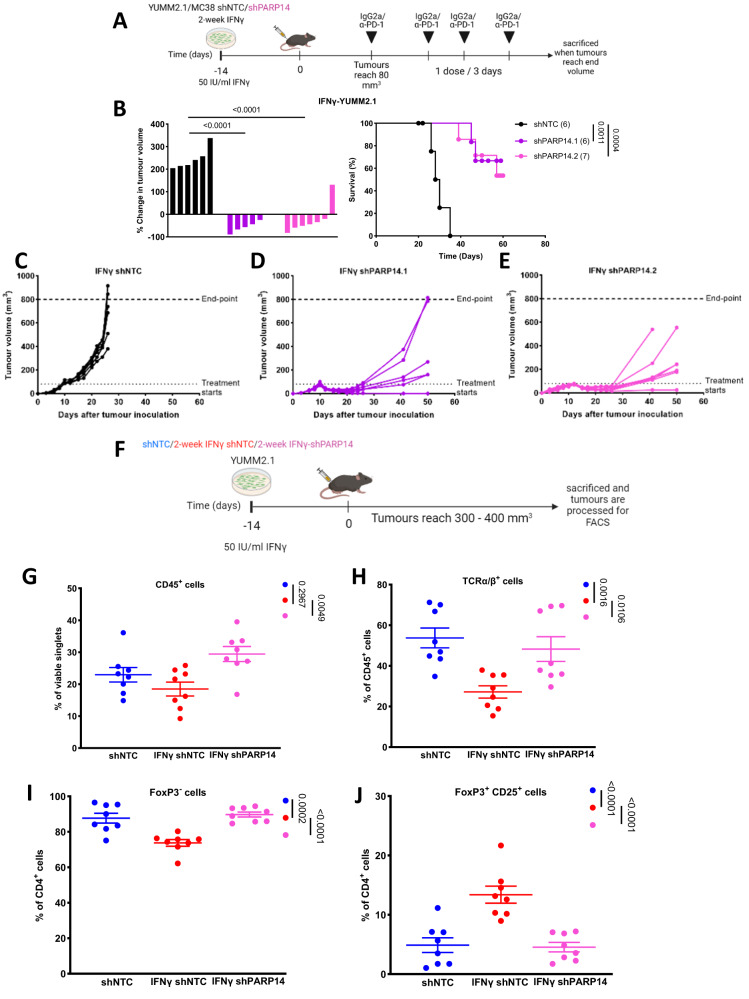
PARP14 depletion in tumour cells reverses adaptive resistance to α-PD-1 therapy while reversing chronic IFNγ driven immune regulatory effects. **A** Chronic IFNγ pre-treated YUMM2.1 cells expressing two independent PARP14-targeting shRNAs (shPARP14) (shPARP14.1: *n* = 6; shPARP14.2: *n* = 7) or a non-target control shRNA (shNTC) (shNTC: *n* = 6) were subcutaneously implanted into 8–12 weeks-old wild-type C57BL/6 female mice. Treatment of tumour-bearing mice was initiated once tumour volume reached ~80 mm^3^, with dosing every three days for a total of four doses. **B** The percentage tumour volume change between the first α-PD-1 treatment dose and the final dose (left) and Kaplan–Meier plots for these mice (right). The *p*-values were assessed by (left) the one-way ANOVA Dunnett’s test and (right) the Log-rank (Mantel- Cox) test. **C–E** Individual tumour growth rates for **C** shNTC, **D** shPARP14.1, and **E** shPARP14.2 expressing cells. **F** 8–12-week-old wild-type C57BL/6 mice were subcutaneously implanted with IFNγ-naïve YUMM2.1 cells expressing shNTC (*n* = 8) or chronic IFNγ pre-treated YUMM2.1 cells expressing shNTC (*n* = 8) or shPARP14 (*n* = 8). Tumours were allowed to grow to 300–400 mm^3^ and then dissected and disaggregated for analysis by flow cytometry. **G–J** Populations of **G** total immune cells (CD45^+^), **H** T cells (TCRαβ^+^), **I** CD4 effector T cells (CD4^+^ FoxP3^-^), and **J** regulatory T cells (T^reg^ cells; CD25^+^FoxP3^+^) in the tumour infiltrate. The data were presented as mean ± S.E.M and the *p*-values were assessed by one-way ANOVA Dunnett’s test. Source data are provided as a Source Data file.

### Chronic IFNγ exposure reshapes the tumour immune infiltrate through PARP14

Given that IFNγ stimulation can lower tumour-associated antigen expression through stimulating both immune proteasome degradation and dedifferentiation with a resultant decrease in infiltration by activated CD8+ effector T cells^7^; suppress NK and CD8 + CTL activation through increasing expression of inhibitory non-cognate MHC-I molecules such as human leucocyte antigens class I histocompatibility antigen, alpha chain E (HLA-E) (equivalent to Qa-1b/H2-T23 in mice)^10^; and exert immunosuppressive effects through increasing expression of immune checkpoint ligands, Indoleamine 2, 3-dioxygenase 1 (IDO1) and chemokine (C-C motif) ligand (CCL8) in tumours^28,29^, we reasoned that chronic IFNγ stimulation might alter the tumour immune microenvironment in our syngeneic tumour models. To assess this, in the first instance, we investigated gene expression differences in tumours from IFNγ-naïve and chronic IFNγ-treated YUMM2.1 cells (treated with IgG2a control antibodies) by undertaking RNA-seq and GSEA. This revealed that the IFNγ-treated cells down-regulated several inflammatory signalling pathways (Supplementary Fig. 8A). Moreover, we also performed computational immunophenotyping using ImmuCellAI cell-type enrichment analysis^30^, which indicated that immune score, T cells, CD8 T cells, and CD8 central memory T cells (Tcm), were down-regulated while Granulocytes and myeloid dendritic cells (MoDC) were upregulated in tumours pre-treated with IFNγ (Supplementary Fig. 8B–G).

To corroborate the above in silico immunophenotyping, we next profiled the immune infiltrate of subcutaneous tumours derived from IFNγ-naïve YUMM2.1 cells expressing shNTC or chronic IFNγ pre-treated YUMM2.1 cells expressing either shNTC or shPARP14 (Fig. 5F) by flow cytometry using fluorescent labelling for a panel of T cell markers including TCRαβ, TCRγδ, CD45, CD25, and FoxP3 (Supplementary Fig. 9A for gating strategy). Tumours derived from chronic IFNγ-pre-treated YUMM2.1 cells exhibited a significantly lower percentage of T cells (TCRαβ^+^) and a higher percentage of regulatory T (Treg) cells (Foxp3^+^, CD25^high^) relative to tumours derived from either IFNγ-naïve cells but also to shPARP14-expressing IFNγ-pre-treated YUMM2.1 cells (Fig. 5G–J), implying that PARP14 might contribute to the immunosuppressive tumour microenvironment induced by chronic IFNγ pre-treatment. Interestingly, NK cells were upregulated in tumours derived from chronic IFNγ-pre-treated YUMM2.1 cells, again reversed upon PARP14 knockdown, but there was no dysregulation in gamma-delta T cells (Supplementary Fig. 9B, C).

Next, we assessed whether PARP14i alone or in combination with α-PD-1 could reverse the immunosuppressive effects of chronic IFNγ pre-treatment (Fig. 6A). Compared to control-treated tumours, the combination of α-PD-1 and PARP14i elicited an increased percentage of CD8^+^ T cells and a decreased percentage of Treg cells, leading to a significant increase in the ratio of CD8^+^ Granzyme B^+^ (GzmB^+^) cytotoxic lymphocytes (CTLs) to Treg cells (Fig. 6B–E and Supplementary Fig. 10 for gating strategy). Moreover, compared to control-treated tumours, the combination of α-PD-1 and PARP14i demonstrated a significant increase of CD4+ and CD8 + T cells expressing surface inhibitory receptors PD-1, TIM-3, and LAG-3 (Fig. 6F–I). Collectively, the above findings show that PARP14 antagonism potentiates the immunostimulatory effect of α-PD-1 in an otherwise immunosuppressive tumour microenvironment established by chronic IFNγ-signalling.

**Fig. 6:**
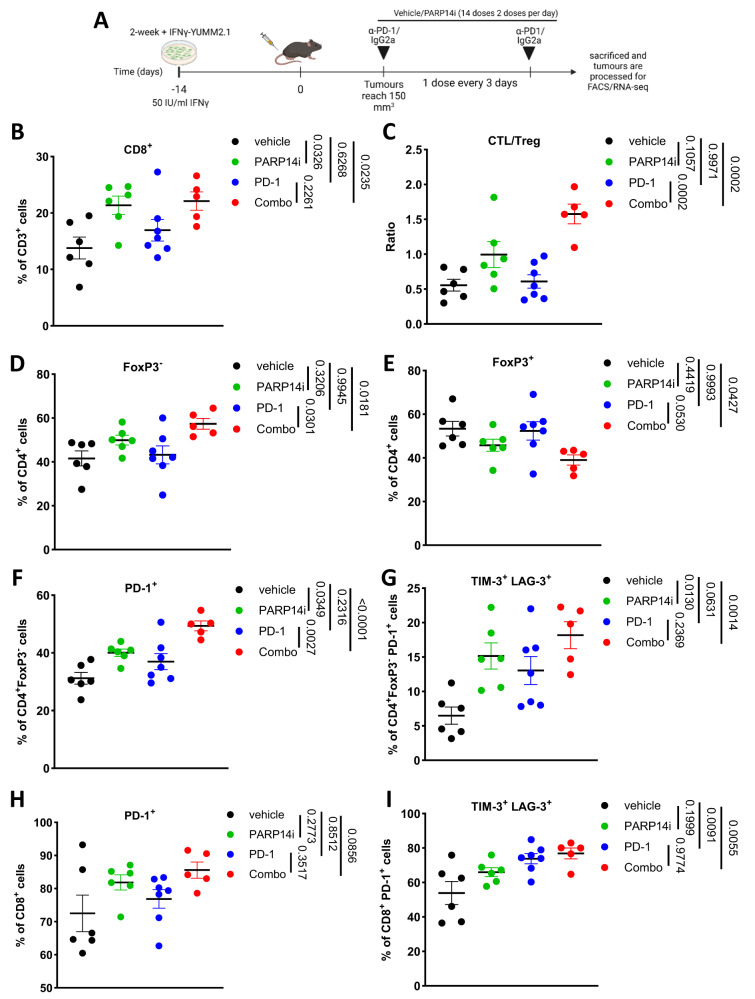
Combination treatment with α-PD-1 and PARP14 inhibition remodels the tumour immune microenvironment. **A** 8–12-week-old wild-type C57BL/6 mice were subcutaneously implanted with chronic IFNγ pre-treated YUMM2.1 cells. Treatment with either α-PD-1 or IgG2a antibody was initiated once tumour volume reached 150 mm^3^ (two doses, three days apart) and PARP14i or vehicle (two doses daily for a week). At the end of the treatment period, tumours were dissected and disaggregated for analysis by flow cytometry and RNA-seq. **B–I** Populations of **B** CD8^+^ T cells, **C** the ratio of CD8^+^ GzmB+ cytotoxic lymphocytes (CTLs) to T^reg^ cells, **D** CD4^+^ effector T cells (CD4^+^ FoxP3^-^), **E** T^reg^ cells (CD4^+^ FoxP3^+^), PD-1^+^ of **F** CD4^+^ and **H** CD8^+^ T cells, and triple positive PD-1, TIM-3, LAG-3 of **G** CD4^+^ and **I** CD8^+^ T cells in the tumour infiltrate treated with different conditions (vehicle: *n* = 6; PARP14i: *n* = 6; α-PD-1: *n* = 7; Combo: *n* = 5). The data were presented as mean ± S.E.M. and the adjusted *p*-values were determined by one-way ANOVA Šídák’s test. Source data are provided as a Source Data file.

We also contrasted gene expression in tumours derived from chronic IFNγ stimulated YUMM2.1 cells treated with α-PD-1 monotherapy with α-PD-1 + PARP14i combination therapy treated by sequencing mRNA from bulk tumours. GSEA revealed that the combination therapy upregulated numerous inflammatory signalling pathways (Fig. 7A). Furthermore, Ingenuity Pathway Analysis indicated that *STAT1, IFNG*, and *TNF* responses were strongly activated when PARP14 was also inhibited (Fig. 7B). Additionally, leucocyte migration and activation of antigen-presenting cells were strongly activated and tumourigenesis-related processes strongly down-regulated following PARP14i treatment (Fig. 7C). Furthermore, computational immunophenotyping indicated that tumours undergoing combination therapy and PD-1 monotherapy also demonstrated a significant upregulation of infiltration score, T cells, M1 macrophage, CD8 Tcm, CD8 effector memory T cells (Tem), CD8 exhausted T cells (Tex), and down-regulation of granulocytes compared with controls; interestingly, only combination therapy had a significant upregulation of MoDCs and CD8 cytotoxic T cells (TC), comparing with the control and α-PD-1 monotherapy respectively (Fig. 7D–L), consistent with PARP14i contributing to increased immune infiltration.

**Fig. 7:**
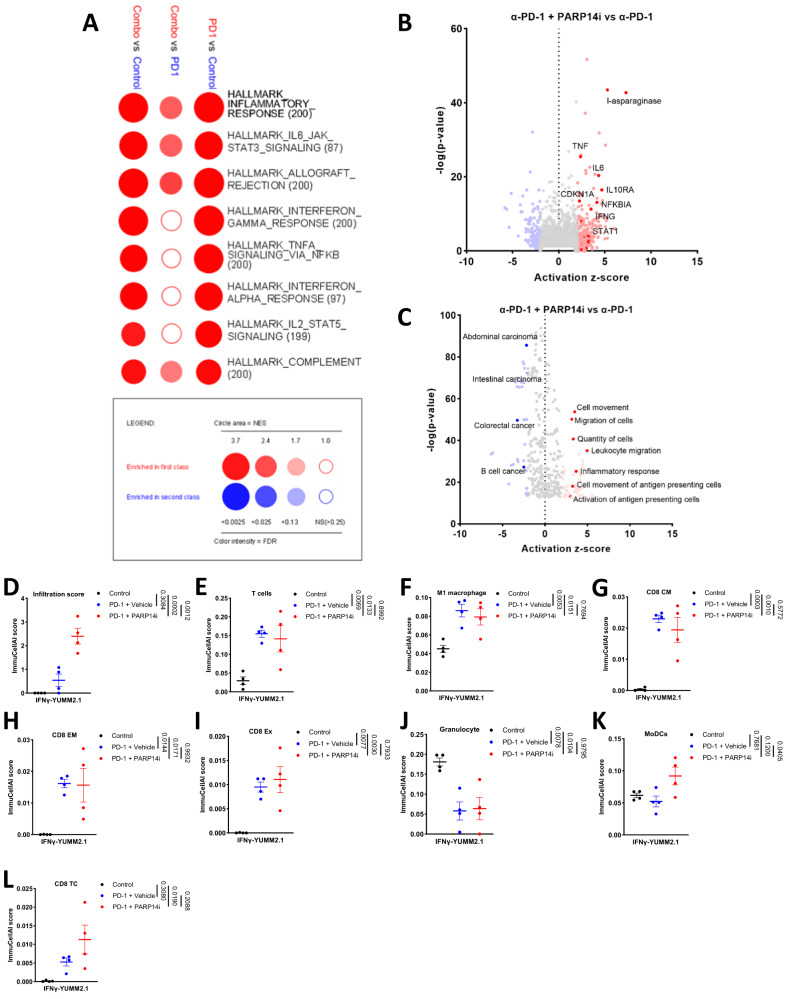
Combination treatment with α-PD-1 and PARP14 inhibition induces an inflammatory response. **A** GSEA based on RNA-seq data depicting hallmark processes enriched in chronic IFNγ pre-treated tumours treated with α-PD-1 alone (*n* = 4) versus Control (*n* = 4); combined αPD-1 and PARP14 inhibition (Combo) (*n* = 4) versus α-PD-1 alone (*n* = 4); Combo (*n* = 4) versus Control (*n* = 4). Circle area depicts the NES, and colour intensity depicts the FDR, with ≤0.25 classed as significant. **B–C** Ingenuity Pathway Analysis (IPA) was performed to identify up- or down-regulation of **B** upstream regulators and **C** disease-related or functional pathways in tumours receiving α-PD-1/PARP14i combination treatment (*n* = 4) versus α-PD-1 alone treatment (*n* = 4). Results were displayed with their *P*-value (-log(*P*-value)) and activation z-score. The *p*-values were assessed by two-tailed unpaired *t*-test. **D–L** Bulk-tumour RNA-seq results treated with Control (*n* = 4); PD-1 + Vehicle (*n* = 4); or PD-1 + PARP14i (*n* = 4) analysed by cell-type enrichment analysis (ImmuCellAI), with scores shown for **D** infiltration, **E** T cell, **F** M1 macrophage, **G** CD8 central memory (CM) T cells, **H** CD8 effector memory (EM) T cells, **I** exhausted (Ex) CD8 T cells, **J** Granulocytes, **K** Myeloid Dendritic cell (MoDC), **L** CD8 cytotoxic T cell (Tc). The data were presented as mean ± S.E.M. and the adjusted *p*-values were determined by one-way ANOVA Tukey’s test. Source data are provided as a Source Data file.

### PARP14 is a negative feedback regulator of IFNγ signalling

PARP14 down-regulates STAT1 in IFNγ-stimulated macrophages and thereby antagonises IFNγ-induced macrophage polarisation^15^. Using immunoprecipitation, we detected an interaction between STAT1 and PARP14 in three melanoma cell lines—MV3, LOX-IMVI, and YUMM2.1 (Supplementary Fig. 11A–C). We hypothesised that PARP14 might also act, therefore, as a negative feedback regulator in tumour cells, thereby antagonising IFNγ-stimulated tumour cell immunogenicity. In keeping with this hypothesis, we found that phospho-STAT1 (pSTAT1), STAT1, and STAT1 target gene products PD-L1, MHCI, TAP1, and TAP2 were enriched in shPARP14-expressing, chronic IFNγ-treated YUMM2.1 and MC38 cells compared to shNTC-expressing cells (Supplementary Fig. 11D). Similarly, pharmacological antagonism of PARP14 using either RBN012759 or the proteolysis targeting chimera (PROTAC) PARP14 inhibitor RBN012811^22,31^ at nanomolar concentrations in chronic IFNγ-treated A375, 501-Mel, YUMM2.1, or MC38 cells resulted in elevated levels of pSTAT1 and STAT1 target gene products with only minor perturbations of the growth of these cell lines (Fig. 8A–C). Intriguingly, while the expected depletion of PARP14 protein occurred following the degradation-inducing RBN012811 treatment, application of the catalytic inhibitor RBN012759 led to elevated levels of PARP14 protein, consistent with PARP14 being itself a STAT1 activated target (Fig. 8A–C). RBN012759 treatment did not interfere with STAT1–PARP14 interaction (Supplementary Fig. 11A–C). Moreover, RNA-seq and subsequent GSEA revealed that PARP14 inhibition enhanced inflammatory signalling (Fig. 8D). Quantitative PCR (qPCR) confirmed a significant increase of mRNA expression for the chemokine ligands *Cxcl10* and *Cxcl11* (Fig. 8E), supporting our hypothesis that PARP14 inhibition enhances IFNγ signalling in tumour cells and upregulates immune cell infiltration into tumours.

**Fig. 8:**
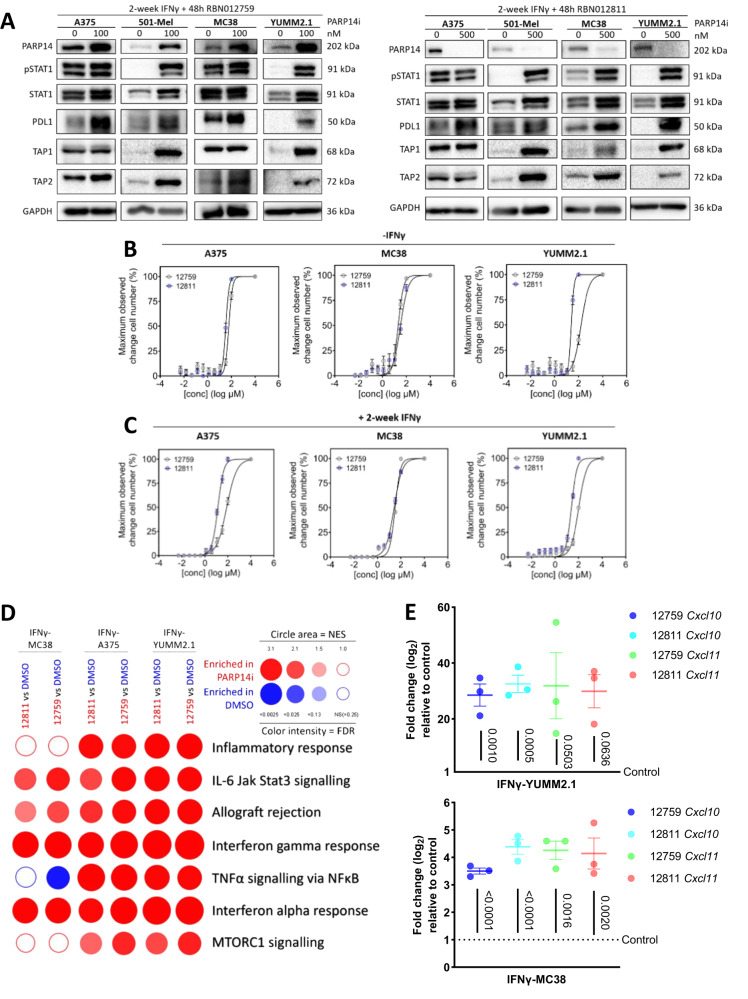
PARP14 is a negative feedback regulator of IFNγ signalling. **A** Chronic IFNγ pre-treated A375, 501-Mel, MC38, or YUMM2.1 cells were treated for 48 h with PARP14 pharmacological inhibitors RBN012759 (left) and RBN012811 (right). Expression of PARP14, pSTAT1, STAT1 and STAT1 target proteins is shown by western blot, with GAPDH visualised as a loading reference. **B–C** Graphs showing the relative maximum observed change in cell number as determined by crystal violet following 48 h treatment with varying concentrations of PARP14 inhibitor (12759: *n* = 9 per concentration; 12811: *n* = 9 per concentration) without IFNγ (**B**) or with 2-week IFNγ (**C**). The data were presented as mean ± S.E.M. **D** GSEA based on RNA-seq data depicting hallmark processes enriched in chronic IFNγ pre-treated tumours treated with RBN012759 or RBN012811 versus control (DMSO). The circle area depicts the NES, and colour intensity depicts the FDR, with ≤0.25 classed as significant. **E** RT-qPCR analysis of *Cxcl10* and *Cxcl11* mRNA expression levels in IFN-γ-YUMM2.1 and IFN-γ-MC38 cells treated with DMSO (*n* = 3); 12759 (*n* = 3); 12811 (*n* = 3). The data were presented as mean ± S.E.M. and the adjusted *p*-values were assessed by one-way ANOVA Dunnett’s test. Source data are provided as a Source Data file.

### PARP14 levels are augmented in tumours spontaneously relapsing after α-PD-1 treatment wherein it mediates resistance

To address the role of PARP14 in spontaneously arising acquired resistance to α-PD-1 therapy, we firstly validated whether PARP14 expression could be induced by α-PD-1 therapy in our syngeneic mice models, as expression data from human melanoma biopsies^32^ indicated a modest but significant increase in *PARP14* mRNA in α-PD-1 on-treatment melanoma biopsies compared to pre-treatment biopsies that correlated with increased *IFNG* and *STAT1* mRNA (Supplementary Fig. 12A, B). Following establishment of tumours derived from IFNγ-naïve YUMM2.1 and MC38 cells, mice were treated with two doses (spaced three days apart) of IgG2a or α-PD-1 antibodies. Tumours were harvested within 24 h of the last dose of treatment. qPCR did not reveal a significant upregulation of *Parp14* in bulk-tumour mRNA from α-PD-1 on-treatment tumours compared to control tumours (Supplementary Fig. 12C, D). However, when we grouped YUMM2.1 and MC38 tumour specimens by the median level of *Ifng* mRNA (*Ifng*^high^ versus *Ifng*^low^) regardless of treatment, *Parp14* expression was significantly higher in *Ifng*^high^ tumours. We made similar observations for *Stat1* and other STAT1 target genes including *Irf1, Cxcl10*, and *Cxcl11* (Supplementary Fig. 12E, F), which suggested that PARP14 was induced specifically in IFNγ-inflamed tumours but independently of α-PD-1. Consistent with α-PD-1 not inducing PARP14 in responding tumours, PARP14i treatment failed to inhibit growth of tumours derived from IFNγ-naïve YUMM2.1 cells nor enhanced the activity of α-PD-1 when both drugs were co-administered (Supplementary Fig. 13A–C).

Despite PARP14 induction in tumours derived from IFNγ-naïve YUMM2.1 cells not depending on α-PD-1 treatment, we found by qPCR analysis that *Ifng*, *Stat1* and other IFNγ target genes, including *Parp14*, were significantly increased in tumours that regrew following α-PD-1 treatment compared to control tumours (Fig. 9A). Comparable gene expression changes were observed in short-term melanoma cell cultures derived from ICBT-progressing patient lesions with elevated IFNγ-signalling compared to cultures where intrinsic IFN-signalling was minimal^7^ (Fig. 9B). Following bulk-tumour mRNA sequencing, GSEA revealed that the α-PD-1-relapsing tumours upregulated immune-related inflammatory signalling pathways, regardless of comparing with control or α-PD-1-responding conditions. In particular, both IFNγ and IFN-α signalling pathways were upregulated significantly in the α-PD-1-relapsing tumour (Fig. 9C). This suggested that α-PD-1 relapsing tumours might have an enriched immune infiltration status yet failed to control tumour growth. Indeed, computational immunophenotyping revealed that, compared with the control, the α-PD-1-relapsing tumours showed a higher infiltration score and T cell, CD8 T cell, CD8 Tcm, CD8 Tem, and CD8 Tex scores (Fig. 9D–I). In addition, whereas the α-PD-1-responding tumours had a variable level of different immune subsets scores, relapsing tumours had a significantly lower score of macrophage and naïve CD8 T cell, which might suggest that α-PD-1 responding tumours had fewer differentiated or functional innate and adaptive immune cells in the tumour microenvironment (Fig. 9J, K). This correlated with higher expression of immunosuppressive molecules in the α-PD-1-relapsing condition (Fig. 9L). Moreover, PARP14 expression in short-term melanoma cell cultures derived from ICBT-progressing lesions was significantly negatively correlated with the infiltration of B cells and NK cells in the tumour microenvironment, suggesting that the higher PARP14 expression in tumour cells, the colder the tumour immune microenvironment (Supplementary Fig. 13D, E).

**Fig. 9:**
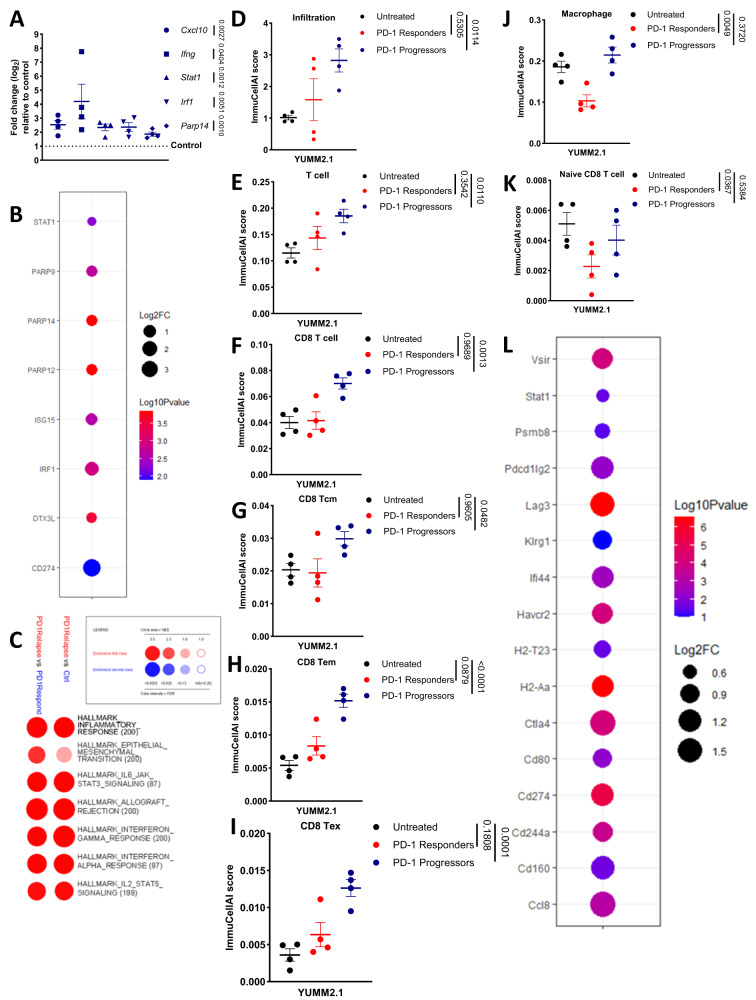
YUMM2.1 tumours spontaneously relapsing after α-PD-1 treatment are highly inflamed with T cells. **A** RT-qPCR analysis of *Cxcl10*, *Ifng*, *Stat1*, *Irf1*, and *Parp14* mRNA expression levels in YUMM2.1 tumours which (relapsed after α-PD-1 antibody treatment: *n* = 4) compared to IgG2a-treated tumours (control: *n* = 4). The data were presented as mean ± S.E.M. and the *p*-values were assessed by two-tailed unpaired *t*-test. **B** Differential gene expression of IFNγ targent genes in short-term melanoma cell cultures derived from ICBT-progressing lesions with elevated IFNγ-signalling compared to cultures where intrinsic IFN-signalling was minimal. Circle area depicts-log_2_ fold change and colour intensity depicts-log_10_(*p*-value), with ≥1.30 classed as significant. The *p*-values were assessed by two-tailed unpaired *t*-test. **C** GSEA based on RNA-seq data depicting hallmark processes enriched when comparing YUMM2.1 tumours that relapsed after α-PD-1 treatment versus control; and relapsing after α-PD-1 treatment versus responding during α-PD-1 treatment. Circle area depicts the NES, and colour intensity depicts the FDR, with ≤0.25 classed as significant. **D–K** Bulk-tumour RNA-seq results derived from Untreated (*n* = 4), PD-1 Responders (*n* = 4), and PD-1 Progressors (*n* = 4) analysed by cell-type enrichment analysis (ImmuCellAI), with scores shown for **D** infiltration, **E** T cell, **F** CD8 T cell, **G** CD8 Tcm, **H** CD8 Tem, **I** CD8 Tex, **J** Macrophage, and **K** Naive CD8 T cell. The data were presented as mean ± S.E.M. and the adjusted *p*-values were assessed by one-way ANOVA Šídák’s test. **L** Expression differences of immunosuppressive gene in tumours derived from α-PD-1-relapsing condition compared with control condition by sequencing bulk mRNA. Circle area depicts-log_2_ fold change and colour intensity depicts -log_10_(*p*-value), with ≥1.30 classed as significant. The *p*-values were assessed by two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

Given that IFNγ signalling, including *Parp14* expression, was upregulated in tumours relapsing following α-PD-1 treatment, we next addressed whether these tumours were sensitive to Ruxolitinib (a JAK inhibitor) administered at a dose designed to suppress only tumour cell intrinsic IFNγ signalling^9^ as well as to RBN012759. IFNγ-naïve YUMM2.1 cells were implanted subcutaneously, and subsequently tumour-bearing mice received two doses of α-PD-1 antibodies three days apart. Following the final dose of α-PD-1, tumours were permitted to regrow to their pre-treatment size (regrowing tumours are insensitive to further doses of α-PD-1; Supplementary Fig. 14A, B) and randomised onto one-week control vehicle and IgG antibodies, PARP14i (14 doses), α-PD-1 (a further 2 doses) and PARP14i, and JAKi (7 doses) treatment (Fig. 10A). All treatments suppressed tumour growth and extended survival significantly (Fig. 10B–D). Moreover, there was no significant difference between treatment types. Interestingly, the combination therapy of α-PD-1 and PARP14i did not synergise as they did in the IFNγ pre-treatment model (Fig. 10B–D). The growth of tumours derived from IFNγ-naïve CT26 cells that regrew following α-PD-1 administration was also suppressed by PARP14i treatment (Supplementary Fig. 14C–E).

**Fig. 10:**
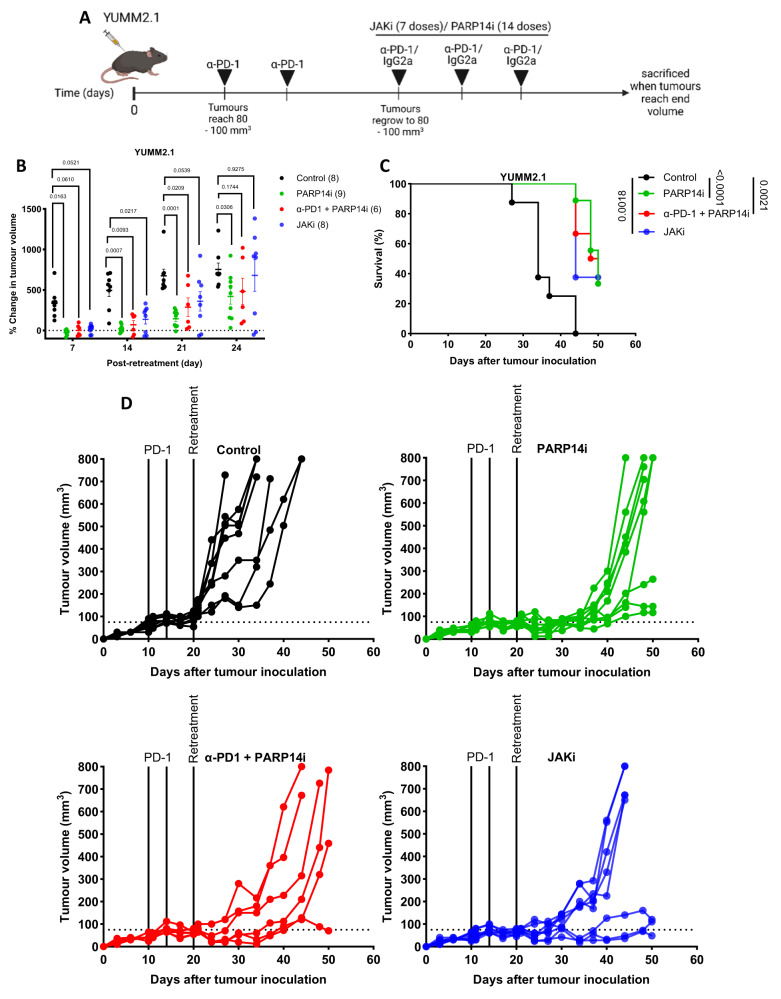
Both PARP14 inhibition and JAK inhibition can improve the survival of mice bearing relapsing YUMM2.1 tumours. **A** 8–12-week-old wild-type C57BL/6 J mice were subcutaneously implanted with YUMM2.1 cells. Treatment with α-PD-1 antibodies (two doses, three days apart) was initiated once tumour volume reached ~80 mm^3^. Once the tumours had regrown to roughly the size at which α-PD-1 treatment was initially commenced, they were randomised into four treatment groups: control (*n* = 8); PARP14i (14 doses; 2 doses per day) (*n* = 9); α-PD-1 antibodies (3 doses of α-PD-1 in every 3 days) and PARP14i (14 doses; 2 doses per day) (*n* = 6); Ruxolitinib (7 doses; 1 dose per day) (*n* = 8). **B** The percentage change in tumour volume between the start of retreatment and day 7, 14, 21, and 24 post-retreatment. The data were presented as mean ± S.E.M. and the adjusted *p*-values were assessed by two-way ANOVA Tukey’s test. **C** Kaplan–Meier survival plots for each treatment arm. The *p*-values were assessed by Log-rank (Mantel-Cox) test. **D** Growth curves for each tumour per condition. Source data are provided as a Source Data file.

## Discussion

The contribution of IFNγ signalling to ICBT resistance remains controversial^33^. The induction of IFNγ and its target genes are sensitive and robust prognostic markers of ICBT response^5,34^. Contrasting *IFNG* and *STAT1* mRNA abundance in pre- versus on-treatment melanoma biopsies^32^ also supported that IFNγ-signalling is induced by ICBT. As such, insensitivity to IFNγ might be predicted to benefit tumour cells in the context of ICBT. In keeping with this, Gao and colleagues showed that tumours from patients resistant to α-CTLA-4 therapy harboured genomic defects in IFNγ pathway components, including copy-number loss of IFNγ pathway genes (e.g., *IFNGR1/2, IRF1*, and *JAK2*) and amplification of IFNγ pathway inhibitors (e.g., *SOCS1* and *PIAS4*)^35^, while whole-exome sequencing of patient biopsies revealed loss-of-function mutations in Janus kinase 1 (JAK1) and JAK2 in patients with primary and acquired resistance to PD-1 blockade^36,37^. Although these studies suggest that inactivation of IFNγ pathway components is a major cause of ICBT resistance, this conclusion was based on limited patient samples, and subsequent studies failed to detect these changes at a significant frequency in larger populations^32,38,39^. In contrast, metanalysis by Song and colleagues confirmed that loss of IFNγ signalling in tumour cells made tumours more susceptible to the host immune system in mouse syngeneic models despite causing resistance to immune effector cells in vitro, and revealed that patient tumours developing mutations in IFNγ signalling before treatment were more likely to respond to ICBT^40^. Furthermore, the vast majority of primary melanoma cell cultures from ICBT-progressing primary lesions responded robustly to IFNγ^7^, as did all the cell lines used in our study, suggesting that IFNγ signalling is preserved despite immunoediting. Further, more abundant IFNγ target gene products in plasma from patients undergoing ICBT predicted relapse and poorer survival^10^. While IFNG.GS gene signature in T cells could be used to predict the prognosis of cancer patients treated with ICBT^9^; interestingly, we found that genes consistently selectively upregulated during chronic IFNγ exposure in our YUMM2.1 and CT26 tumour models predicted shorter survival of metastatic urothelial cancer patients treated with α-PD-L1 therapy. Our findings and those from other groups clearly show, therefore, that chronic IFNγ signalling causes resistance to ICBT, and suppressing these effects could have great therapeutic application.

Currently, three directions are being advocated to address IFNγ-driven resistance to ICBT^33^: (1) augmenting tumour antigen presentation, (2) inhibiting the action of T cell inhibitory receptors (TCIRs), or (3) increasing TNF signalling in tumours. However, each direction has its own advantages and shortcomings in improving the clinical response of cancer patients. Administering IFN-agonists could enhance the antigen presentation machinery components expression of tumour cells, thereby strengthening T-cell neoantigen recognition and overall anti-tumour response. However, it could also reduce NK-cell-mediated cytotoxicity. Administering JAKi could eliminate TCIRs, but it may also worsen patients’ health due to myelo- and immunosuppression and NK-cell-mediated cytotoxicity^41,42^. Administering therapeutic agents that target tumour-intrinsic cell death signalling could lower the cytotoxic threshold of tumour cells to TNF and IFNγ, increasing their susceptibility to immune attack. However, some studies raise concerns about IFNγ or TNF systematic upregulation promoting tissue damage or other autoinflammatory syndromes in patients^43,44^. Other inhibitors of IFNγ signalling and mediators of IFNγ-dependent immunoregulation exist that may be appropriate drug targets, although appropriate drugs have yet to be developed. Thus, depletion of the JAK-STAT signalling regulator LNK impaired tumour growth and potentiated α-PD-1 responses by relieving LNK-mediated STAT1 inhibition^45^. Similarly, inhibition of receptor-interacting serine threonine kinase 1 (RIPK1) enhanced STAT1 signalling and the activation of cytotoxic T cells contributing to anti-tumour activity^46^. Chronic IFNγ signalling consistently induced expression of Qa-1b/HLA-E, a ligand for the cytotoxic lymphocyte inhibitory receptor NKG2a/CD94, in mouse tumour models, thereby conferring resistance to α-PD-1 therapy^10^. In this study, we discovered that PARP14i could be a potential pharmacological candidate for addressing IFNγ-driven resistance to ICBT.

RNA-seq analysis revealed upregulation of *PARP14* expression in multiple human and mouse tumour cell lines chronically exposed to IFNγ as well as in *IFNG*^high^ melanoma tumours, suggesting that *PARP14* is an IFNγ target gene. Indeed, data we present imply that *PARP14* is a direct STAT1 target. Consequently, induction of *PARP14* mRNA mirrored *IFNG* and *STAT1* mRNA in on-treatment melanoma biopsies. However, *PARP14* mRNA levels could not predict the depth or duration of clinical response among responders to ICBT in the Riaz et al. cohort^32^. This may reflect several confounding factors, including a limited number of samples available for analysis; highly heterogeneous tumours in which only small regions were sampled; sampling of different lesions pre- and on-treatment; and finally, biopsies that were not necessarily sampled at the point of relapse, which is when our in vivo data indicate that *PARP14* induction may be at its highest and exerting its greatest influence. Indeed, expression data from melanoma progressing lesions reveals a significant fraction of lesions progressing on ICBT wherein tumour cell intrinsic IFNγ signalling and therein PARP14 expression is elevated^7^.

Our findings provide insight into possible clinical contexts wherein PARP14 antagonism might be at its most effective. PARP14 inhibitor treatment would not be efficacious as a monotherapy, as PARP14 antagonism or knockdown did not affect the ex vivo growth of the tumour cell lines we evaluated, nor did monotherapy significantly alter their tumour growth potential, even following chronic IFNγ stimulation. As such, PARP14 activity is redundant to other factors, notably to PD-1 signalling, in mediating immunosuppression. Combining PARP14i with α-PD-1 treatment also did not seem to alter the course of response unless tumour cells had already been driven to a resistant state by chronic exposure to IFNγ pre-implantation or were progressing upon α-PD-1 treatment, a condition associated with high tumour-intrinsic IFNγ signalling. Based on these observations, it is recommended to prioritise PARP14i for clinical trials in cancer patients progressing on ICBT, especially when increased IFNγ signalling is detected in the tumour or plasma. Moreover, PARP14i treatment was more successful than *PARP14* knockdown in tumour cells alone in restoring α-PD-1 sensitivity. This could reflect a more potent suppression achieved by the inhibitor compared to knockdown but may also reflect the combined effect of antagonising PARP14 in tumour and host cells, as PARP14 is expressed in multiple immune cells and other normal cell types^13,14,47^. Indeed, we observed a more inflammatory phenotype in T cells stimulated following extended treatment with PARP14i. Moreover, previous findings have demonstrated that PARP14 might perform cancer-promoting functions in stromal cells present in the TME^14,15,22^.

We explored the effects of IFNγ preconditioning and PARP14 depletion on the composition and activation status of the tumour immune infiltrate. We found that chronic IFNγ treatment of YUMM2.1 cells drastically remodelled the TME. Specifically, these tumours were infiltrated by significantly fewer CD45^+^ immune cells, including TCRαβ^+^ cells, whereas Treg cells were proportionately enriched, mirroring the ability of lymph node metastases that are likewise exposed to chronic IFNγ stimulation to induce or promote the recruitment of Treg cells^48^. Importantly, PARP14 silencing in IFNγ pre-treated tumours reversed these alterations in the TME. These effects of silencing PARP14 on the TME were consistent with restoring sensitivity to α-PD-1, as pre-existing immune infiltration and high expression levels of immune-related genes and low numbers of T_reg_ cells predict good response to α-PD-1 therapy in patients^49–52^. Subsequently, we determined that the synergy between α-PD-1 therapy and PARP14i may also be explained by effects on the composition of the tumour immune infiltrate. Using the IFNγ pre-treated YUMM2.1 model, we found that the combination therapy led to an increase in intratumoral CD45^+^ immune cells and CD8^+^ T cells and a decreased frequency of Treg cells.

We also demonstrated that PARP14 mediates IFNγ-driven progression in a model of spontaneous ICBT relapse. RNA-seq and GSEA indicated that the TME in tumours derived from YUMM2.1 that spontaneously progressed after α-PD-1 therapy was characterised by upregulated IFNγ-signalling and was T cell inflamed in contrast to the tumours derived from IFNγ pre-treated cells. This implies that chronic IFNγ-signalling may be responsible for both establishing T cell deserts, a feature of primary resistance, or conversely an immunosuppressive TME albeit T cell inflamed, but that in both instances this relies on the induction of PARP14. Our study focused on the ability of our therapeutics to influence cytotoxic T-cell responses; however, mounting evidence suggests that other immune cells are also important for α-PD-1 efficacy. For example, NK cells are essential for response to PD-1/PD-L1 blockade in some models^34^. Moreover, PARP14 facilitates the polarisation of macrophages into an M2-like state and of CD4^+^ T cells to the T_H_2 lineage, both of which are cancer-promoting immune cell subtypes^14,15^. The effect of chronic IFNγ exposure on and possible contribution of PARP14 to tumour infiltration by myeloid and helper T cell populations also merits further investigation.

PARP14 appears to negatively regulate IFNγ signalling and responses, consistent with PARP14 being a negative feedback regulator of IFNγ signalling. Thus, we found that PARP14 pharmacological antagonism or silencing in tumour cells enhanced STAT1 phosphorylation and expression of STAT1 target gene products, including IRF1 responsible for the expression of many IFNγ signalling genes but also PARP14 itself^53,54^. We and others^15,55,56^ show that PARP14 physically interacts with STAT1. In addition, PARP14 interacts with proteins that are commonly co-expressed following IFN treatment and which also interact with STAT1, thereby potentially regulating the IFN-induced interactome^55^. PARP9 is such a protein, which promotes STAT1 activation and pro-inflammatory gene expression in IFNγ-treated macrophages^15^ as well as in pancreatic epithelial and cancer cells^57^, although PARP9 has been shown to inhibit STAT1 induction of IRF1 in prostate cancer cells^58^. It will be interesting to determine whether PARP14 plays any role in converting PARP9 from a STAT1 co-activator into a STAT1 co-repressor. Significantly, RNA pol II ChIP-seq employed by Riley and colleagues identified 2744 genes down-regulated by PARP14, including STAT1 target genes encoding components of the antigen processing and presentation machinery^13^. As an alternative for how PARP14 regulates STAT1, Iwata and colleagues suggested that PARP14 suppresses STAT1 by ADP-ribosylating STAT1 to prevent its phosphorylation in response to IFNγ^15^. Intriguingly, JAKi treatment was as effective as PARP14i treatment in restoring tumour immune suppression in tumours derived from YUMM2.1 that spontaneously progressed after α-PD-1 therapy. This implies that either decreasing STAT1 activity by JAKi to block expression of immunosuppressive molecules (including PARP14) or boosting STAT1 by PARP14i to enhance tumour immunogenicity are both viable approaches to increasing response to α-PD-1 therapy.

The combination of PARP inhibitors with ICBT has recently emerged as a promising therapeutic strategy for cancer, with PARP1/2/3 inhibitors, such as the FDA-approved drugs niraparib, olaparib, and rucaparib now at the forefront of clinical investigations^59,60^. It is becoming increasingly evident that the anti-cancer effects of PARP inhibitors go beyond their direct cytotoxic effects and that these drugs may also enhance α-PD-1 efficacy by activating the stimulator of interferon genes (STING) independently of BRCA status^61^. This is achieved through the generation of cytosolic double-stranded DNA fragments, which bind cyclic GMP-AMP synthase (cGAS) and activate STING, thereby inducing a type I IFNα/β response. Consequently, chemokine secretion and subsequent T cell infiltration are enhanced^61^. Notably, the PARP1 inhibitor talazoparib (BMN 673) elicited increased numbers of peritoneal CD8^+^ T cells and NK cells in an ovarian cancer mouse model and increased infiltration into ex vivo spheroids, in addition to increasing IFNγ and TNFα production levels^62,63^. The finding that PARP inhibitors upregulate PD-L1 in cancer cells further supports the rationale of combining PARP inhibition with α-PD-1 therapy for the treatment of ovarian, breast, and non-small cell lung cancer^64^. In addition to these established FDA-approved treatments, targeting other PARP family members can also enhance anti-cancer immune responses. The demonstration of both cancer cell-autonomous effects and anti-tumour immunity induced by enhanced IFN-signalling upon application of a highly selective PARP7 inhibitor (RBN-2397)^65^, led to a phase 1 clinical study (NCT04053673) of this drug for patients with advanced solid tumours. Indeed, Falchook and colleagues showed upregulated *CXCL10* mRNA levels in tumours of patients treated with RBN-2397, accompanied by an increase in CD8^+^ GZMB^+^ T cells^66^.

In conclusion, we propose antagonism of PARP14 with a catalytic inhibitor as a safe and efficacious approach to target high tumour cell intrinsic IFNγ signalling resulting from adaptation to α-PD-1 and thereby restore sensitivity to ICBT in progressing tumours.

## Methods

### Mouse tumour implant study design

Mice were housed in the Biological Services Facility of The University of Manchester on a 12/12 h light/dark cycle, and given unlimited access to food (Bekay, B&K Universal, Hull, UK) and water. All procedures were approved by the University of Manchester’s animal welfare eithical review board and performed under relevant Home Office licences according to the UK Animals (Scientific Procedures) Act, 1986. Female, 8–12-week-old C57BL/6 or BALB/c mice were purchased from ENVIGO and allowed at least 1-week to acclimatise. YUMM2.1 cells (7 × 10^6^ cells), CT26 (1 × 10^6^ cells), and MC38 cells (3 × 10^5^ cells) in 100 µL serum-free RPMI-1640 were subcutaneously injected into the left flank of mice under isoflurane anaesthesia. Tumour size (calculated by multiplication of height, width, and length calliper measurements) and mouse weight were monitored three times per week (every 2–3 days). When tumours reached an average volume of 80–100 mm^3^, mice were administered with up to four doses of 300 µg of α-PD-1 antibody (BioXCell) or rat isotype control antibody IgG2a (BioXCell) in 100 µL InVivoPure pH 7.0 Dilution Buffer (BioXCell) via intraperitoneal (i.p.) injection administered at 3–4-day intervals. Mice were also administered vehicle or 500 mg/Kg of RBN012759 by oral gavage twice a day (BID). RBN012759 was dissolved in 0.5 % w/v methylcellulose (Sigma–Aldrich) + 0.2 % v/v Tween 80 (Sigma–Aldrich). Each dose was delivered in a volume of 0.2 mL/20 g mouse (10 mL/kg) and adjusted for the last recorded weight of individual animals. Mice were monitored and body weight was measured daily. Mice were administered vehicle or 60 mg/Kg of Ruxolitinib (MedChemExpress) by i.p. injection once a day (QD). Ruxolitinib was dissolved in 0.5 %w/v methylcellulose (Sigma–Aldrich) + 0.1 %v/v Tween 80 (Sigma–Aldrich). Each dose was delivered in a volume of 0.1 mL/20 g mouse (10 mL/kg) and adjusted for the last recorded weight of individual animals. For CD8 T-cell depletion in vivo study, mice were administered with 5 doses of 100 µg of α-CD8α antibody (BioXCell) or rat isotype control antibody IgG2b (BioXCell) in 100 µL InVivoPure pH 7.0 Dilution Buffer (BioXCell) via intraperitoneal (i.p.) injection administered at 3–4-day intervals. Mice were culled once tumours reached 800 mm^3^, our pre-determined experimental endpoint aligning with the principles of the 3Rs (Replacement, Reduction and Refinement) for improving animal welfare. In some cases, this limit has been exceeded the last day of measurement and the mice were immediately euthanised. A sample size of *n* ≥ 3 per group was used throughout to achieve a statistical significance of *P* < 0.05. Mice were randomised into treatment groups. All tumours were included for analysis. Differences in survival were determined using the Kaplan–Meier method, and the *P*-value was calculated by the log-rank (Mantel-Cox) test using GraphPad Prism version 9.0c.

### Reagents

Recombinant human IFNγ (PHC4031) and recombinant mouse IFNγ (PMC4031) were purchased from Gibco and used at the indicated concentrations. The PARP14 inhibitors RBN012759^22^ and RBN012811^31^ were generated in-house and used at the indicated concentrations.

### Cell lines

The human melanoma cell lines A375, LOX-IMVI and 501-Mel (provided by Claudia Wellbrock, The University of Manchester), Lenti-X 293 T cells (provided by Angeliki Malliri, The University of Manchester), 5555, B16-F10, and MC38 cells (provided by Santiago Zelenay, The University of Manchester) and YUMM2.1 cells (provided by Richard Marais, The University of Manchester) were maintained in RPMI-1640 (Sigma–Aldrich) supplemented with 10 %v/v foetal bovine serum (FBS; Life Technologies) and 1 %w/v penicillin-streptomycin (P/S; Sigma–Aldrich). All cells were maintained under standard conditions at 37 °C in a 5 %v/v CO_2_ humidified incubator and passaged before reaching confluency. Cell lines were authenticated by STR profiling and cultures were routinely tested for mycoplasma contamination by PCR and deemed to be uninfected.

### Cell proliferation

Cells were fixed and stained with 0.5 %w/v crystal violet (Sigma) in 4 %w/v paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for at least 30 min. Fixed cells were solubilised in 2 %w/v sodium dodecyl sulphate (SDS) in PBS and absorbance was measured at 595 nm using Biotek Synergy™ H1 Hybrid Multi-Mode Reader.

### Gene silencing

For siRNA-mediated silencing of STAT1, cells were seeded in 6-well plates (5 × 10^5^ cells/well) and incubated overnight. The next day, cells were transfected with siRNAs using lipofectamine RNAiMAX (Life Technologies) transfection reagent according to the manufacturer’s guidelines. After eight hours of incubation with the transfection mixture, the cell culture medium was replaced, and cells were incubated for 1–3 days at 37 °C. For shRNA-mediated silencing of PARP14, Lenti-X 293 T cells were seeded in T75 flasks (5 × 10^6^ cells/flask) and incubated overnight. The next day, cells were transfected with 4.5 μg of the respective shRNA/overexpressing vector, 6 μg of psPAX2 (12260; Addgene), and 3 μg of pVSVg (8454; Addgene); FuGENE HD transfection reagent (Promega) was used for the transfections. All shRNAs were cloned in pLV-EGFP lentiviral transfer vectors (VectorBuilder); the shRNA sequences are listed in Supplementary Table 1. The next day, the medium was replaced with fresh complete growth medium, and cells were incubated overnight. The following day, virus-containing supernatants were harvested, centrifuged at 1000 r.p.m. for 5 min, and filtered through 0.45 μm porous membranes (STARLAB). Lentiviral transductions were performed in a 6-well plate format (3 × 10^5^ cells/well) using 10 µg/mL polybrene (Merck Millipore). Stably transduced cells were flow-sorted.

### Luciferase reporter assays

A375 melanoma cells were transfected with a pEZX-PG04 plasmid expressing Gaussia luciferase (GLuc) under the influence of the *PARP14* promoter (GeneCopoeia). After 48 h, 5000 cells were seeded in triplicate in 96-well plates and were treated with increasing concentrations of IFNγ for 24 h. Subsequently, 100 µL of supernatant was collected for further analysis, and the plate was stained with crystal violet for normalisation. The luminescence assay was carried out using the Genecopoeia Secrete Pair™ Dual Luminescence Assay kit according to the manufacturer’s instructions. Luminescence was measured on a Biotek Synergy™ H1 Hybrid Multi-Mode Reader with normalisation to the crystal violet absorbance values.

### Quantitative real-time PCR (RT-PCR)

Total RNA was extracted using QIAzol Lysis Reagent and isolated using RNAeasy mini kit (both from QIAGEN). cDNA synthesis was performed using the ProtoScript II First Strand cDNA Synthesis Kit (NEB). Expression levels of target genes were determined by RT-PCR using SensiMix SYBR No-Rox (Bioline) with the primers shown in Supplementary Table 1. Reactions were run on an MX3000P real-time thermal cycler (Agilent Technologies) and Ct values determined using MxPro qPCR software. Relative expression levels were calculated using the 2^-ΔCt^ method after normalising to the expression levels of the housekeeping gene, *Gapdh*. Fold change levels were calculated using the 2^-ΔΔCt^ method after normalising to the untreated control.

### Western blot

Total proteins were extracted using SDS lysis buffer (4 %w/v SDS; 20 %v/v glycerol; 0.004 %w/v bromophenol blue; 0.125 M Tris-Cl, pH 6.8; 10 %v/v 2-mercaptoethanol) and sonication (50 kHz for 30 s; VibraCell X130PB, Sonics Materials) at 4 °C and subsequently denatured at 95 °C for 5 min. Proteins were separated on RunBlue 4-12 %w/v bis-tris polyacrylamide gels (Expedeon) and then transferred onto iBlot PVDF membranes (ThermoFisher) using the Wet/Tank Blotting Systems (Bio-Rad). Membranes were probed overnight at 4 °C in blocking solution containing the primary antibody. Primary antibodies used in this work were PARP14 (C-1) (Santa Cruz Biotechnology, sc-377150), Phospho-Stat1 (pSTAT1; Tyr701; 58D6) (Cell Signalling Technology, 9167 L), STAT1 (Cell Signalling Technology, 9172), MHC Class I H2 Kb (Abcam, ab93364), GAPDH (Proteintech, 60004-1-Ig), TAP1 (Cell Signalling Technology, 12341), TAP2 (Cell Signalling Technology, 12259; Santa Cruz Biotechnology, sc-515576), and PD-L1/B7-H1 (R&D Systems, AF1019-SP; Cell Signalling Technology, 13684). This was followed by incubation with the appropriate secondary antibody for 1.5 h at room temperature. Signals were developed using the Clarity Max Western ECL blotting substrate (Bio-Rad) and acquired on a Gel Doc XR+ Gel Documentation System (Bio-Rad). Images were analysed using Image Lab™ Software (version 3.0.1.).

### RNA sequencing

For cell models treated continuously for 2 weeks with BSA or IFNy, total RNA was isolated from triplicate samples using the RNAeasy mini kit. RNA integrity was assessed on an Agilent 2200 TapeStation (Agilent Technologies). RNA samples (~1 μg) were submitted for RNA sequencing (100 nt paired-end reads, <30 million reads per sample) using an Illumina HiSeq4000. Three samples per condition were sequenced. Sequence data was collected using Hiseq Software Suite (version 3.4.0). Read quality was assessed using FastQC. Raw reads were trimmed using trimmomatic (version 0.36.6; sliding window trimming with 4 bases averaging and average quality minimum set to 20). Trimmed reads were aligned to the reference genomes hg38_analysisSet (human) or mm10 (mouse) using HISAT2 (version 2.1.0; default parameters). Aligned reads were counted against GENCODE release 25 (human) or GENCODE release M14 (mouse) using htseq-count (version 0.9.1). Differential gene expression analysis was performed using edgeR (version 3.24.1). Heatmap generation and clustering were performed using Multiple Experiment Viewer (version 10.2).

For the in-depth time-course analysis, RNA was isolated from triplicate YUMM2.1 and CT26 cell samples stimulated chronically with IFNg and rechallenged weekly with fresh IFNg for 2 and 24 h using the Qiagen RNeasy mini kit (catalogue #74106) per manufacturer’s instructions. 

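The groups of this time course differed in depth. In YUMM2.1, the control cultures had median totals of 1613228 counts at 0 weeks, 2656891 at 1 week, 1195810 at 2 weeks and 2663541 at 3 weeks (n = 3 each). Cultures in IFNγ without rechallenge had medians of 1882436, 1558641 and 969124 at 1, 2 and 3 weeks. The 3-week group spanned 274719 to 1617485 counts. After 3 weeks and rechallenge, YUMM2.1 medians were 1381309 at 2 h and 1616077 at 24 h. In CT26, the controls had medians of 1593990 at 0 weeks, 1572254 at 1 week, 1125105 at 2 weeks and 1409042 at 3 weeks (n = 3 each), and the groups in IFNγ without rechallenge had 776937, 1153252 and 773942. The CT26 group at 3 weeks spanned 295157 to 1080409 counts. Its rechallenged samples had medians of 792225 at 2 h and 1019397 at 24 h. Under 25% of the median total of their line lay 1 YUMM2.1 sample, replicate 3 of 3 weeks without rechallenge, and 2 CT26 samples, replicate 3 of 1 week and of 3 weeks without rechallenge.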

RNA concentration was determined using a NanoDrop 8000 (ThermoFisher Scientific, Waltham, MA). Paired-end sample libraries consisting of 60 bp with 6 nucleotide indices were prepared for measuring high-throughput 3′ digital gene expression based on a previously published protocol (Massachusetts Institute of Technology, Cambridge, MA). 

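The deposited count table of the time course lists 53697 genes by Ensembl identifier for all 90 samples, in whole numbers. Of these identifiers, 53668 matched the GENCODE M21 annotation of GRCm38, 52806 of them with the same version number. The paper's text names no aligner, annotation release or use of molecular identifiers for these libraries. Replicates were checked for duplicated or derived columns. Among genes with at least 20 counts, the difference between each pair of replicates exceeded sampling noise in all 45 pairs per line, with a chi-square per degree of freedom from 2.14 to 8.58 in YUMM2.1 and from 1.96 to 7.81 in CT26.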

RNA-seq read counts were imported into R using tximport (v1.28.0). The vst method in DEseq2 was used to variance-stabilise read counts, select the 5000 most variable genes and, together with PCA, identify outlier samples, resulting in one YUMM2.1 and four CT26 samples being discarded prior to downstream analyses. 

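A principal component analysis was run on all 45 samples per line, with the paper's 5000 most variable genes after variance stabilization, and no sample was discarded. The first 5 components held 49.3% of the variance in YUMM2.1 and 47.3% in CT26. The distance of each sample to its other 2 replicates was measured in these components. Replicate 3 of 3 weeks without rechallenge was the farthest sample in both lines, at 4.20 times the median distance in YUMM2.1 and 4.94 times in CT26. Its total was 274719 counts in YUMM2.1 and 295157 in CT26. Replicate 3 of 1 week without rechallenge was the next farthest in both lines, with totals of 484092 and 322486 counts. In the first 2 components alone, the farthest sample was replicate 2 of the 2 h rechallenge at 3 weeks in YUMM2.1, at 4.79 times the median distance, and replicate 3 of the 24 h rechallenge at 1 week in CT26, at 3.06 times. Distance fell with the logarithm of the total count across the 45 samples of YUMM2.1 (Pearson r = -0.58, permutation p = 8e-05, adjusted 8e-05; Spearman rho = -0.36, permutation p = 0.02, adjusted 0.02). The same held across the 45 samples of CT26 (Pearson r = -0.72, permutation p = 1e-05, adjusted 2e-05; Spearman rho = -0.54, permutation p = 1e-04, adjusted 2e-04), where 1e-05 is the smallest p that 100000 permutations can give. Adjustment covered the 2 lines for each coefficient. Without the 2 samples farthest from the median total, r was -0.27 in YUMM2.1 and -0.49 in CT26. The labels and the paper name no sequencing batch, so no value within batches could be given.

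**Figure D3:**
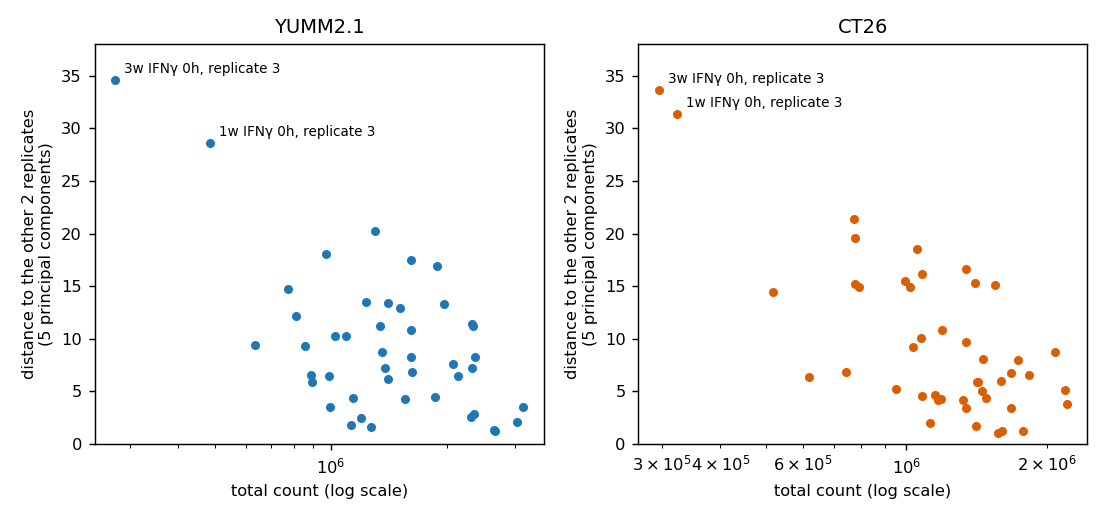
Distance of each sample to the other 2 replicates of its group in the first 5 principal components (vertical axis) against its total count (horizontal axis, log scale), 45 samples per line. The samples at 3 weeks without rechallenge, replicate 3, with 274719 and 295157 counts, lie highest.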

To derive a “chronic IFNγ signature”, we first derived a separate signature for YUMM2.1 or CT26 cell lines. 

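The steps of the signature were applied to each line by edgeR's quasi-likelihood test with an adjusted p below 0.1, because the paper's text does not name the test for this step. After 3 weeks of IFNγ without rechallenge, 156 genes in YUMM2.1 and 359 in CT26 were higher than in the 0-week control. Of these genes, 69 in YUMM2.1 and 95 in CT26 also changed in either direction on rechallenge for 2 h or 24 h at 1, 2 or 3 weeks. A further criterion, being higher in the 3-week control than in the 0-week control, was met by 16 and 46 of the genes. With both groups of genes eliminated, 75 genes remained in YUMM2.1 and 232 in CT26. Without replicate 1 of every group, 18 and 110 genes remained, and with library totals as the only scaling, 77 and 372.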

Our approach was to identify genes upregulated following 3-weeks of chronic IFNγ stimulation compared to baseline (Log2-FC > 0 and *p*-adjusted <0.1) and to eliminate genes that responded either to IFNγ rechallenge or that were upregulated in parallel cultures not treated with IFNγ. 

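The 75 genes of YUMM2.1 and the 232 genes of CT26 had 8 in common: Apol10b, Cdc42se1, Gm20559, Itsn2, Parp11, Prrx1, Rbfox2 and Uggt1. Of these, Parp11 is among the 16 genes of the paper's signature. Parp11 was higher at 3 weeks by a log2 fold change of 1.85 in YUMM2.1 and 2.65 in CT26 (adjusted p = 0.00473 and 8.57e-06 from edgeR's quasi-likelihood test). Gm20559 was higher by 1.95 and 2.86 (adjusted p = 0.000201 and 2.22e-07 from edgeR's quasi-likelihood test). Apol10b had at most 1 count in every 0-week control sample and at most 9 counts in the 3-week samples, and passed with adjusted p = 0.0355 and 0.000327 from edgeR's quasi-likelihood test. The other 5 genes were higher by log2 fold changes between 0.48 and 1.19. Of the paper's 16 genes, 1 in YUMM2.1 and 7 in CT26 were higher than in the 0-week control at an adjusted p below 0.1, and 1 was higher in both lines. Among all 7810 genes tested in both lines, 67 (0.858%) were higher in both. Adjusted over the 16 genes alone, which are the paper's own calls on these samples, 1 and 7 were higher than in the 0-week control and 5 and 10 higher than in the 3-week control, against 1 and 8 when adjusted over all genes. The 7 genes in CT26 were Skil, Parp11, Parp12, Batf2, Dtx3l, Tmem140 and Parp10. A comparison of 3-week cells at 2 h of rechallenge with naive cells at 2 h, chosen after the values were seen, had all 16 of the paper's genes higher in both lines, against 195 (2.50%) of the 7810 genes.

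**Figure D4:**
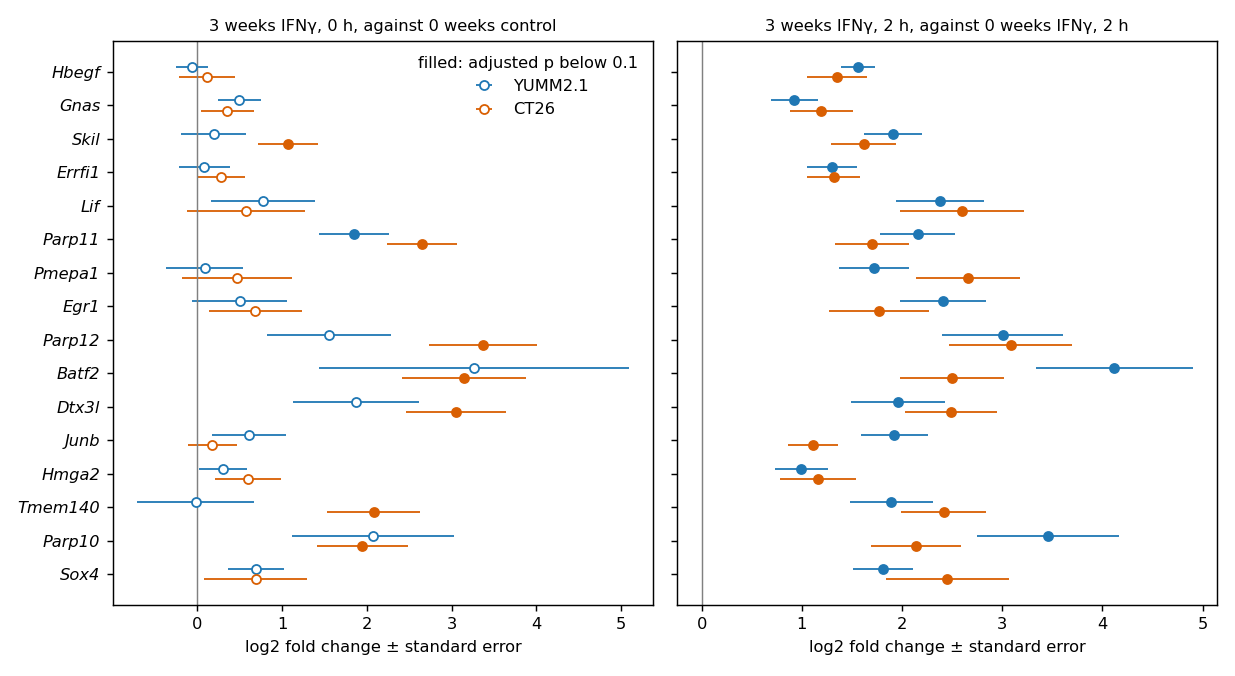
Log2 fold change (± standard error) of the paper's 16 signature genes in YUMM2.1 and CT26, for 3 weeks of IFNγ without rechallenge against the 0-week control and for 2 h of IFNγ at 3 weeks against 2 h at 0 weeks. Filled points have an adjusted p below 0.1, 1 and 7 of the 16 genes in the first comparison and 16 of 16 in the second in both lines. In the first comparison, Batf2 in both lines and Parp10 in YUMM2.1 rest on 0-week controls with at most 2 counts per sample. In the second comparison, Batf2 in YUMM2.1 and Lif in CT26 rest on naive samples with at most 3 counts each.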

The final sixteen-gene consensus chronic IFNγ signature was obtained by retaining the overlapping genes of chronic signatures for both YUMM2.1 and CT26 cell lines. The association of our chronic IFNγ signature with survival in ICBT cohorts was assessed using Tumour Immune Dysfunction and Exclusion (TIDE) website algorithms (http://tide.dfci.harvard.edu/login/)^67^. To test for association with patient survival of historic cohorts, Kaplan–Meier survival analysis of TCGA data was performed using Gene Expression Profiling Interactive Analysis (GEPIA2) (http://gepia2.cancer-pku.cn/#index)^68^.

### Gene set enrichment analysis (GSEA) and Ingenuity pathway analysis

GSEA using BubbleGUM software (version 1.3.19) was performed using “BubbleMap” settings^24^, selecting the Broad Institute Molecular Signatures Database (MSigDB) version 7.0. The “MaxMean” test statistic was used to test enrichment using a two-class comparison. Genes were ranked based on the signal-to-noise ratio. All *P*-values and false discovery rates (FDR) were based on 500-1,000 permutations. Pathway overrepresentation analysis was conducted using Ingenuity Pathway Analysis^69^ (QIAGEN; version 01-12). Genes used for pathways were pre-filtered to remove lowly expressed genes.

### Tumour immune infiltrate analysis by flow cytometry

When tumours reached the required endpoint volume, mice were sacrificed by cervical dislocation, and tumours were dissected. Tumours were incubated for 45 min with 100 μg/mL of Liberase (Sigma–Aldrich) in serum-free media at 37 °C and then pushed through a BD Falcon 100 µM nylon cell strainer using a syringe plunge. The cell suspension was centrifuged at 1300 r.p.m. and 4 °C for 7 min, and cells were stained for 20 min protected from light with LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (ThermoFisher) diluted at 1:1000 in PBS. Subsequently, Fc receptors were blocked, and cells were stained with surface stain antibody mix for 45 min at 4 °C in the dark. Cells were fixed and permeabilised using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience) following the manufacturer’s instructions. Intracellular staining was performed for 45 min at 4 °C in the dark, after which samples were measured on a BD FACSymphony flow cytometer (BD Biosciences) and data collected using BD FACSDiva™ software. For all antibodies, a non-stained cell sample and appropriate fluorescence minus one control were analysed as well. Data were analysed using FlowJo version 8.7.

### Antibodies and reagents for flow cytometry

The following antibodies were purchased from BioLegend: CD16/32 (clone 93), CD45 (clone 30-F11), CD3 (clone 145-2C11), CD4 (clone GK1.5), CD8α (clone 53-6.7), CD25 (clone PC61), CD62L (clone MEL-14), CD69 (clone H1.2F3), PD-1 (clone 29 F.1A12), CD44 (clone IM7), Granzyme B (clone QA16A02), LAG-3 (clone C9B7W), TIM-3 (clone RMT3-23), TCR γ/δ (clone GL3), NK1.1 (clone PK136), and TNF-α (clone MP6-XT22), LAP (clone TW7-20B9), IL-10 (clone JES5-16E3), and Ki-67 (clone 11F6). FOXP3 (clone FJK-16s) and TCR beta (clone H57-597) were purchased from eBioscience.

### Inhibiting PARP14 in T cells in vitro

T cells were isolated from BALB/C mice between 8–16 weeks of age. Briefly, spleens were collected and a single-cell suspension was prepared by mechanical disruption, by pushing the organs through a 70 μm cell strainer (Falcon) using a plunger to push tissue through. Cells were pelleted at 500 × g for 5 min, followed by red blood lysis by incubating cells in RBC lysis buffer 1X (Sigma–Aldrich, R7757-100ML) for 10 min at room temperature. MojoSort™ Buffer (BioLegend; 480017) was added and the cell suspension was pelleted at 500 × g, room temperature for 5 min. After cells were counted, they were resuspended to in 1 mL of MojoSort™ Buffer per 1 × 10^8^ total cells. CD3 + T cells were isolated by negative selection using the MojoSort™ Mouse CD3 T Cell Isolation Kit according to the instructions of the manufacturer (BioLegend; 480024). Isolated T cells were counted and resuspended in complete primary T cell growth medium. Cells were seeded at a density of 1 × 10^6^ cells per mL and grown in primary T cell media supplemented with 3 μg/mL anti-CD3 (BioLegend; 100238) and anti-CD28 antibodies (BioLegend; 102116) and 1 μM DMSO (Sigma–Aldrich; 67-68-5) or PARP14i (Ribon Therapeutics; RBN012759-004). Cells were passaged and split with the refreshment of T-cell growth medium with 1 μM DMSO (Sigma–Aldrich; 67-68-5) or PARP14i (Ribon Therapeutics; RBN012759-004) until they became rested. Upon cells becoming rested, they were re-activated by seeding at a density of 1 × 10^6^ cells per mL and grown in primary T cell media supplemented with 3 μg/mL anti-CD3 (BioLegend; 100238) and anti-CD28 antibodies (BioLegend; 102116) for either 14 h for cytokine staining or 96 h for transcription factor and differentiation factors staining by flow cytometry. Cells were incubated with Brefeldin A Solution (BioLegend; 420601) for 4 h before harvesting for cytokine staining.

### Co-IP

Cells were lysed in IP lysis buffer (Thermo Scientific; 87787) when their confluency reached 80%. Cell lysate was incubated with either STAT1 antibody (4 μg, Proteintech; 10144-2-AP) or isotype control IgG and Dynabeads™ Protein A for Immunoprecipitation (Thermofisher; 10001D) with rotation overnight at 4 °C, followed by washing three times with PBS/Tween 20 (0.02%), using a magnet to collect the beads after each wash. Fifteen per cent of the precipitated protein sample was subjected to SDS–PAGE. Visualisation was carried out using the Gel Doc™ XR+ Gel Documentation System (Bio-Rad).

### In silico immunophenotyping

Computational immunophenotyping was performed using ImmuneCellAI analysis^30^. Statistical significance was determined by unpaired two-tailed Mann-Whitney test using GraphPad Prism (version 9.0).

### Statistical analysis

Statistical analysis calculations were carried out using Microsoft Excel and GraphPad Prism software 9.0. For each of the experiments, the statistical experiment was performed separately. *p*-values  <  0.05 was considered statistically significant. All data was expressed in the form of mean ± std error unless otherwise specified.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are provided with this paper. The RNA-seq data generated in this study have been deposited in the ArrayExpress and Gene Expression Omnibus (GEO) database under accession codes E-MTAB-12194, E-MTAB-12195, E-MTAB-12196, E-MTAB-12872, and GSE237098. The TCGA data used are publicly available at the Genomic Data Commons portal (https://portal.gdc.cancer.gov/). Transcriptomic data—fragments per kilobase of transcript per million mapped fragments (FPKM) and transcripts per million (TPM) data— from pre-treatment and on-treatment biopsies of melanoma patients undergoing ICBT^32^ were obtained from the GEO database with accession number GSE91061; also from melanoma cell cultures from ICBT-progressing lesions^7^ in the Sequence Read Archive under accession code PRJNA818797. TPM values were converted to log_2_(TPM + 1). ChIP-seq data for STAT1 were retrieved from the Encyclopaedia of DNA Elements (ENCODE) project database [https://www.encodeproject.org]. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: PARP14 inhibition restores PD-1 immune checkpoint inhibitor response following IFNγ-driven acquired resistance in preclinical cancer models
**Source:** Nat Commun. 2023 Sep 26;14:5983. doi: 10.1038/s41467-023-41737-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **PARP14 inhibition restores PD-1 immune checkpoint inhibitor response following IFN $\gamma$ -driven acquired resistance in preclinical cancer models**

Chun Wai Wong<sup>1,2</sup>, Christos Evangelou<sup>1,2</sup>, Kieran N. Sefton<sup>1,2,§</sup>, Rotem Leshem<sup>1,2,§</sup>, Wei Zhang<sup>1</sup>, Vishaka Gopalan<sup>3</sup>, Sorayut Chattrakarn<sup>1,2</sup>, Macarena Lucia Fernandez Carro<sup>1,2</sup>, Erez Uzuner<sup>1,2</sup>, Holly Mole<sup>1</sup>, Daniel J. Wilcock<sup>1</sup>, Michael P. Smith<sup>1</sup>, Kleita Sergiou<sup>1</sup>, Brian A. Telfer<sup>1</sup>, Dervla T. Isaac<sup>4</sup>, Chang Liu<sup>4</sup>, Nicholas R. Perl<sup>4</sup>, Kerrie Marie<sup>1</sup>, Paul Lorigan<sup>1,5</sup>, Kaye J. Williams<sup>1</sup>, Patricia E. Rao<sup>6</sup>, Raghavendar T. Nagaraju<sup>1,7</sup>, Mario Niepel<sup>4</sup>, and Adam F.L. Hurlstone<sup>1,2,#</sup>

<sup>§</sup>These authors contributed equally

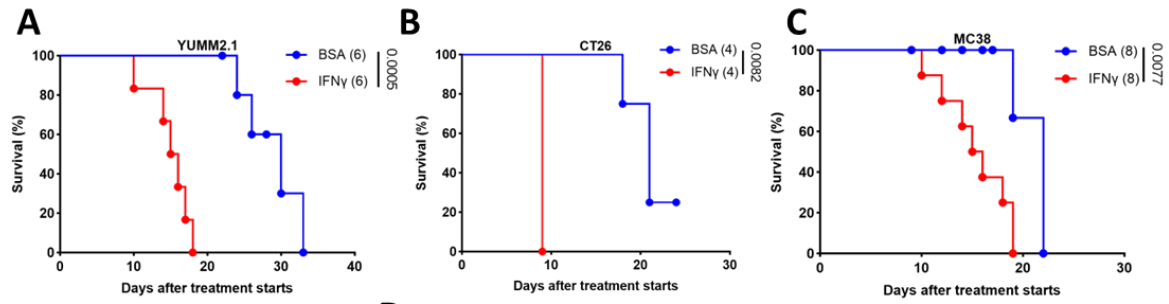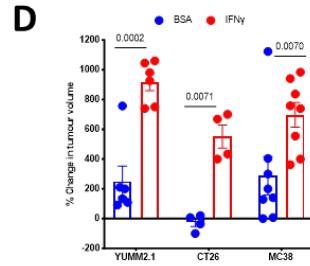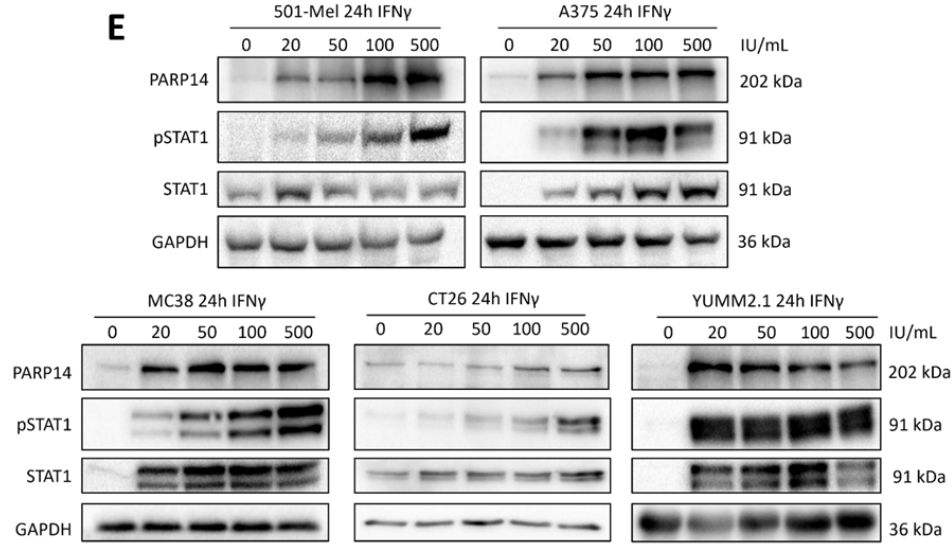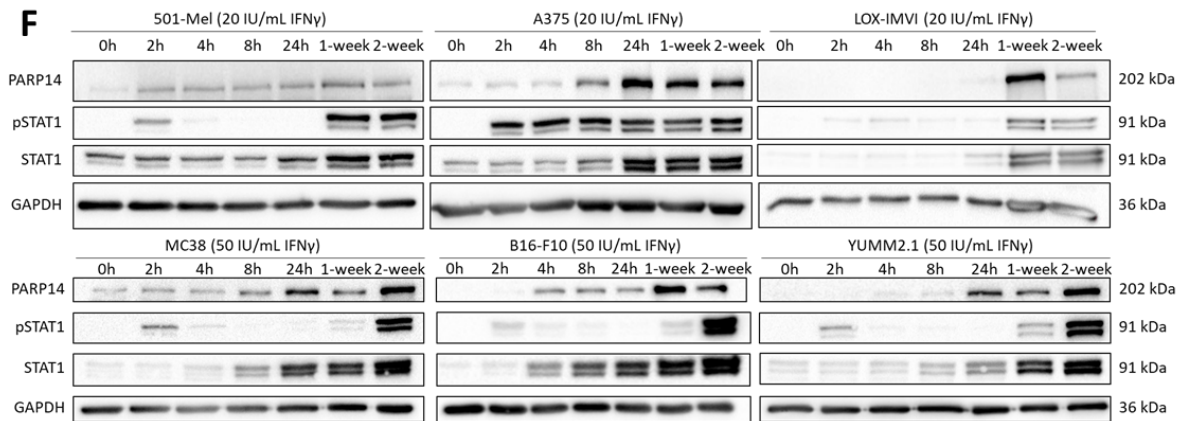

**Supplementary Figure 1. PARP14 and STAT1 activation are similarly upregulated in response to IFN $\gamma$ .**

Continuing with experimental setup in Figure 1A, Kaplan-Meier survival plots of each animal receiving (A) YUMM2.1 (BSA: n = 6; IFN $\gamma$ : n = 6), (B) CT26 (BSA: n = 4; IFN $\gamma$ : n = 4), and (C) MC38 (BSA: n = 8; IFN $\gamma$ : n = 8) implants with 2-week pretreatment of IFN $\gamma$  or BSA. The p-values were determined by Log-rank (Mantel- Cox) test. (D) The percentage tumour volume change between the start of treatment and one week after the last  $\alpha$ -PD-1 dose in YUMM2.1 (BSA: n = 6; IFN $\gamma$ : n = 6) and MC38 (BSA: n = 8; IFN $\gamma$ : n = 8) and the day that final dose was administered in CT26 (BSA: n = 4; IFN $\gamma$ : n = 4). The data were presented as mean  $\pm$  S.E.M. and the adjusted p-values were assessed by two-way ANOVA Šídák's test. (E) 501-MEL (n = 3), A375 (n = 3), MC38 (n = 3), CT26 (n = 3), and YUMM.2.1 (n = 3) tumour cell lines treated for 24 hours with increasing concentrations of IFN $\gamma$  (0, 20, 50, 100 and 500 IU/mL), with PARP14, pSTAT1 and STAT1 protein expression determined by western blot relative to a GAPDH loading control. The images were representatives of 1 of 3 independent experiments. (F) Treatment of human (501-MEL (n = 3), A375 (n = 3), and LOX-IMVI (n = 3)) or mouse (MC38 (n = 3), B16-F10 (n = 3), and YUMM2.1 (n = 3)) tumour cell lines with 20 IU/mL (human) or 50 IU/mL (mouse) IFN $\gamma$  for up to 2 weeks. PARP14, pSTAT1 and STAT1 protein expression were determined via western blot relative to a GAPDH loading control. The images were representatives of 1 of 3 independent experiments. Source data are provided as a Source Data file.

# A

Chronic IFN $\gamma$  signature

HBEGF  
GNAS  
SKIL  
ERRFI1  
LIF  
PARP11  
PMEPA1  
EGR1  
PARP12  
BATF2  
DTX3L  
JUNB  
HMG2A2  
TMEM140  
PARP10  
SOX4

Mariathasan2018\_PDL1\_Bladder\_mUC(OS)

Custom:  $Z = 2.08$ ,  $p = 3.75 \times 10^{-2}$   
Median

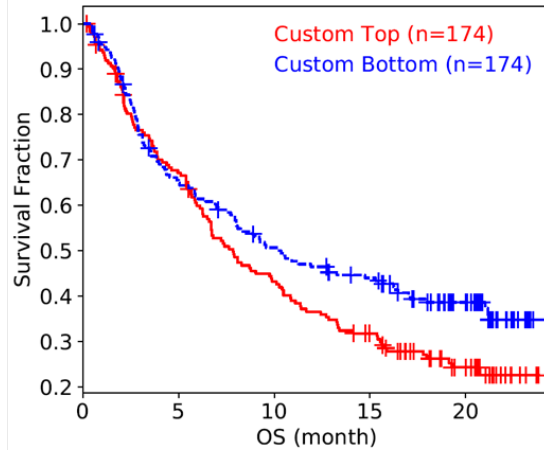

# B

ACC

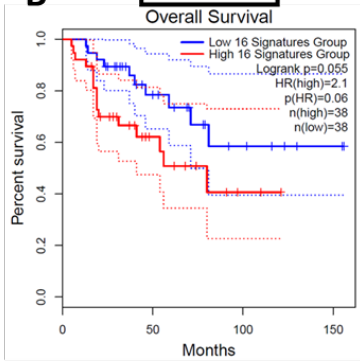

# C

CESC

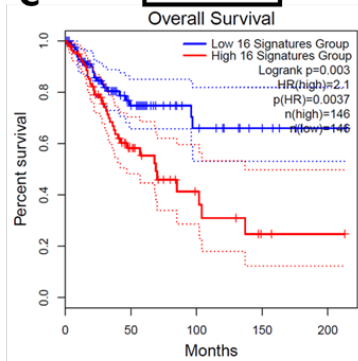

# D

LGG

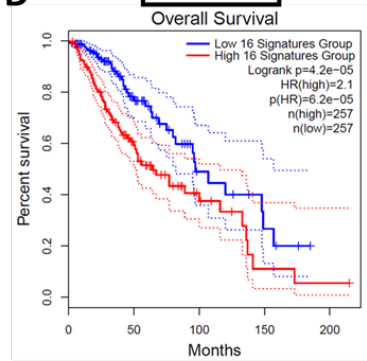

# E

LIHC

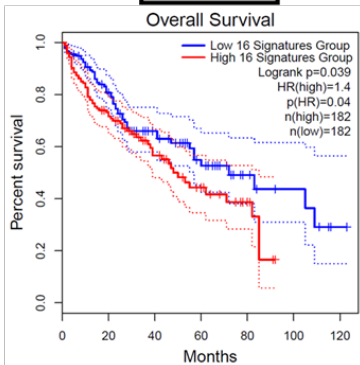

# F

LUAD

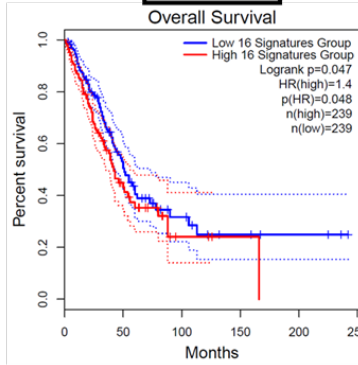

# G

TGCT

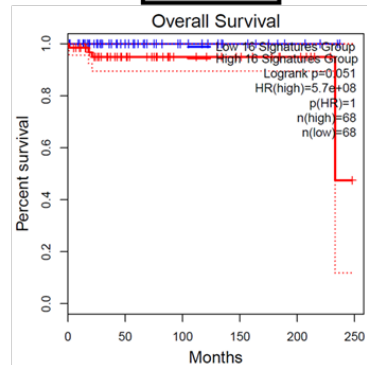

**Supplementary Figure 2. Chronic IFN $\gamma$  gene signature derived from YUMM2.1 and CT26 tumour cells predicts worse survival in patients.** (A) A sixteen-gene chronic IFN $\gamma$  signature was developed by identifying genes commonly and selectively upregulated in YUMM2.1 and CT26 cells exposed continuously for 3 weeks to IFN $\gamma$  (see methods section for details). Kaplan-Meier survival analysis, comparing patients with metastatic urothelial cancer who received anti-PD-L1 agent (atezolizumab)<sup>1</sup> stratified by median chronic IFN $\gamma$  signature score, revealed significantly worse survival in the higher scoring group. Similarly, stratifying as above and performing Kaplan-Meier survival analysis using data for multiple TCGA cancer types revealed worse overall survival in higher scoring patients with (B) Adrenocortical carcinoma (ACC), (C) Cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC), (D) Brain Lower Grade Glioma (LGG), (E) Liver hepatocellular carcinoma (LIHC), (F) Lung adenocarcinoma (LUAD), and (G) Testicular Germ Cell Tumors (TGCT).

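The signature is a list of 16 genes: Hbegf, Gnas, Skil, Errfi1, Lif, Parp11, Pmepa1, Egr1, Parp12, Batf2, Dtx3l, Junb, Hmga2, Tmem140, Parp10 and Sox4, written here as mouse symbols. It was derived from cultured tumour cells and applied to tumour samples of patients by scoring the expression of the genes and dividing the patients at the median score. In the cells, the 16 genes were higher after 3 weeks of IFNγ without rechallenge than in the 0-week control by a mean log2 fold change of 0.89 in YUMM2.1 and 1.33 in CT26, with medians of 0.55 and 0.69. Above 0 were 14 of 16 genes in YUMM2.1 and 16 of 16 in CT26, and at an adjusted p below 0.1 were 1 of 16 and 7 of 16. Batf2 had at most 2 counts in every 0-week control sample of both lines, and in YUMM2.1 also at most 2 counts at 3 weeks, and Parp10 had at most 2 counts in the 0-week controls of YUMM2.1, so no fold is given for them. Without such genes, the mean was 0.64 over 14 genes in YUMM2.1, with single genes from -0.062 to 1.87, and 1.21 over 15 genes in CT26, with single genes from 0.11 to 3.37. Against the 3-week control, the mean log2 fold changes were 0.71 and 1.50 over the 16 genes, and 0.73 and 1.18 without the genes whose control samples had at most 3 counts each. Counted in each line separately, 15 of the 16 genes were above 0 in YUMM2.1 and 15 in CT26 against that control. At an adjusted p below 0.1 were 1 and 8 (5 and 10 when adjusted over the 16 genes alone). At 2 h of rechallenge at 3 weeks against 2 h in naive cells, the means were 2.09 and 1.97, and 1.96 and 1.93 without 1 such gene per line, with the other 15 genes from 0.92 to 3.46 in YUMM2.1 and from 1.11 to 3.08 in CT26.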

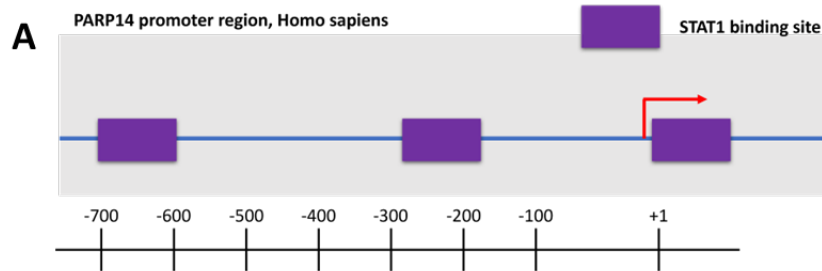

**B**

K562 IFN $\gamma$  0 min

K562 IFN $\gamma$  30 min STAT1 ChIP-seq of K562 fold change over control pool ENCSTR000EHK - ENCFF283ZLI

K562 IFN $\gamma$  6 hours STAT1 ChIP-seq of K562 fold change over control pool ENCSTR000EHJ - ENCFF985QWF

UCSC Genes (RefSeq, GenBank, CCDS, Rfam, tRNAs & Comparative Genomics)

**C**

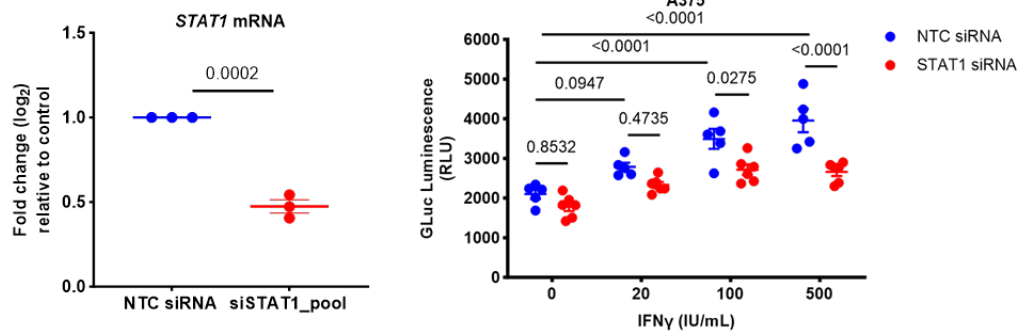

**D**

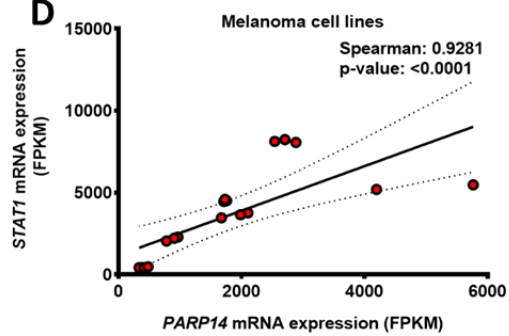

**E**

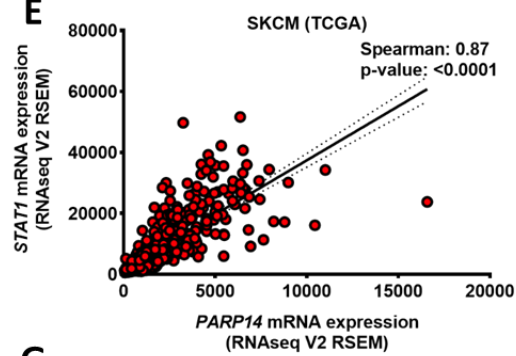

**F**

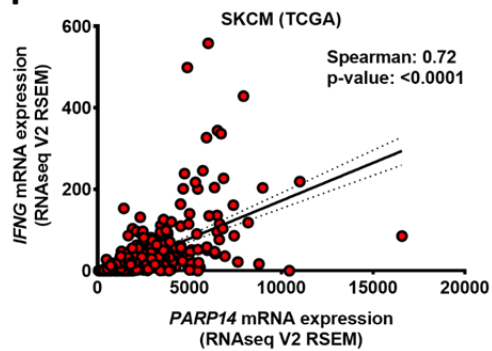

**G**

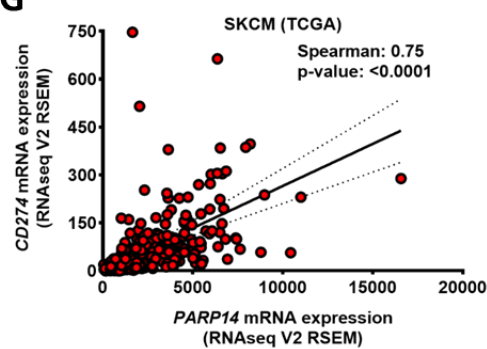

**Supplementary Figure 3. STAT1 is required for IFN $\gamma$ -mediated PARP14 induction, and PARP14 and STAT1 expression strongly correlate in melanoma cell lines and patients.** (A) Schematic indicating positions of putative STAT1 binding sites (purple boxes) in the upstream PARP14 promoter region (~0.8 kb), as identified with MatInspector in silico analysis. The transcriptional start site is indicated by a red arrow. (B) ChIP-seq data analysis (data retrieved from ENCODE GSM935487 Snyder lab 2010) also verified the binding of STAT1 near the transcription start site of PARP14. (C) A375 cells were transfected with a GLuc reporter plasmid in which luciferase expression is controlled by the PARP14 promoter, and then treated with either a pool of siRNA targeting STAT1 (n = 6) or a NTC (n = 5) siRNA construct. Lefthand plot shows RT-qPCR analysis of *STAT1* mRNA expression for A375 cells (NTC: n = 3; STAT1: n = 3) upon treatment with each siRNA. The data was presented as mean  $\pm$  S.E.M. and the p-value was determined by two-tailed unpaired t test. Righthand plot showed luciferase activity in response to 24-hour treatment with a range of IFN $\gamma$  doses (0, 20, 100 and 500 IU/mL) in cells treated with either of the two siRNAs. Luminescence values were normalised to the cell confluency of each respective group, as determined by staining with crystal violet. The lefthand data was presented as mean  $\pm$  S.D. and the p-value was determined by two-tailed unpaired t test; the righthand data were presented as mean  $\pm$  S.E.M. and the adjusted p-values were determined by two-way ANOVA Tukey's test. (D–G) mRNA expression scatter plots showing co-expression of (D) *PARP14* with *STAT1* in melanoma cell lines (n = 17) or of *PARP14* with (E) *STAT1* (n = 472), (F) *IFNG* (n = 472), and (G) *CD274* (n = 472) in melanoma (SKCM, TCGA) patients. Spearman correlations and P-values were shown. Source data are provided as a Source Data file.

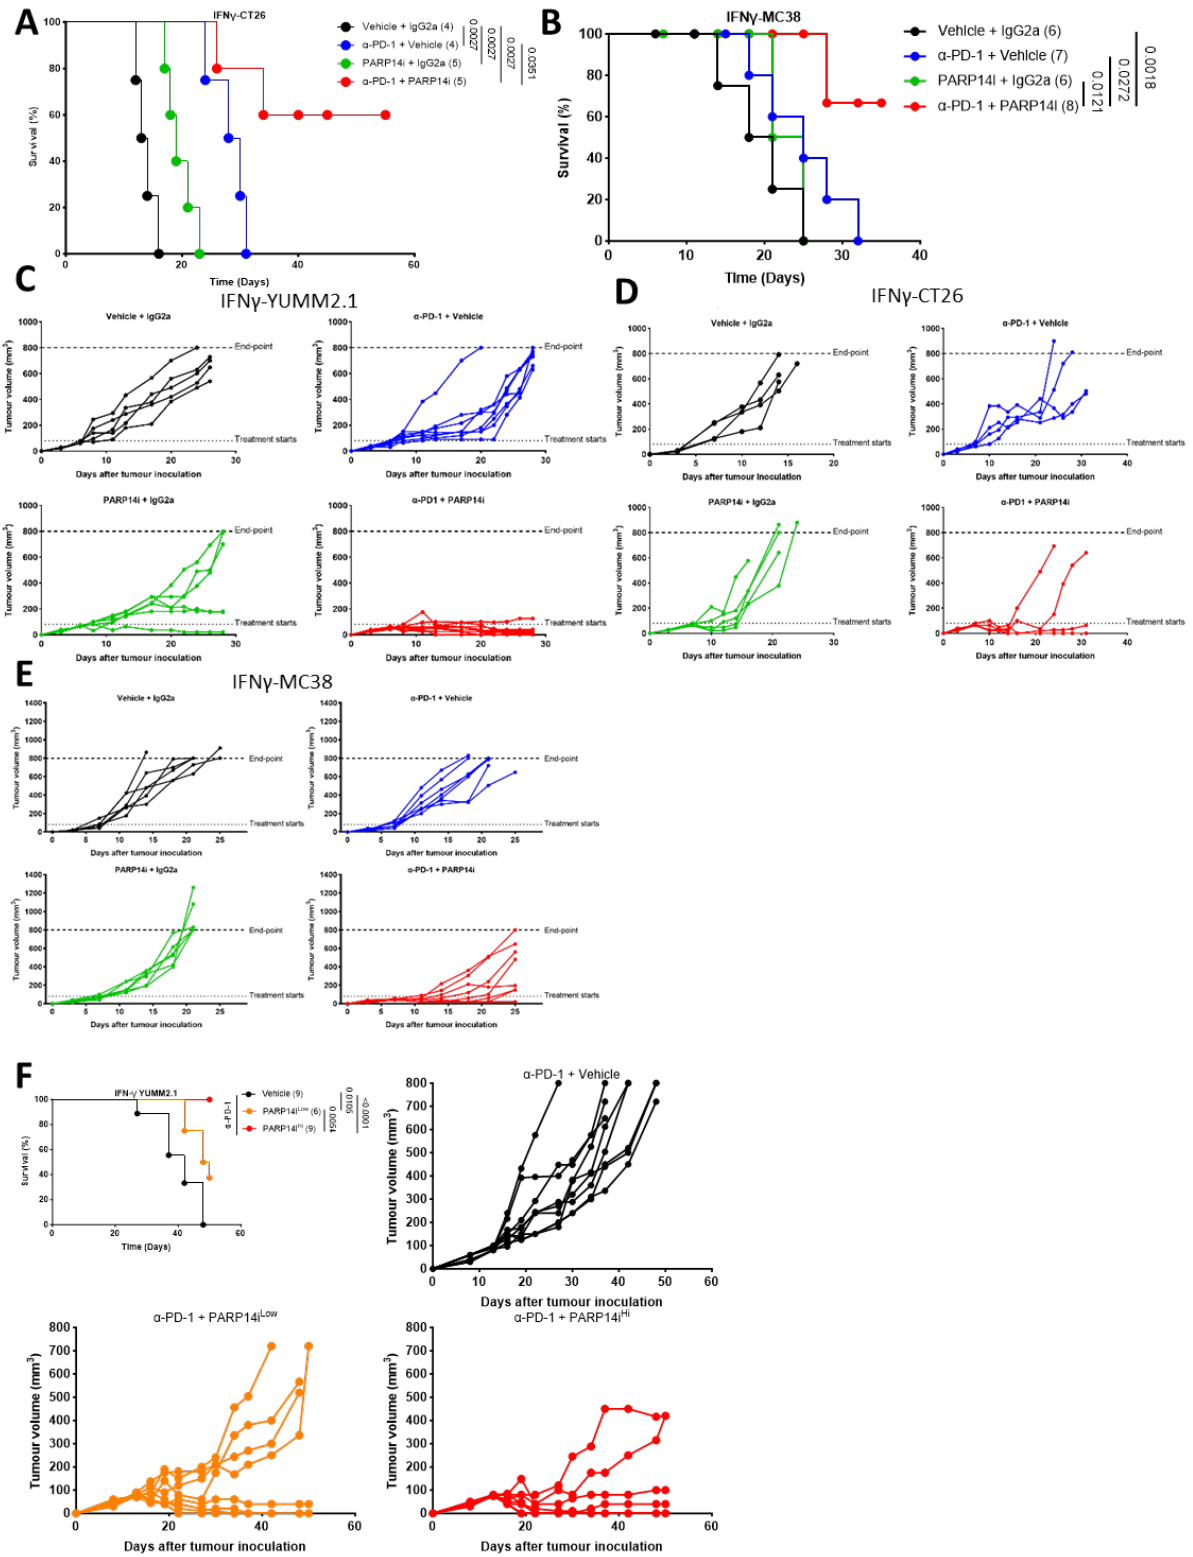

**Supplementary Figure 4. Pharmacological inhibition of PARP14 delays relapse of chronic IFN $\gamma$ -treated tumours when combined with  $\alpha$ -PD1 therapy.** (A–B) Kalan-Meier plots of mice receiving IFN $\gamma$  pre-treated (A) CT26 (Vehicle + IgG2a: n = 4;  $\alpha$ -PD-1 + Vehicle: n = 4; PARP14i + IgG2a: n = 5;  $\alpha$ -PD-1 + PARP14i: n = 5) and (B) MC38 (Vehicle + IgG2a: n = 6;  $\alpha$ -PD-1 + Vehicle: n = 7; PARP14i + IgG2a: n = 6;  $\alpha$ -PD-1 + PARP14i: n = 8) implants in the experiment shown in Figure 3A. The p-values were determined by Log-rank (Mantel-Cox) test. (C–E) Growth rate for each tumour derived from IFN $\gamma$  pre-treated (C) YUMM2.1 (Vehicle + IgG2a: n = 5;  $\alpha$ -PD-1 + Vehicle: n = 8; PARP14i + IgG2a: n = 6;  $\alpha$ -PD-1 + PARP14i: n = 12), (D) CT26 (Vehicle + IgG2a: n = 4;  $\alpha$ -PD-1 + Vehicle: n = 4; PARP14i + IgG2a: n = 5;  $\alpha$ -PD-1 + PARP14i: n = 5), (E) MC38 (Vehicle + IgG2a: n = 6;  $\alpha$ -PD-1 + Vehicle: n = 7; PARP14i + IgG2a: n = 6;  $\alpha$ -PD-1 + PARP14i: n = 8). (F) Chronic IFN $\gamma$  pre-treated YUMM2.1 cells were subcutaneously implanted into 8–12-week-old wild-type syngeneic female mice. Treatment with either  $\alpha$ -PD-1 or IgG2a antibody was initiated once tumour volume reached 80–100 mm<sup>3</sup>, with antibodies administered every three days for a total of four doses. In parallel, the animals received two daily doses of vehicle or three different concentrations of PARP14i RBN012759: 0 mg/Kg denoted as Vehicle (n = 9), 50 mg/Kg denoted as PARP14i<sup>Low</sup> (n = 6), and 500 mg/Kg denoted as PARP14i<sup>Hi</sup> (n = 9) for a total of three weeks. For Kaplan-Meier plots the number of mice used per treatment arm was indicated in parenthesis and the p-values were determined by Log-rank (Mantel-Cox) test. Growth rate for each tumour were also shown per treatment arm. Source data are provided as a Source Data file.

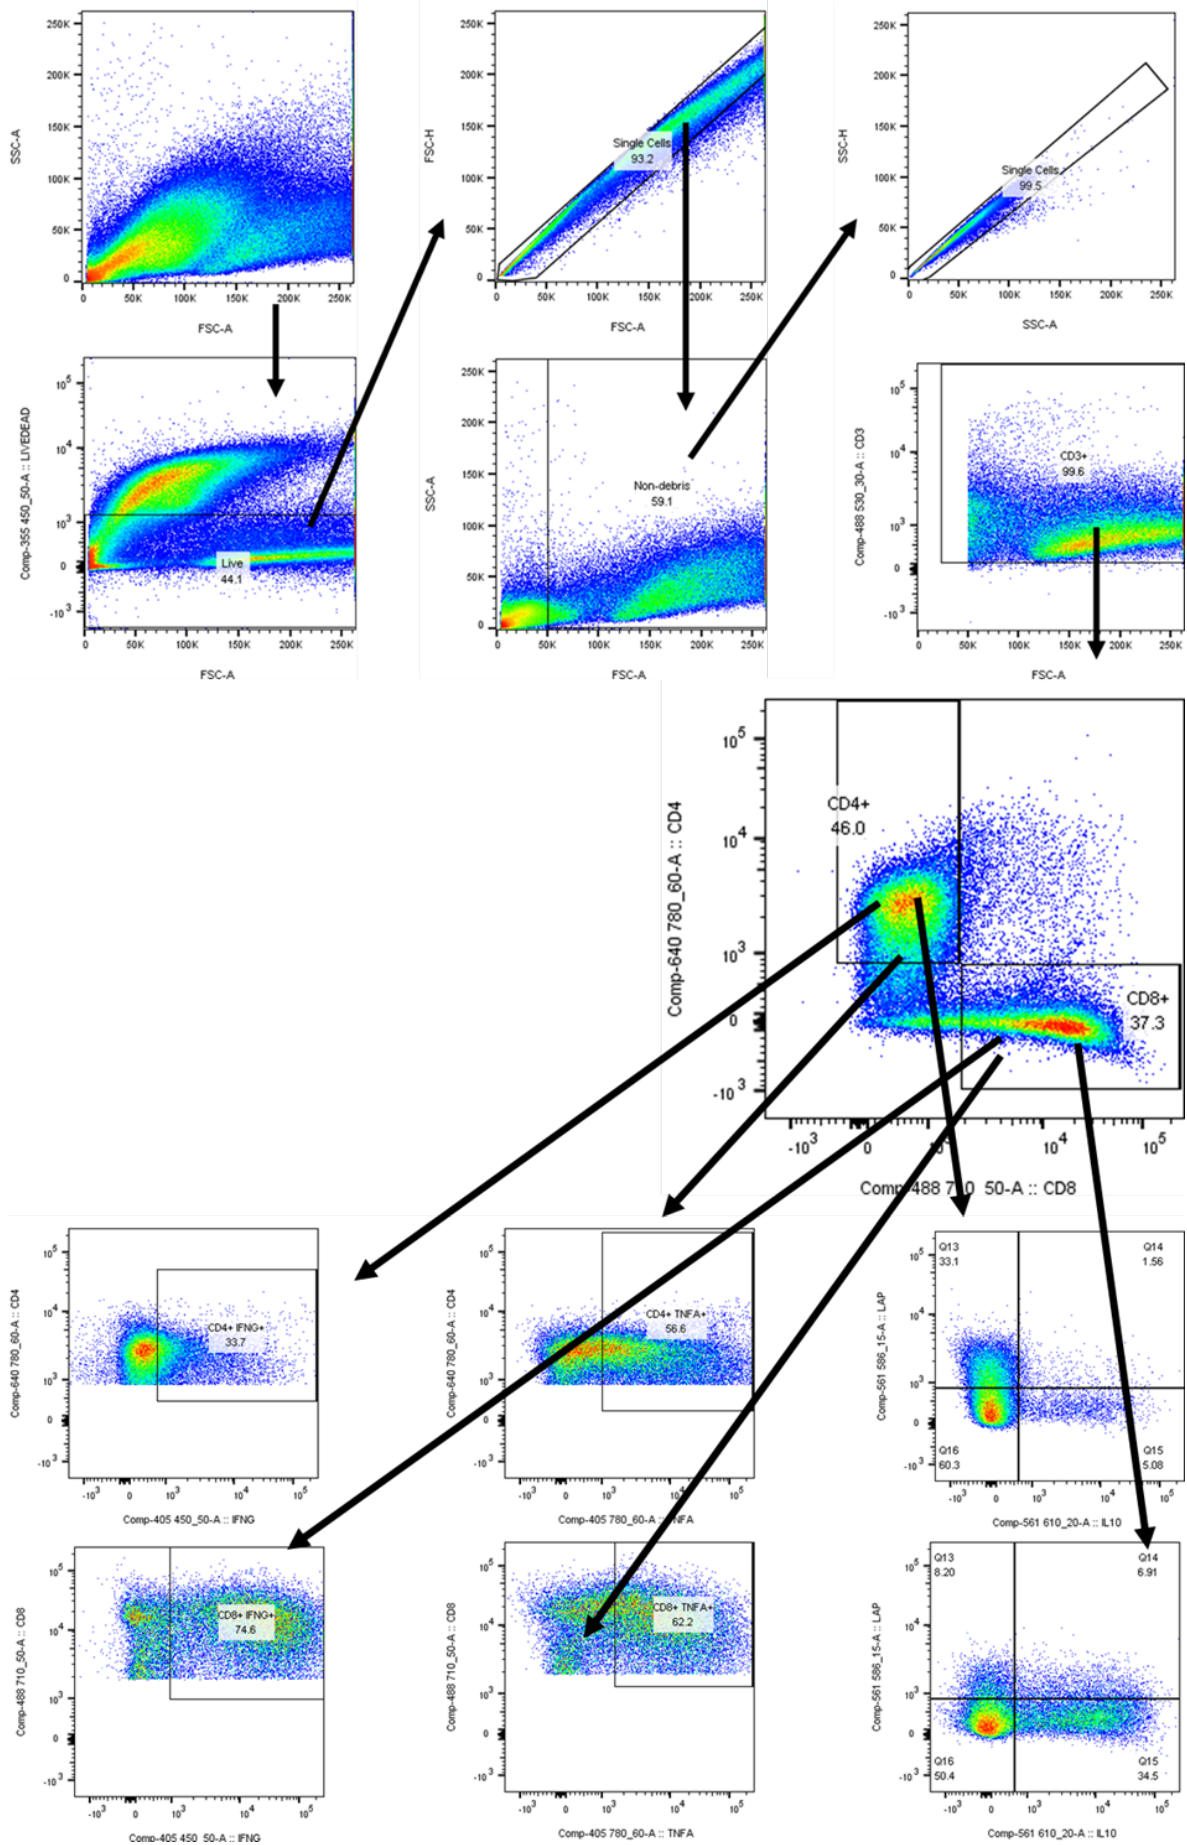

**Supplementary Figure 5. Flow cytometry gating strategy for assessing the influence of PARP14 pharmacological inhibition on cytokine production.** Dead cells, debris and duplets were excluded, followed by gating for CD3. Live CD3<sup>+</sup> cells were then gated to quantify CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells, which were then analysed for intracellular expression of IFNG, TNFA, LAP, and IL-10. Gates were set using FMO controls.

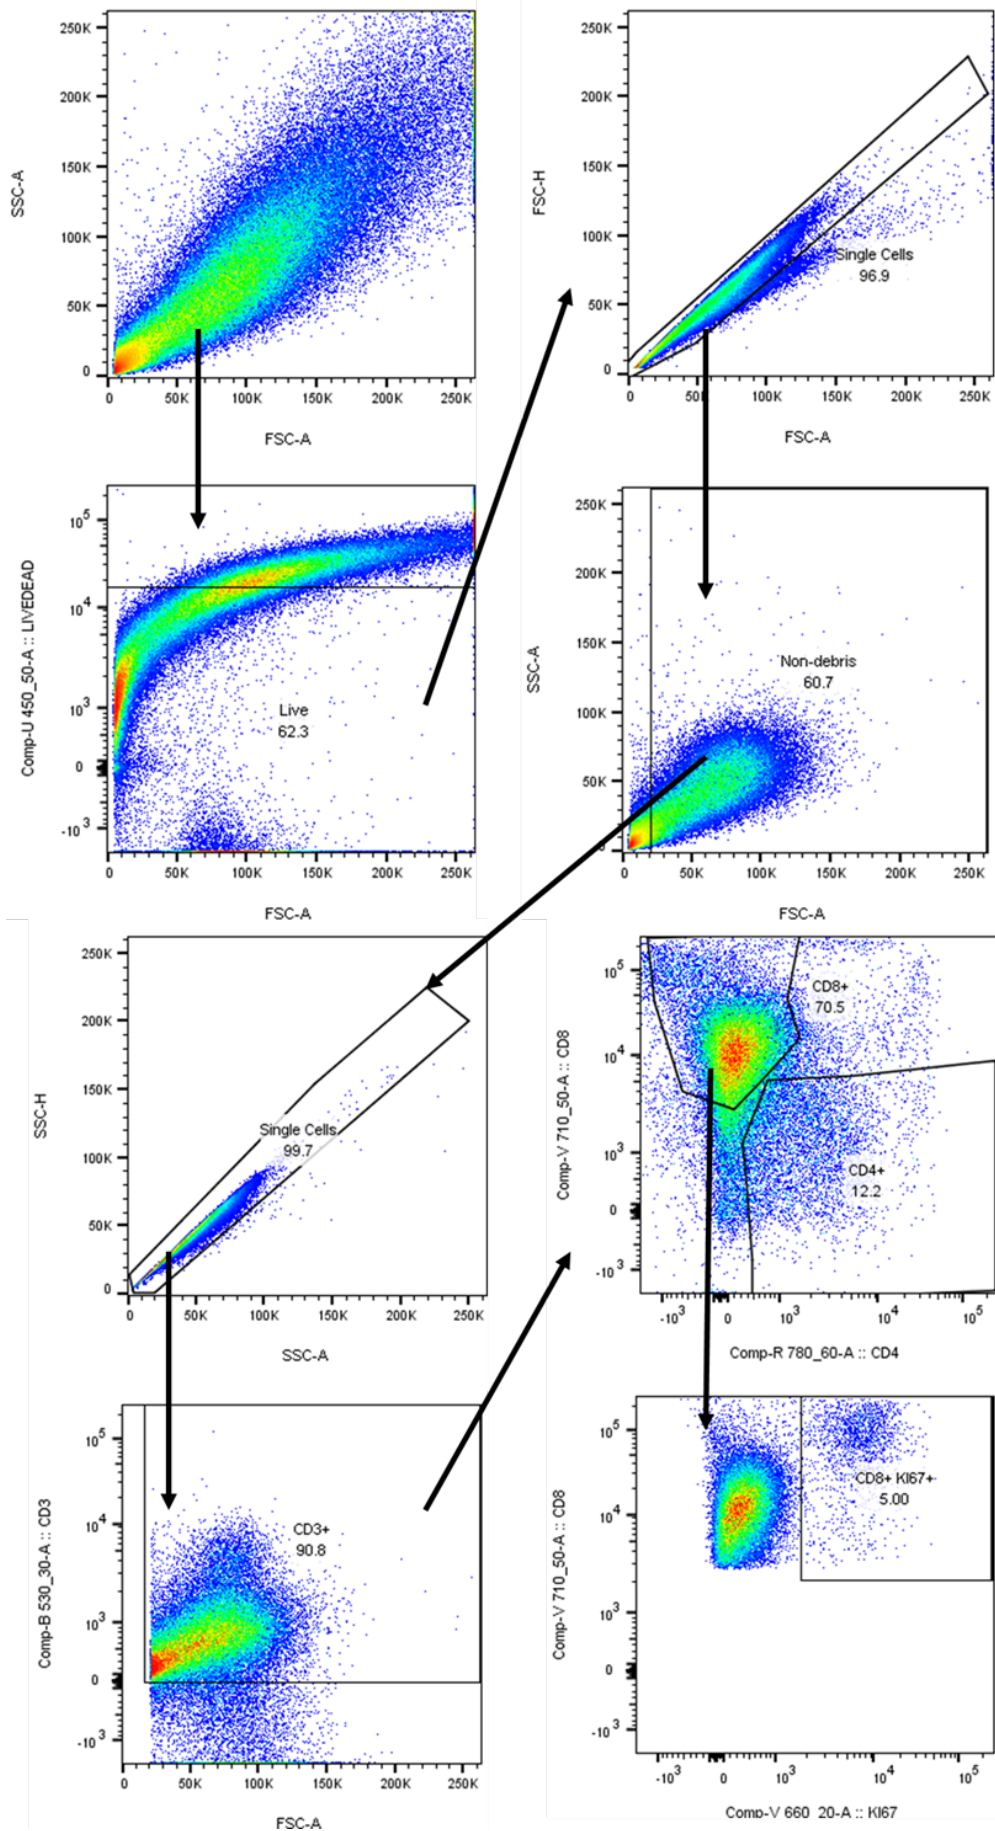

**Supplementary Figure 6. Flow cytometry gating strategy for assessing the influence of PARP14 pharmacological inhibition on intracellular expression of Ki67 in CD8+ T cells.** Dead cells, debris and duplets were excluded, followed by gating for CD3. Live CD3+ cells were then gated to quantify CD4+ T cells and CD8+ T cells, which were then analysed for intracellular expression of Ki-67. Gates were set using FMO controls.

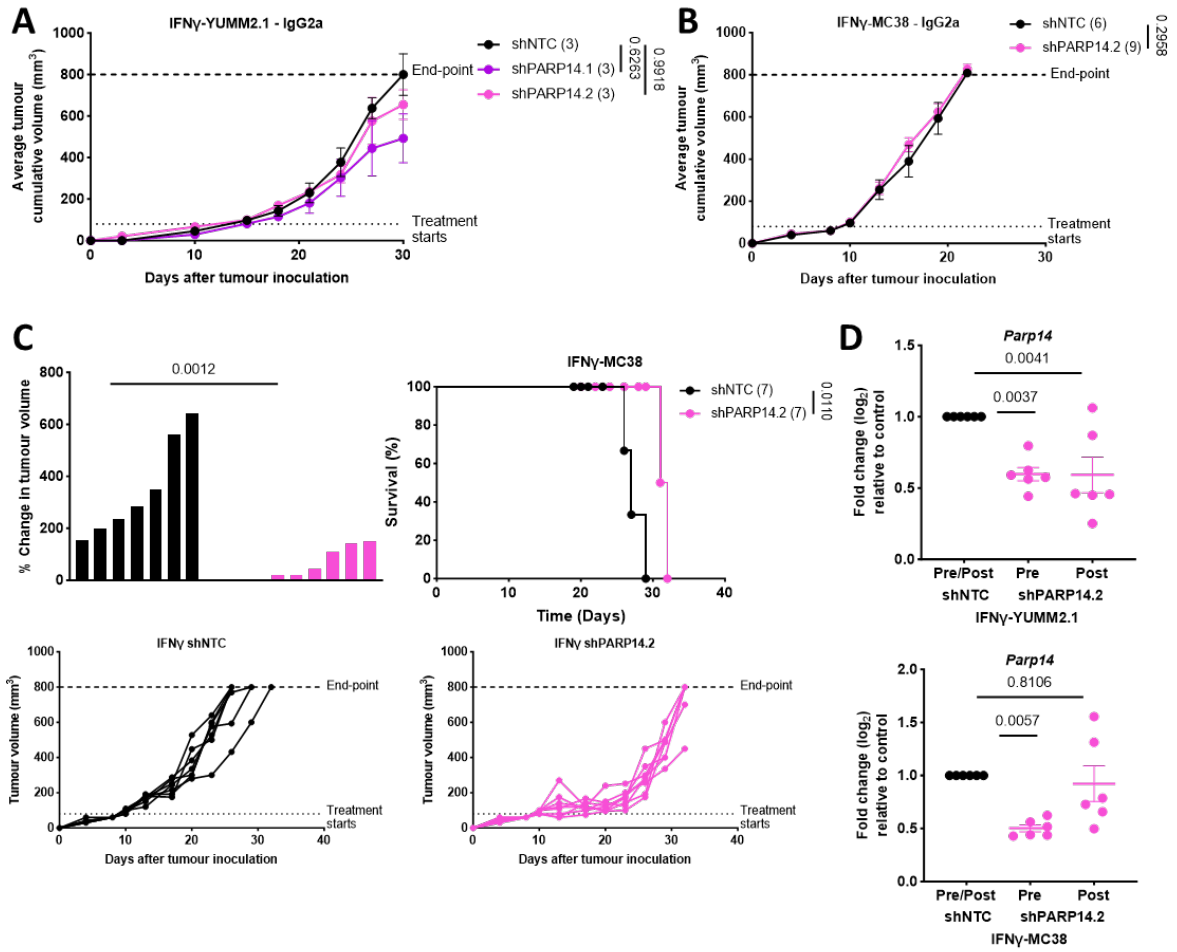

**Supplementary Figure 7. PARP14 depletion promotes  $\alpha$ -PD-1 response in tumours derived from IFN $\gamma$ -pre-treated MC38 cells.** (A–B) Average cumulative tumour volume growth curves for (A) YUMM2.1 (shNTC: n = 3; shPARP14.1: n = 3; shPARP14.2: n = 3) and (B) MC38 (shNTC: n = 6; shPARP14.2: n = 9) tumours, expressing control (shNTC) and PARP14-targeting (shPARP14) shRNA treated with control IgG2a. The data were presented as mean  $\pm$  S.E.M. and the adjusted p-values were assessed for the last day of IgG2a treatment by one-way ANOVA Dunnett's test in YUMM2.1 and two-tailed unpaired t test in MC38. (C) Percentage tumour volume change between the first dose of antibody treatment and administration of the final  $\alpha$ -PD-1 dose (top left), corresponding Kalan-Meier plots (top right), and individual tumour growth rates (bottom) for the experimental protocol detailed in Figure 4A (IFN $\gamma$ -MC38 shNTC: n = 7 and IFN $\gamma$ -MC38 shPARP14.2: n = 7). The p-values were assessed by two-tailed unpaired t test for the percentage tumour volume change and Log-rank (Mantel-Cox) test for the survival plot. (D) RT-qPCR analysis of *Parp14* mRNA expression pre- or post-tumour implantation for IFN $\gamma$ -YUMM2.1 (shNTC: n = 6; shPARP14.2: n = 6) and IFN $\gamma$ -MC38 (shNTC: n = 6; shPARP14.2: n = 6). The data were presented as mean  $\pm$  S.E.M. and the adjusted p-values were determined by one-way ANOVA Dunnett's test. Source data are provided as a Source Data file.

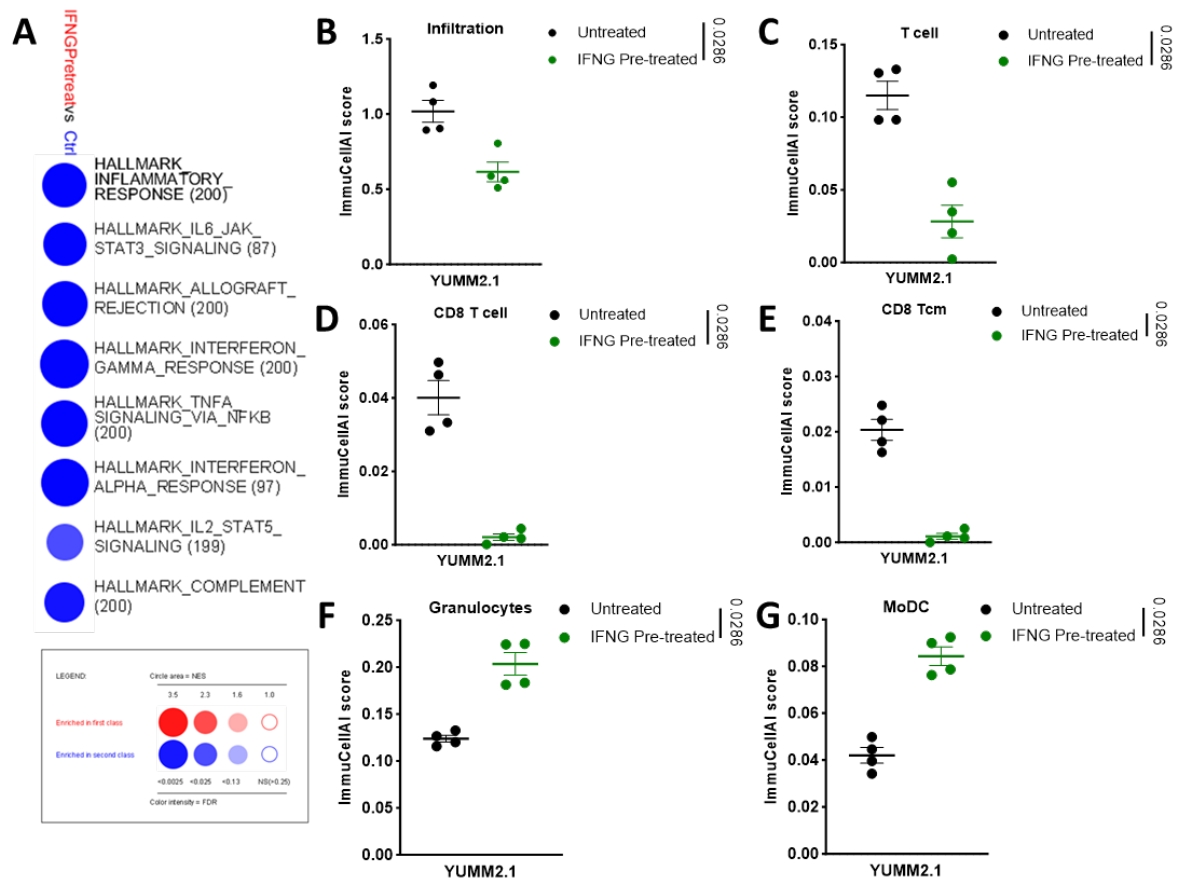

**Supplementary Figure 8. Tumours derived from chronic IFN $\gamma$  pre-treated tumour cells are immunologically 'cold'.** (A) GSEA based on RNA-seq data depicting hallmark processes enriched in two-week chronic IFN $\gamma$  pre-treated tumours (n = 4) versus BSA-treated (n = 4) tumours, which were treated with IgG2a antibodies. Circle area depicts the NES, and colour intensity depicts the FDR, with  $\leq 0.25$  classed as significant. (B–G) Bulk-tumour RNA-seq results derived from Untreated (n = 4) and IFN $\gamma$  Pre-treated (n = 4) analysed by cell type enrichment analysis (ImmuCellAI), with scores shown for (B) infiltration, (C) T cell, (D) CD8 T cell, (E) CD8 Tcm, (F) Granulocytes, and (G) Myeloid Dendritic cell (MoDC). The data were presented as mean  $\pm$  S.E.M. and the p-values were determined by unpaired two-tailed Mann-Whitney test. Source data are provided as a Source Data file.

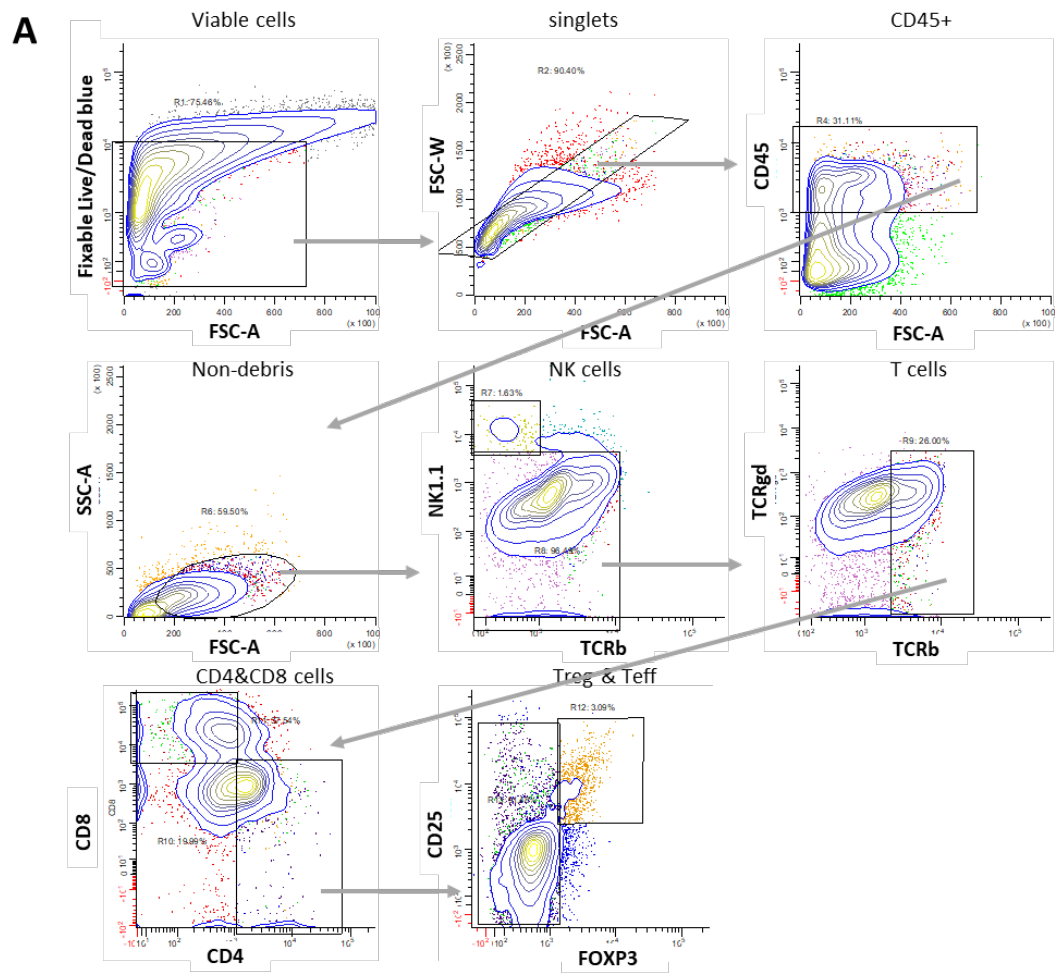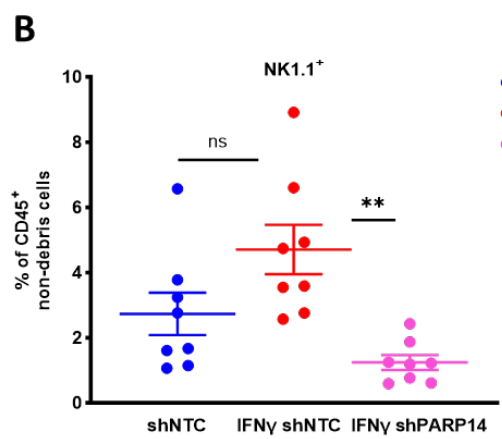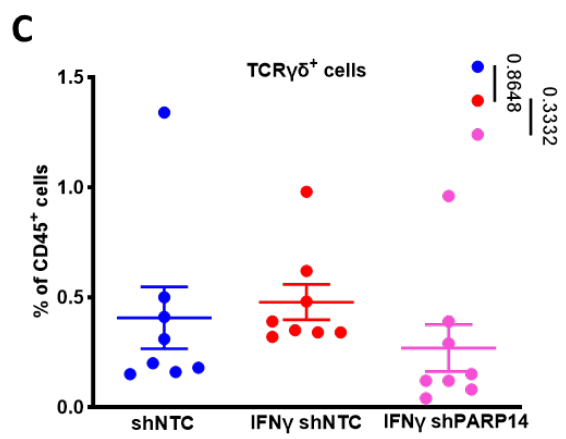

**Supplementary Figure 9. Flow cytometry gating strategy to assess the effects of sustained IFN $\gamma$  exposure and PARP14 genetic depletion on tumour immune infiltrates.** (A) Viable, singlet leukocytes (CD45+), after removal of small debris, gated using the markers NK1.1 TCR $\beta$ , TCR $\gamma\delta$ , CD4, CD8 and FOXP3 to quantify NK cells,  $\gamma\delta$  T cells, TCR $\alpha\beta$  T cells, CD4+ effector T cells, Tregs and CD8+ T cells. Gates were set using FMO controls. (B–C) 8–12-week-old wild-type C57BL/6 mice were subcutaneously implanted with IFN $\gamma$ -naïve YUMM2.1 cells expressing shNTC (n = 8) or chronic IFN $\gamma$  pre-treated YUMM2.1 cells expressing shNTC (n = 8) or shPARP14 (n = 8). Tumours were allowed to grow to 300–400 mm<sup>3</sup> and then dissected and disaggregated for analysis by flow cytometry. Populations of NK1.1+ cells (B) and TCR $\gamma\delta$ + cells (C) in the tumour infiltrate. The data were presented as mean  $\pm$  S.E.M and the adjusted p-values were assessed by one-way ANOVA Dunnett's test. Source data are provided as a Source Data file.

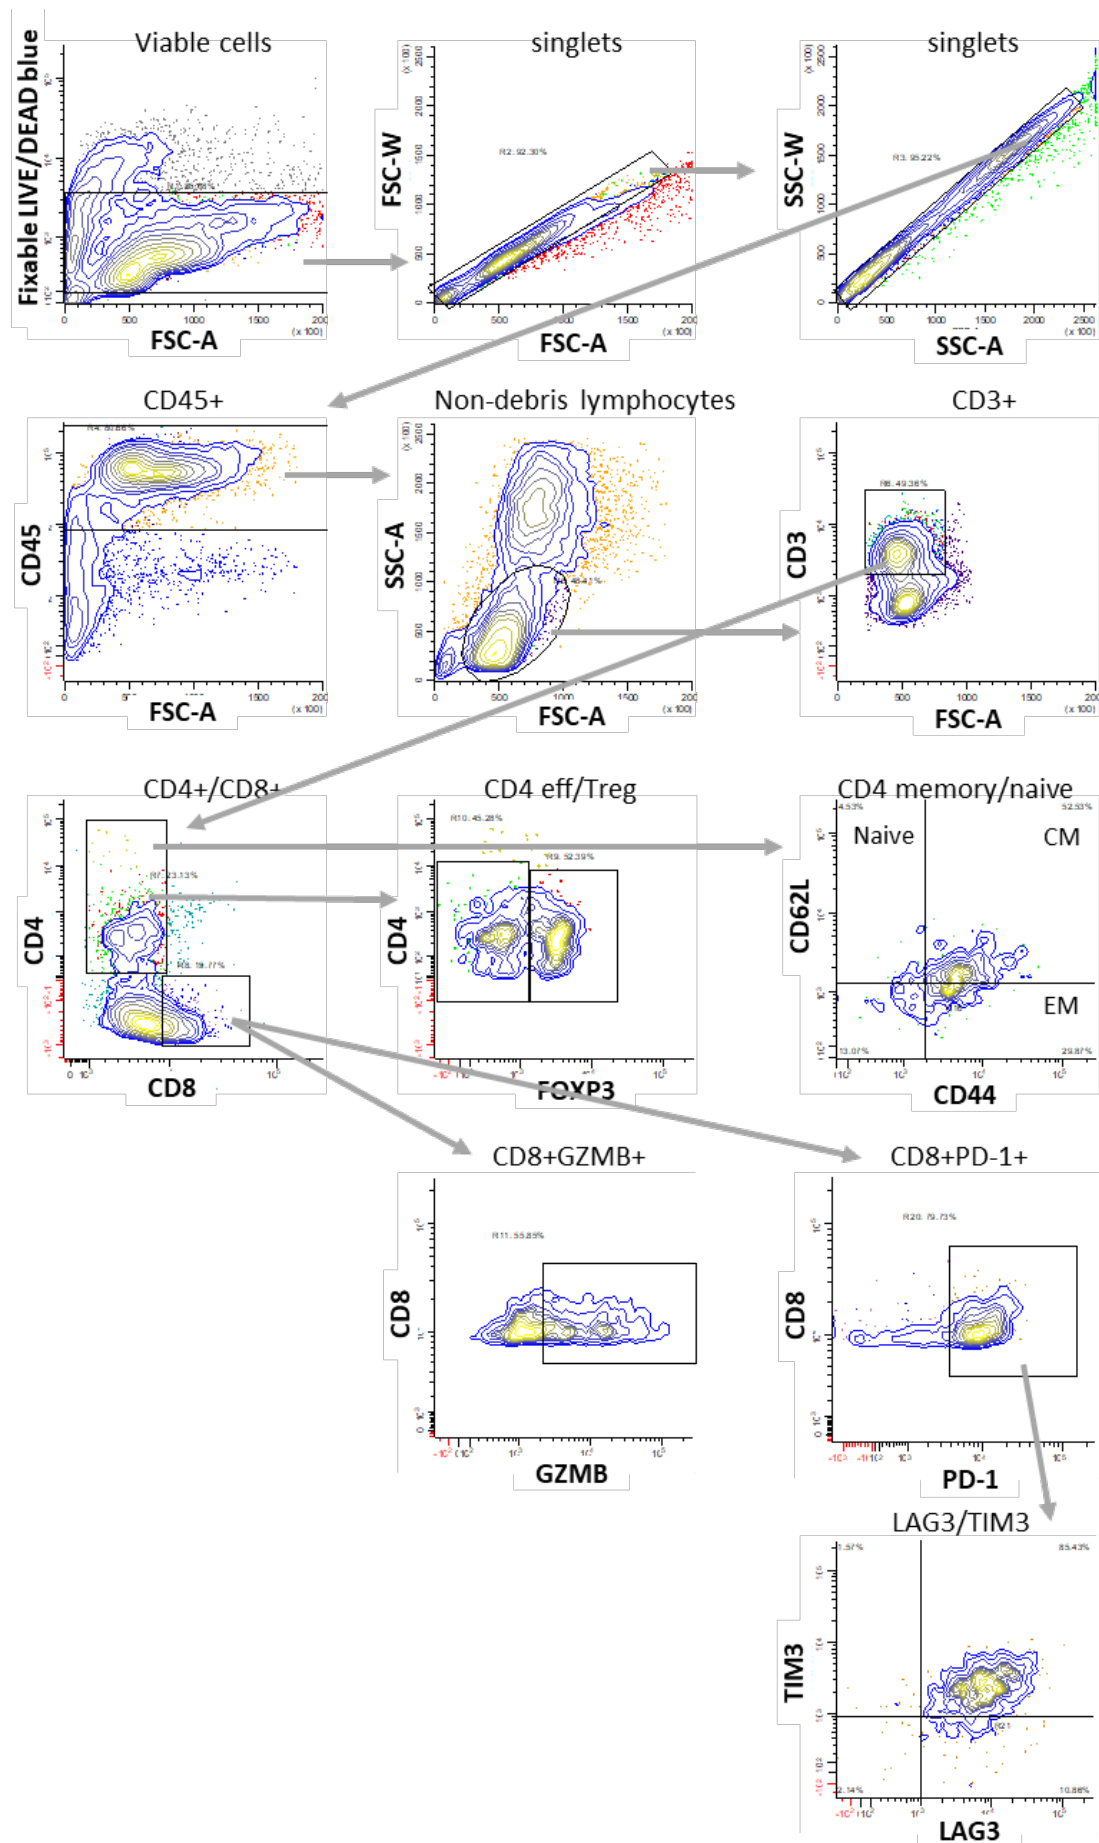

**Supplementary Figure 10. Flow cytometry gating strategy for assessing the influence of PARP14 pharmacological inhibition on tumour infiltrating immune cells.** Dead cells, debris and duplets were excluded and immune cells gated by CD45. Live CD45<sup>+</sup> cells were then gated to quantify CD4<sup>+</sup> helper T cells, Treg cells and CD8 T cells, which were then analysed for surface expression and intracellular expression of PD-1, LAG-3, TIM-3, and GZMB. Gates were set using FMO controls.

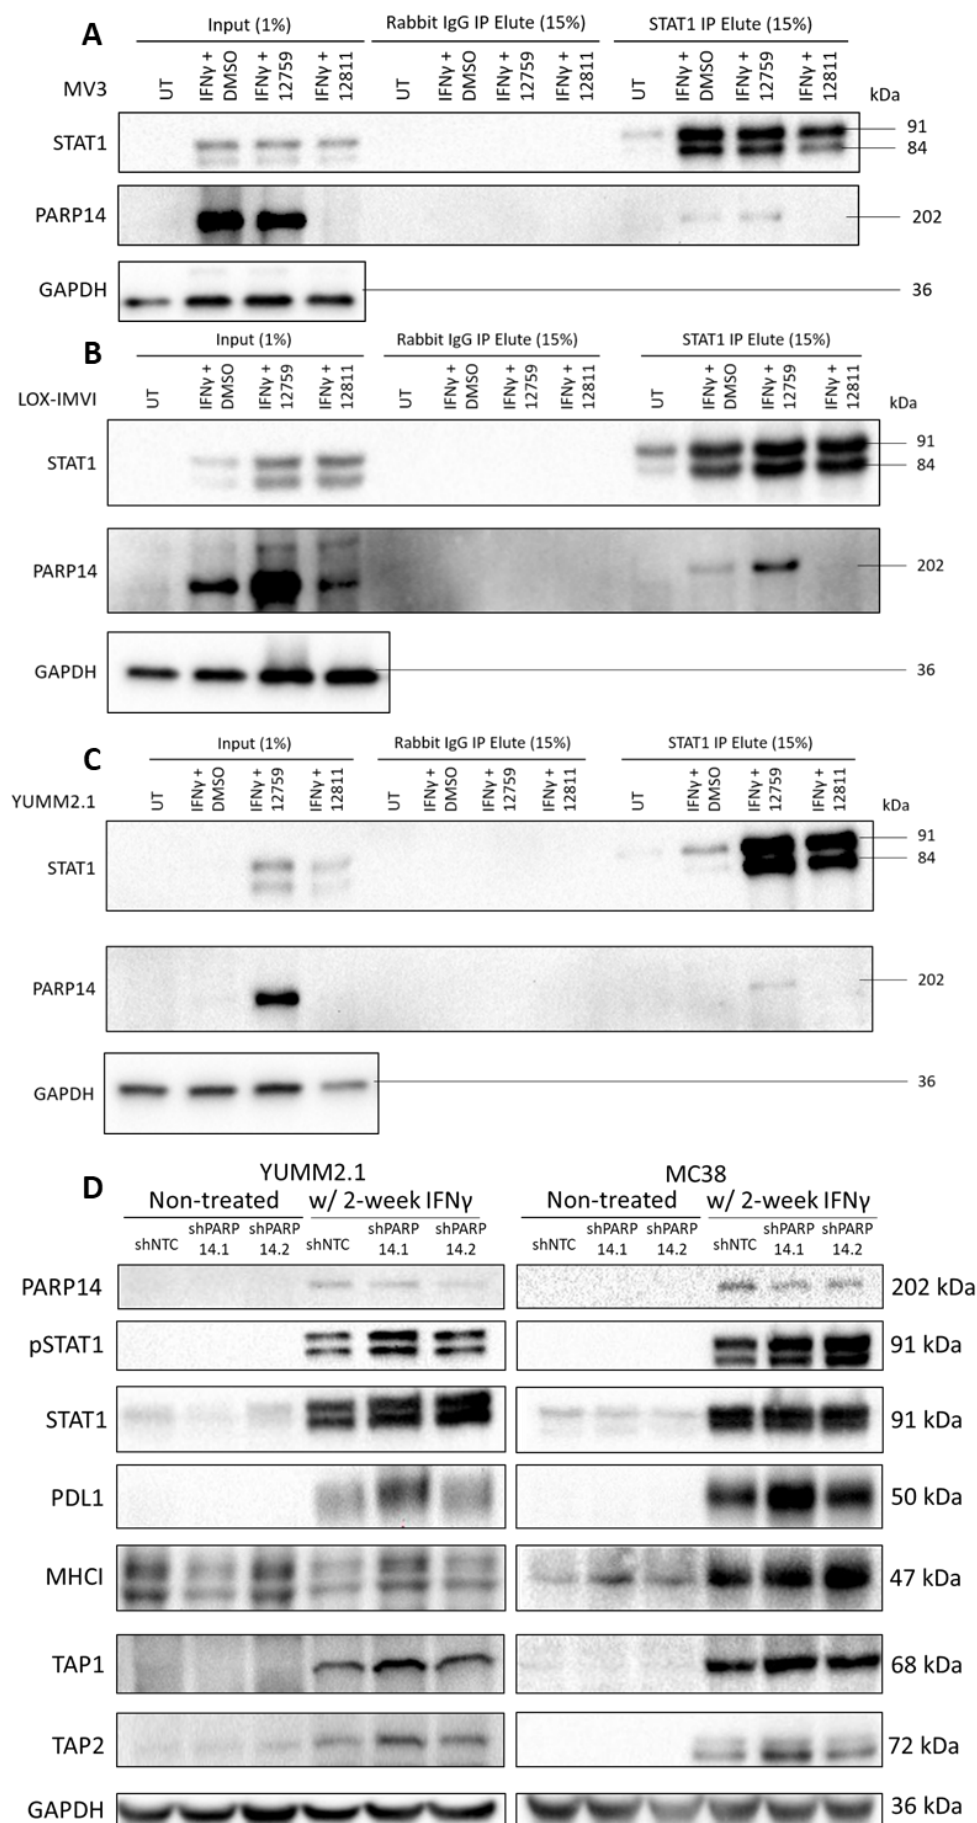

**Supplementary Figure 11. STAT1 interacts with PARP14 in melanoma cells.** Proteins were pulled down by immunoprecipitation with control or anti-STAT1 antibody from extracts of untreated, two-week chronic IFN- $\gamma$ - plus 48-hour DMSO-treated, two-week chronic IFN- $\gamma$ - plus 48-hour PARP14 catalytic inhibitor (12759)-treated, or two-week chronic IFN- $\gamma$ - plus 48-hour PARP14 PROTAC (12811)-treated (A) MV3 (Untreated: n = 3; IFN $\gamma$  + DMSO: n = 3; IFN $\gamma$  + 12759: n = 3; IFN $\gamma$  + 12811: n = 3; The images were representatives of 1 of 3 independent experiments), (B) LOX-IMVI (Untreated: n = 3; IFN $\gamma$  + DMSO: n = 3; IFN $\gamma$  + 12759: n = 3; IFN $\gamma$  + 12811: n = 3; The images were representatives of 1 of 3 independent experiments), and (C) YUMM2.1 (Untreated: n = 3; IFN $\gamma$  + DMSO: n = 3; IFN $\gamma$  + 12759: n = 3; IFN $\gamma$  + 12811: n = 3; The images were representatives of 1 of 3 independent experiments) tumour cells. STAT1 and PARP14 proteins were probed by western blot in input material (1% of total lysate), rabbit IgG IP samples (15% of total lysate), and STAT1 IP samples (15% of total lysate). GAPDH was used as a loading control in input samples. (D) Western blot analysis of levels of PARP14, STAT1, and STAT1 target gene products in YUMM2.1 (Non-treated shNTC: n = 3; Non-treated shPARP14.1: n = 3; Non-treated shPARP14.2: n = 3; w/ 2-week IFN $\gamma$  shNTC: n = 3; w/ 2-week IFN $\gamma$  shPARP14.1: n = 3; w/ 2-week IFN $\gamma$  shPARP14.2: n = 3) and MC38 cells (Non-treated shNTC: n = 3; Non-treated shPARP14.1: n = 3; Non-treated shPARP14.2: n = 3; w/ 2-week IFN $\gamma$  shNTC: n = 3; w/ 2-week IFN $\gamma$  shPARP14.1: n = 3; w/ 2-week IFN $\gamma$  shPARP14.2: n = 3) with or without chronic IFN $\gamma$  treatment that expressed one of two PARP14-targeting shRNAs or a negative control shRNA (shNTC). GAPDH was used as a loading reference. The images were representatives of 1 of 3 independent experiments.

| Gene   | Fold Change (On/Pre) | P-value |
|--------|----------------------|---------|
| PARP14 | 1.39                 | 0.003   |
| IFNG   | 1.81                 | <0.0001 |
| STAT1  | 1.34                 | 0.002   |

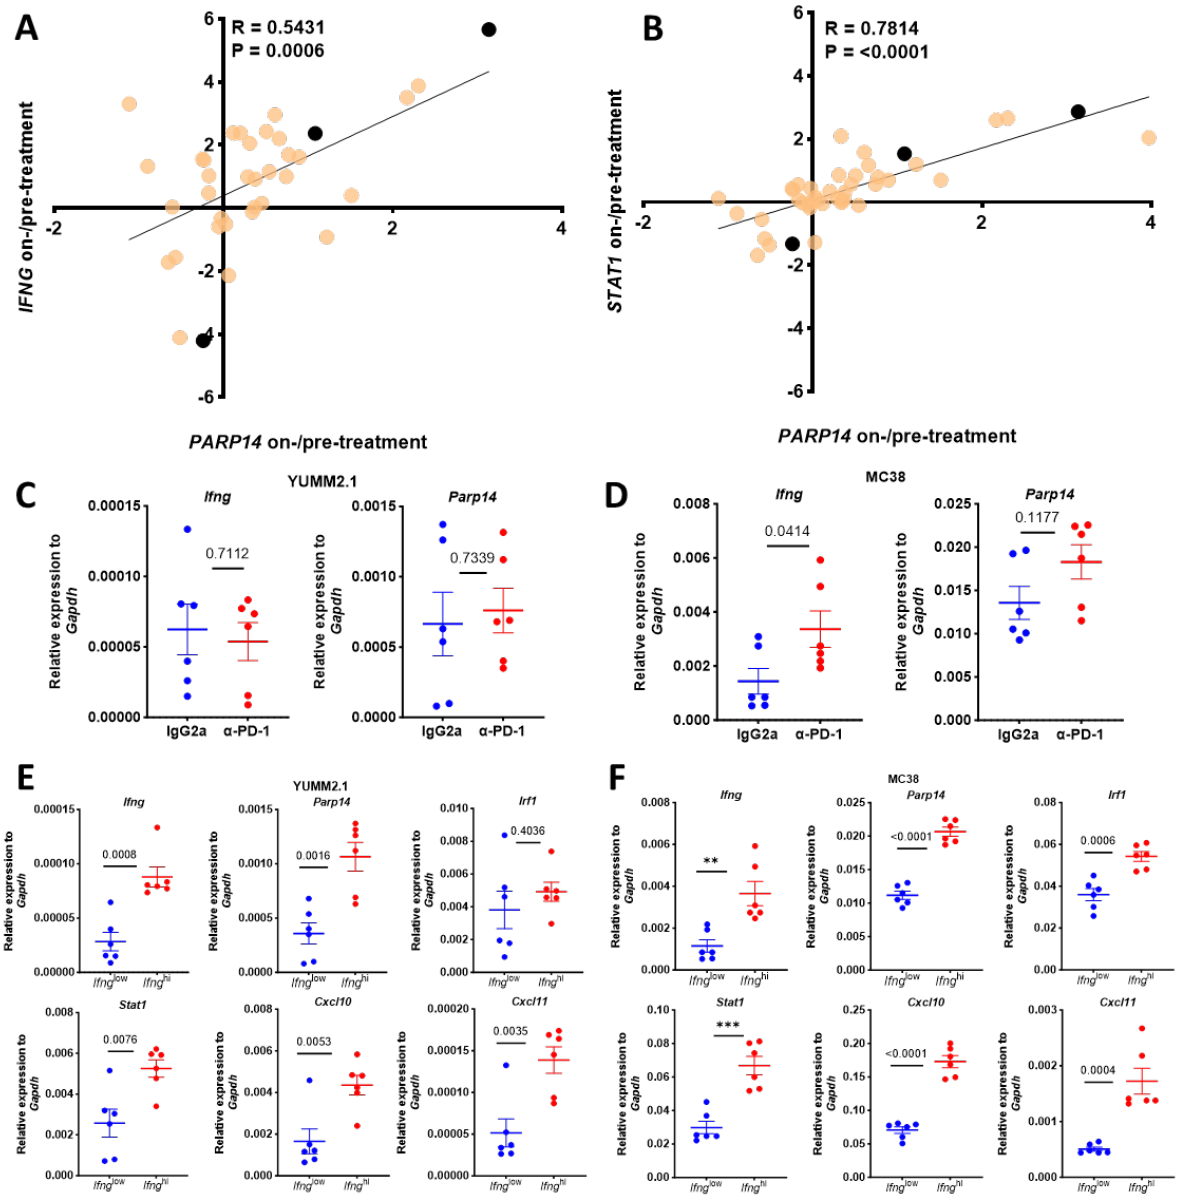

**Supplementary Figure 12. *PARP14* mRNA expression is marginally upregulated in melanoma patients on  $\alpha$ -PD-1 therapy while *Parp14* mRNA expression was higher in inflamed mouse tumours.**

(A–B) Average fold-change (table) and correlation of fold-change (scatter plots) of *PARP14* versus *IFNG* (A) and *STAT1* (B) mRNA in matching melanoma patient biopsies on-treatment versus pre-treatment with anti-PD-1 (n = 49, data retrieved from <sup>2</sup>). Spearman correlation co-efficient R and associated P-values were shown. Complete responders indicated as black dots. (C–F) 8–12-week-old wild-type C57BL/6 mice were subcutaneously implanted with IFN $\gamma$ - naïve YUMM2.1 or MC38 cells. Treatment with  $\alpha$ -PD-1 (YUMM2.1: n = 6; MC38: n = 6) or IgG2a antibodies (YUMM2.1: n = 6; MC38: n = 6) (two doses, three days apart) was initiated once tumour volume reached ~100–150 mm<sup>3</sup>. Within 48-hour of the last dose being administered, tumours were dissected, and the RNA was extracted and subjected to RT-qPCR analysis. *Ifng* and *Parp14* mRNA expression in mice receiving  $\alpha$ -PD-1 (n = 6) or IgG2a (n = 6). (C and E) YUMM2.1 and (D and F) MC38  $\alpha$ PD-1 or IgG2a-treated tumours were reclassified as *Ifng*<sup>high</sup> (n = 6) or *Ifng*<sup>low</sup> (n = 6) based on median expression levels. Expression levels for various STAT1 target genes (*Stat1*, *Irf1*, *Parp14*, *Cxcl10*, and *Cxcl11*) in these two cohorts were shown relative to the housekeeping gene *Gapdh*. The data were presented as mean  $\pm$  S.E.M. and the p-values were determined by two-tailed unpaired t-test. Source data are provided as a Source Data file.

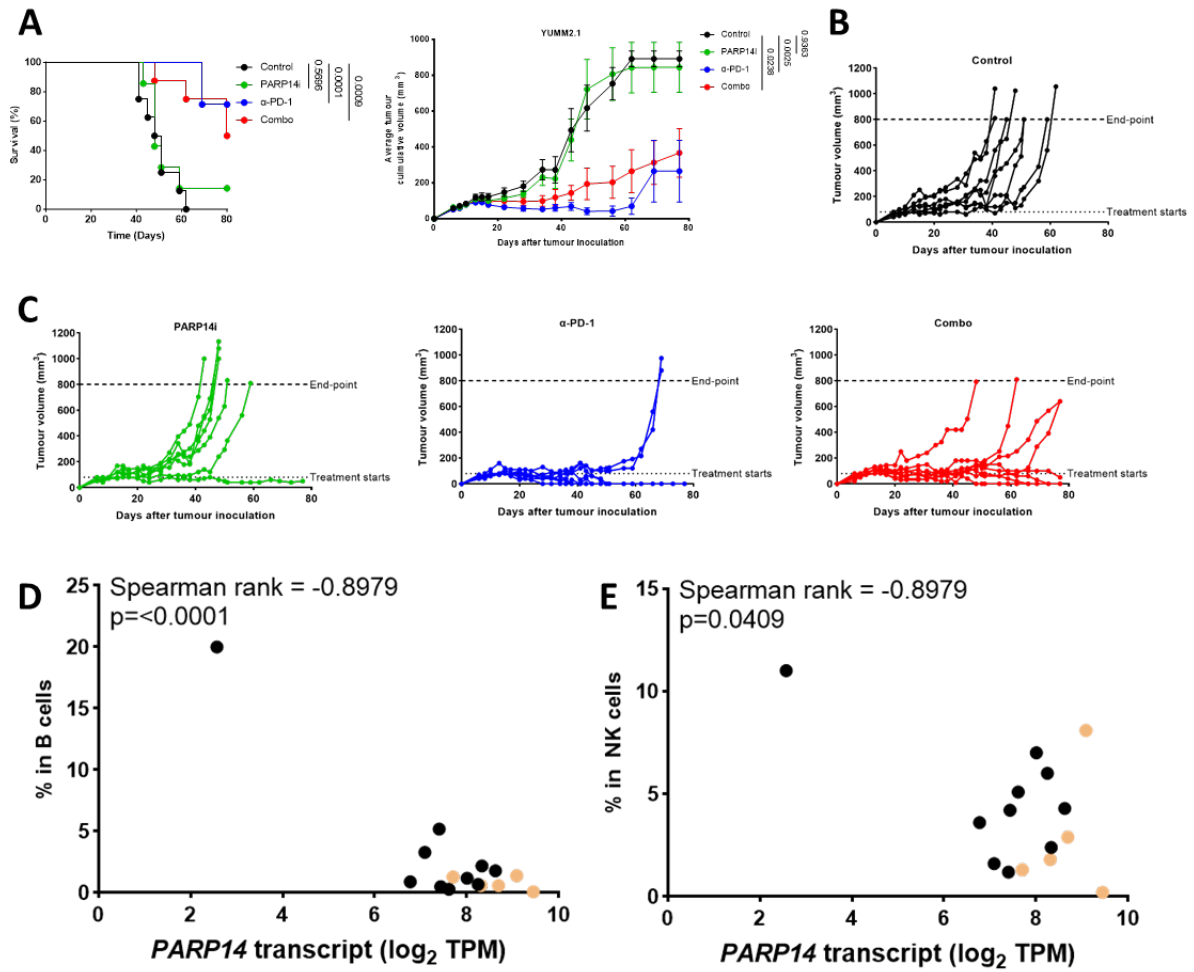

**Supplementary Figure 13. PARP14 levels are augmented in tumours spontaneously relapsing after  $\alpha$ -PD-1 treatment wherein it mediates resistance.** (A–C) IFN $\gamma$ -naïve YUMM2.1 cells were subcutaneously implanted into 8–12-week-old wild-type syngeneic female mice. Treatment with either  $\alpha$ -PD-1 or IgG2a antibody was initiated once tumour volume reached 80–100 mm<sup>3</sup>, with antibodies administered every three days for a total of four doses. In parallel, the animals also received two daily doses of the PARP14 inhibitor (PARP14i) RBN012759 or vehicle for a total of three weeks. (A) Kaplan-Meier plots (left) of IFN $\gamma$ -naïve YUMM2.1 tumours in different treatment arms (Control: n = 8; PARP14i: n = 7;  $\alpha$ -PD-1: n = 7; Combo: n = 8). The p-values were determined by Log-rank (Mantel-Cox) test. (Right) Average tumour growth curve for IFN $\gamma$ -naïve YUMM2.1 cells after tumour inoculation in different treatment arms (Control: n = 8; PARP14i: n = 7;  $\alpha$ -PD-1: n = 7; Combo: n = 8). The data were presented as mean  $\pm$  S.E.M. and the adjusted p-values were determined by one-way ANOVA Tukey's test. (B–C) Individual tumour growth curve per treatment arm. (D–E) *PARP14* transcript abundance (log<sub>2</sub> TPM) scatter plots showing correlation with (D) B cells (n = 15) and (E) NK cells (n = 15) in the immune infiltration of the corresponding patients. Spearman correlations and P-values were shown. Patients with high intrinsic IFN $\gamma$  signalling were labelled as orange dots. Source data are provided as a Source Data file.

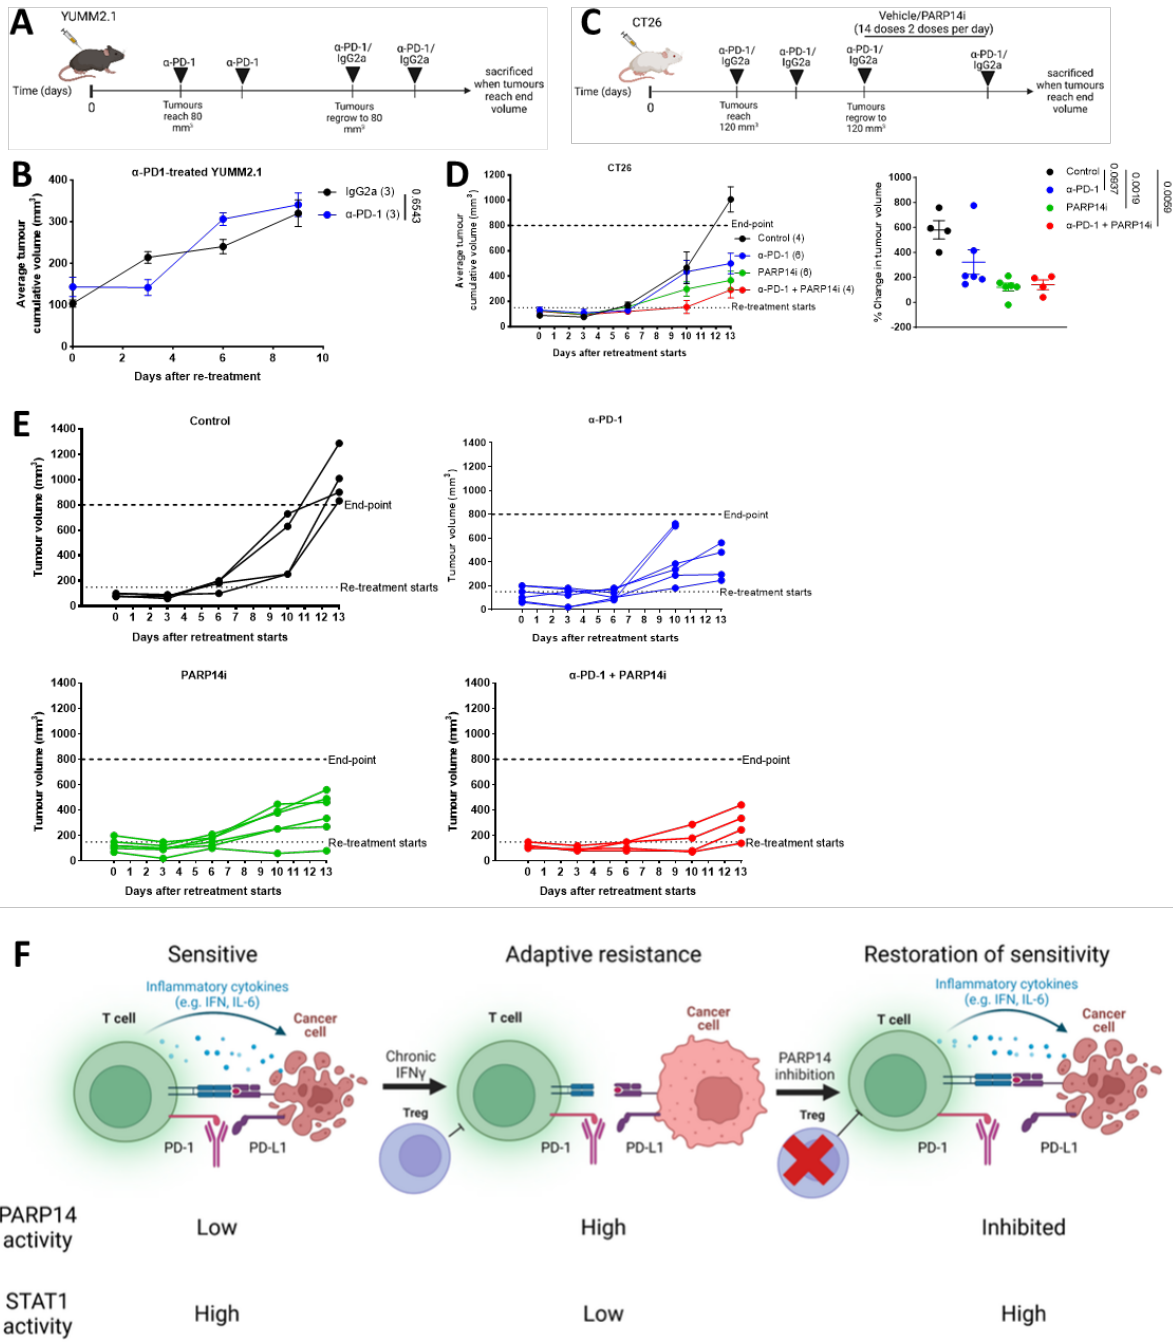

**Supplementary Figure 14. Additional  $\alpha$ -PD-1 doses failed to control YUMM2.1 tumour relapse.**  $\alpha$ -PD-1 and PARP14i combination therapy failed to synergise against CT26 relapsing tumours. (A) 8–12-week-old wild-type C57BL/6 mice were subcutaneously implanted with YUMM2.1 cells. Treatment with  $\alpha$ -PD-1 antibodies (two doses, three days apart) was initiated once tumour volume reached  $\sim 80 \text{ mm}^3$ . Once the tumours had regrown to roughly the size at which  $\alpha$ -PD-1 treatment was initially commenced, they were treated with two doses of IgG2a ( $n = 3$ ) or  $\alpha$ -PD-1 ( $n = 3$ ) (three days apart). (B) The average cumulative tumour volume growth curve was shown for each treatment condition. The data was presented as mean  $\pm$  S.E.M. and the p-values were determined by two-tailed unpaired t test. (C) 8–12-week-old wild-type BALB/C mice were subcutaneously implanted with CT26 cells.  $\alpha$ -PD-1 antibody treatment (two doses, three days apart) was initiated once tumour volume reached  $\sim 120 \text{ mm}^3$ . Tumours regrew and upon reaching  $120 \text{ mm}^3$ , the tumours were treated with vehicle ( $n = 4$ ), two doses of  $\alpha$ -PD-1 antibodies ( $n = 6$ ) (1 dose every 3 days), two daily doses of PARP14i ( $n = 6$ ), or combination therapy ( $n = 4$ ) for a week. (D) Graphs show average tumour cumulative volume (left) and percentage of tumour volume change between the start of  $\alpha$ -PD-1 treatment and the end of re-treatment (right). The data was presented as mean  $\pm$  S.E.M. and the adjusted p-values were assessed by one-way ANOVA Tukey's test. (E) Growth curves for individual tumours. (F) Proposed model of response to PD-1 immune checkpoint inhibition restoration by PARP14 inhibition in tumours with resistance driven by IFN $\gamma$ . Source data are provided as a Source Data file.

Supplementary Figure 15: Uncropped scans of all blots in supplementary figures.

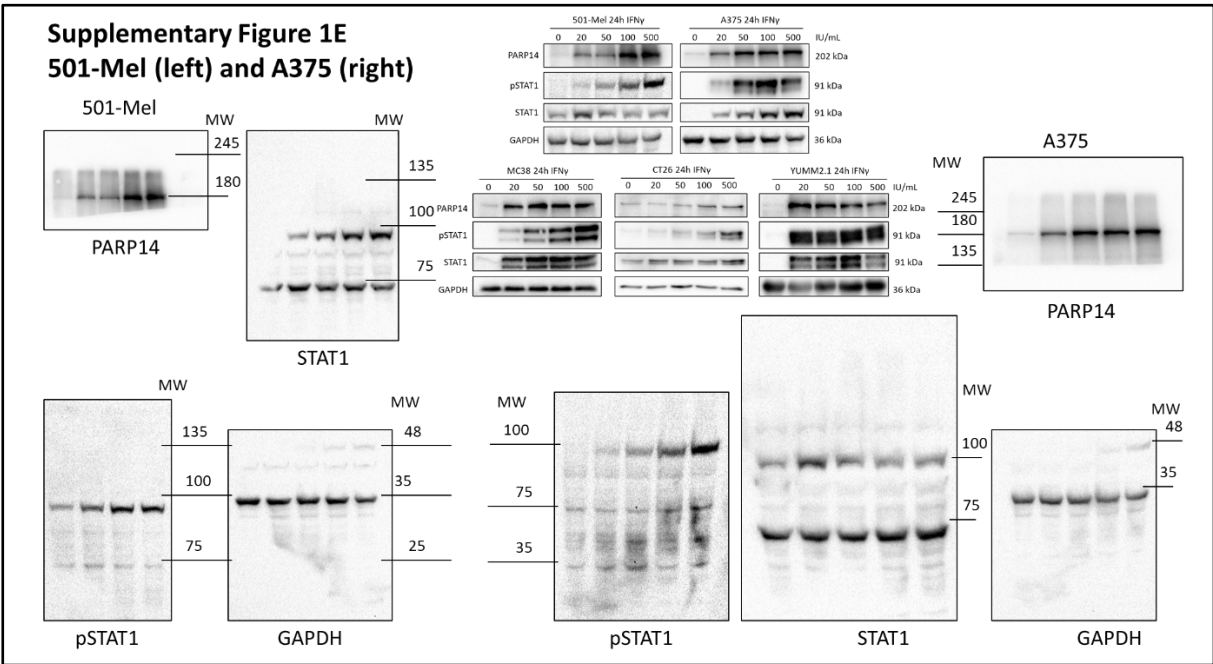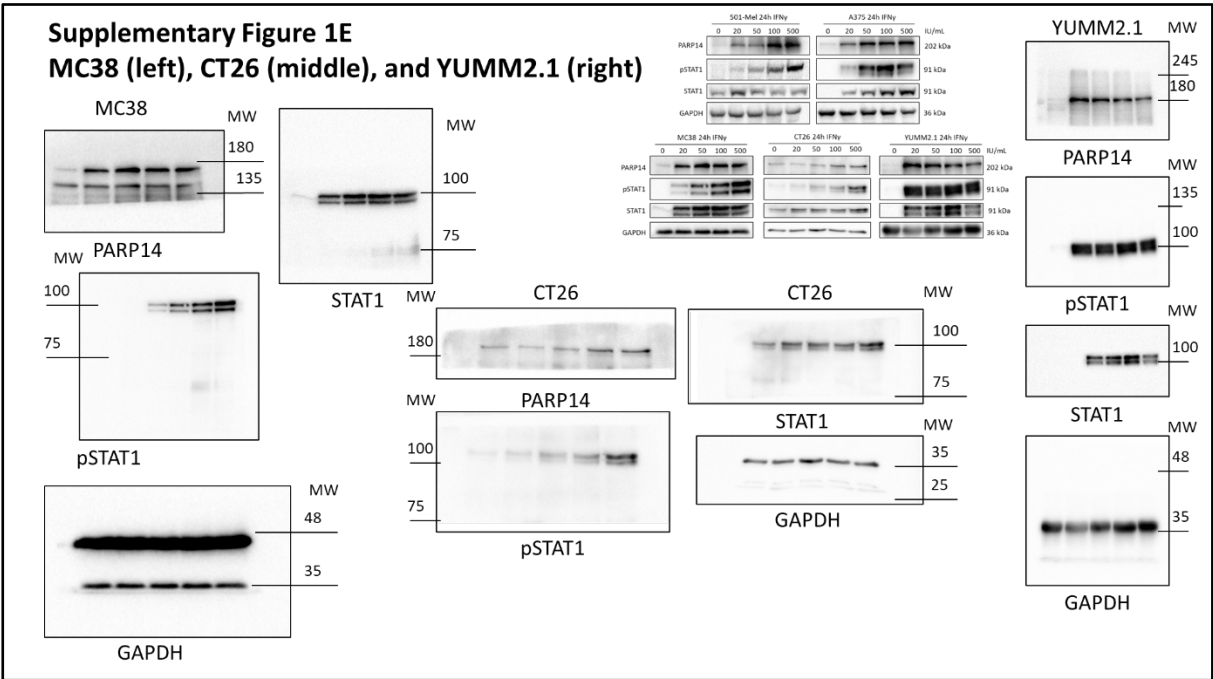

**Supplementary Figure 1F**

**501-Mel**

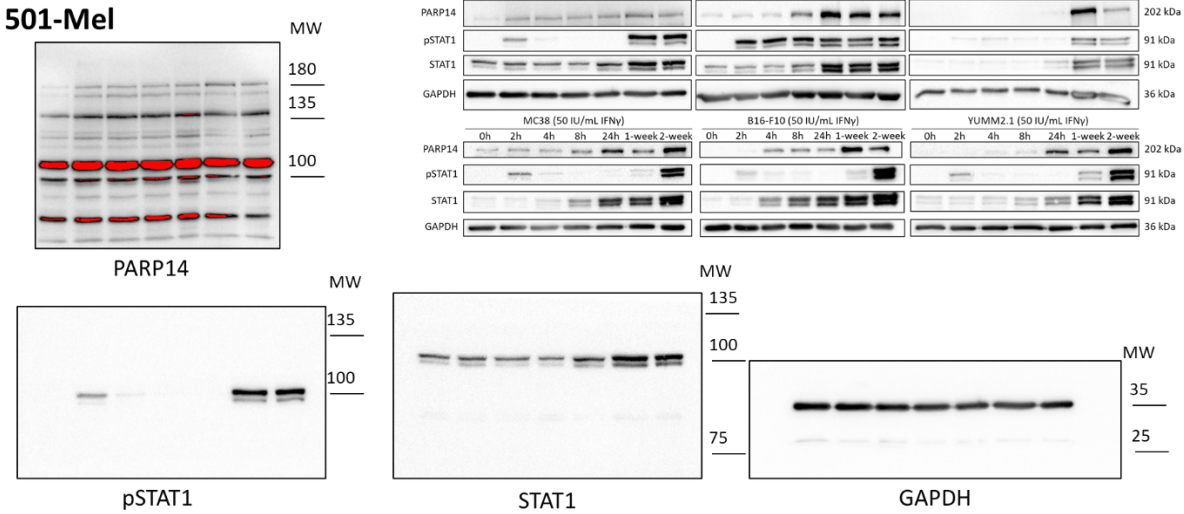

**Supplementary Figure 1F**

**A375**

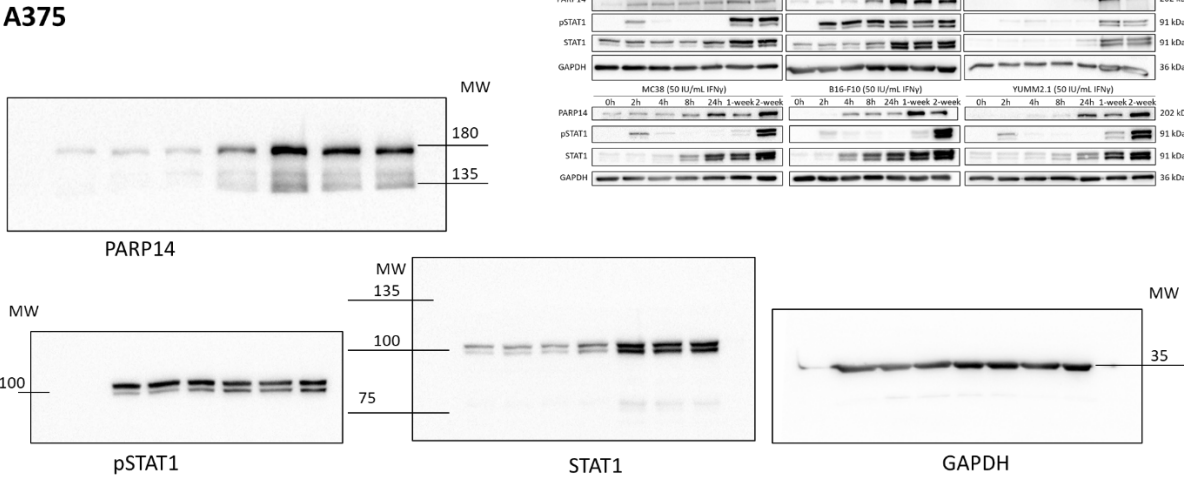

**Supplementary Figure 1F**

**LOX-IMVI**

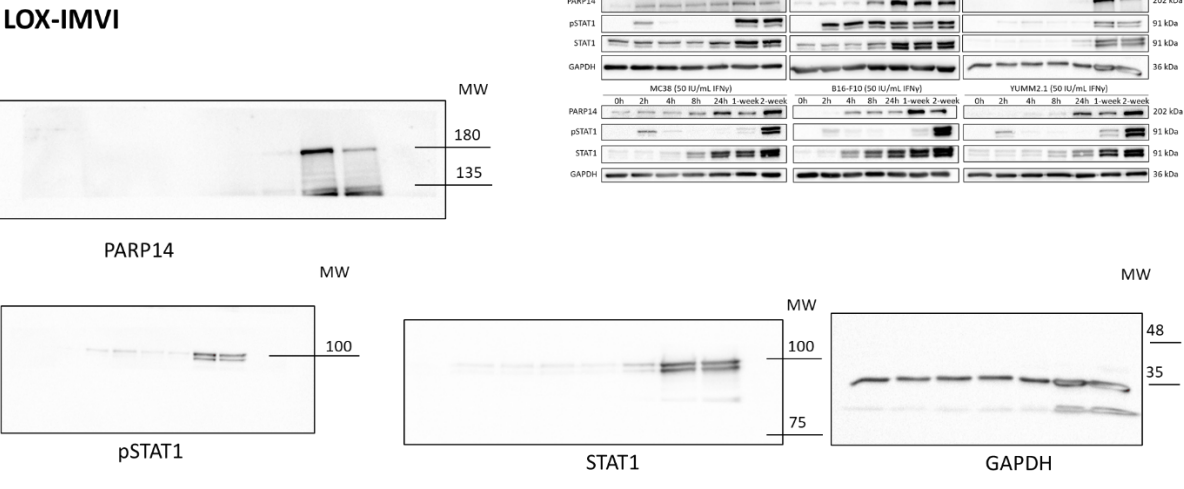

## Supplementary Figure 1F MC38

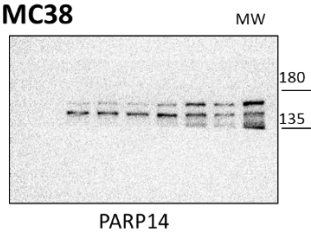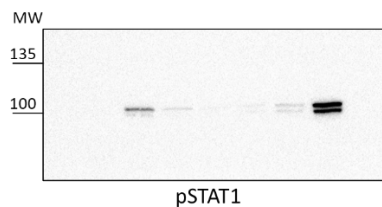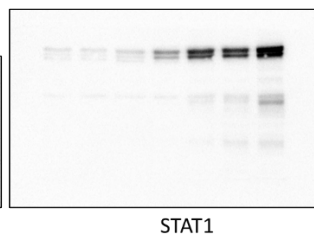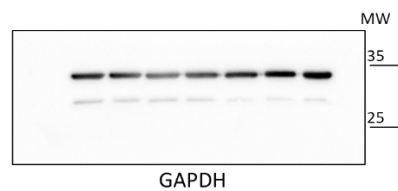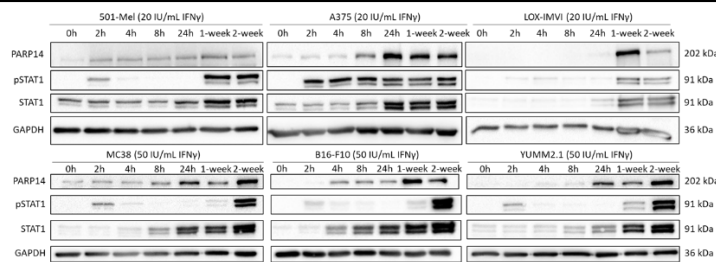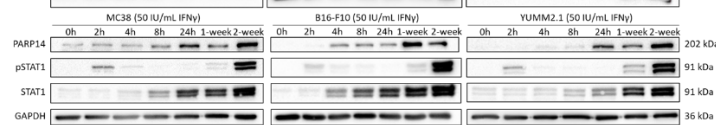

## Supplementary Figure 1F B16-F10

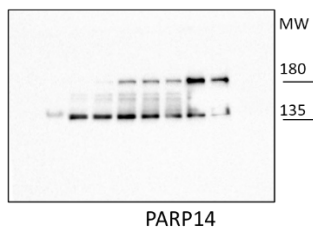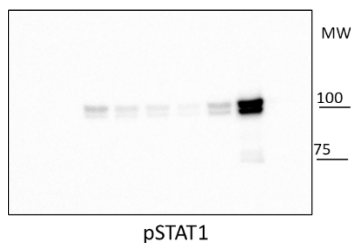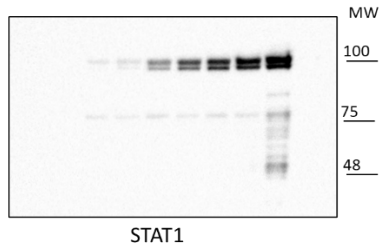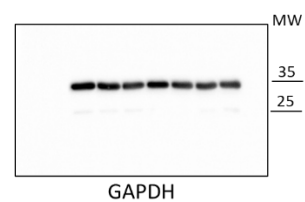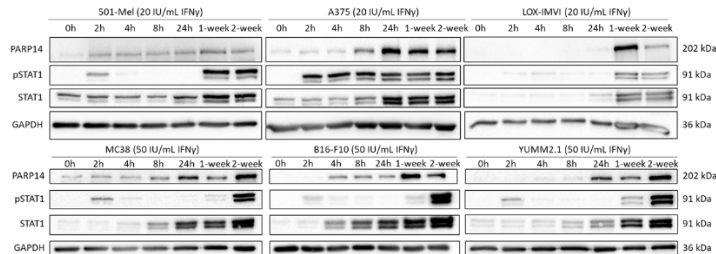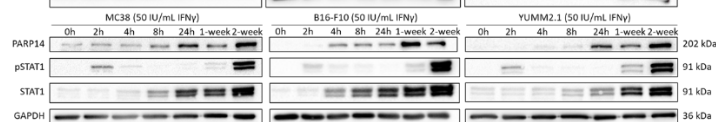

## Supplementary Figure 1F YUMM2.1

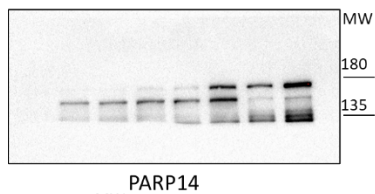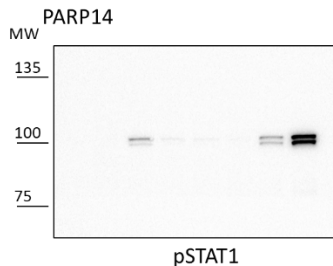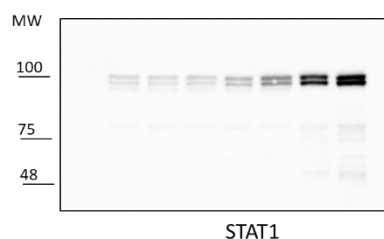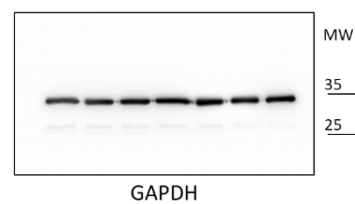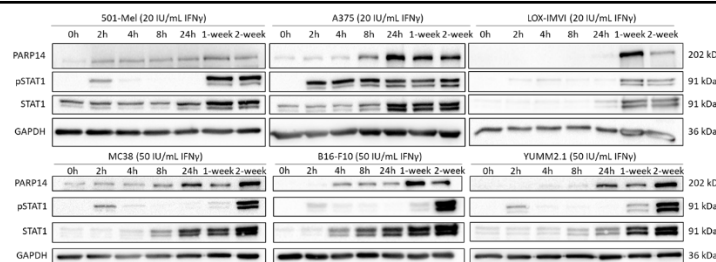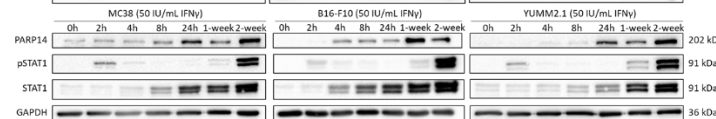

**Supplementary Figure 11A**  
**MV3**

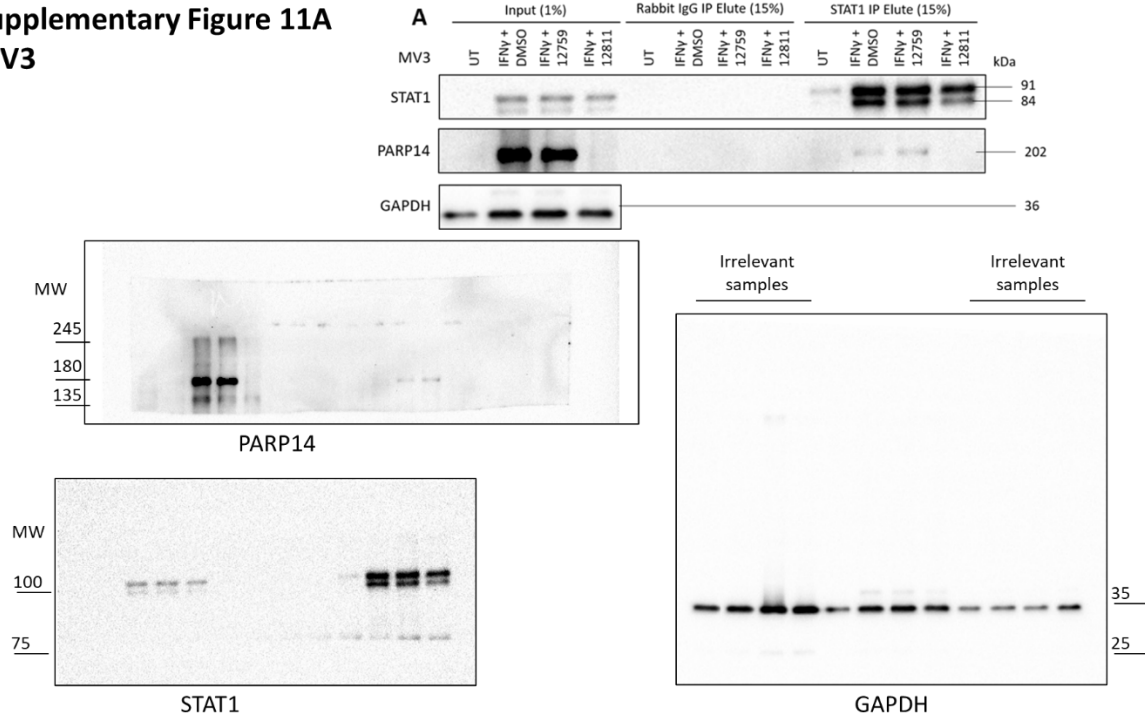

**Supplementary Figure 11B**  
**LOX-IMVI**

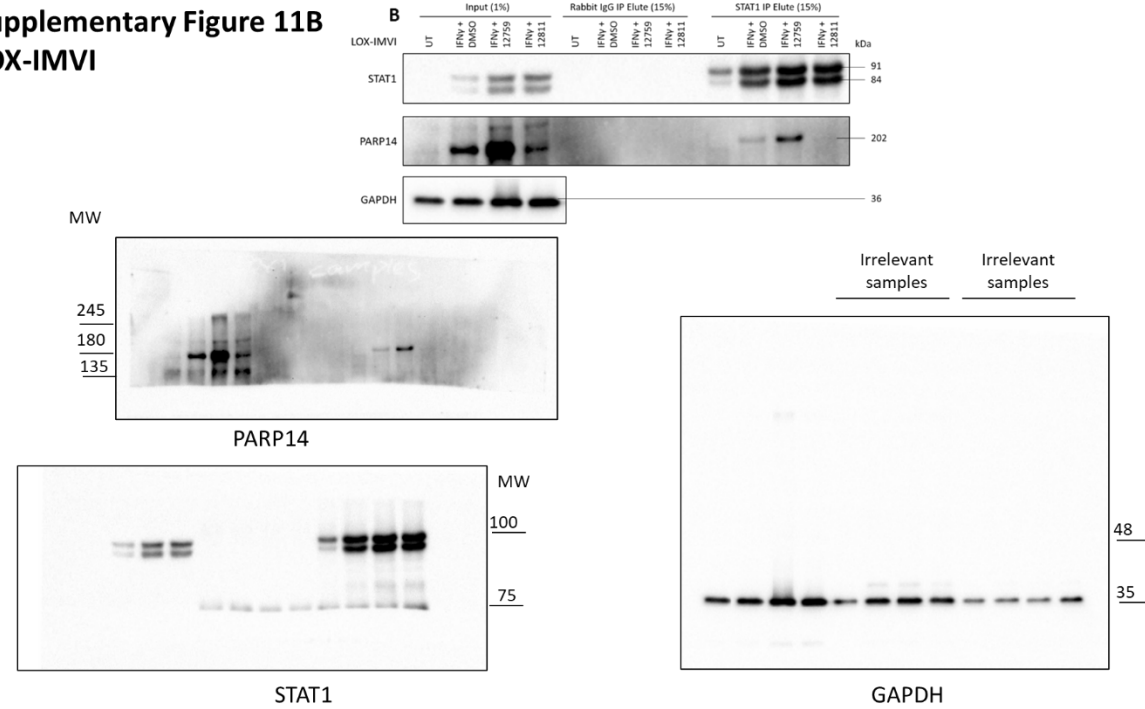

**Supplementary Figure 11C**  
**YUMM2.1**

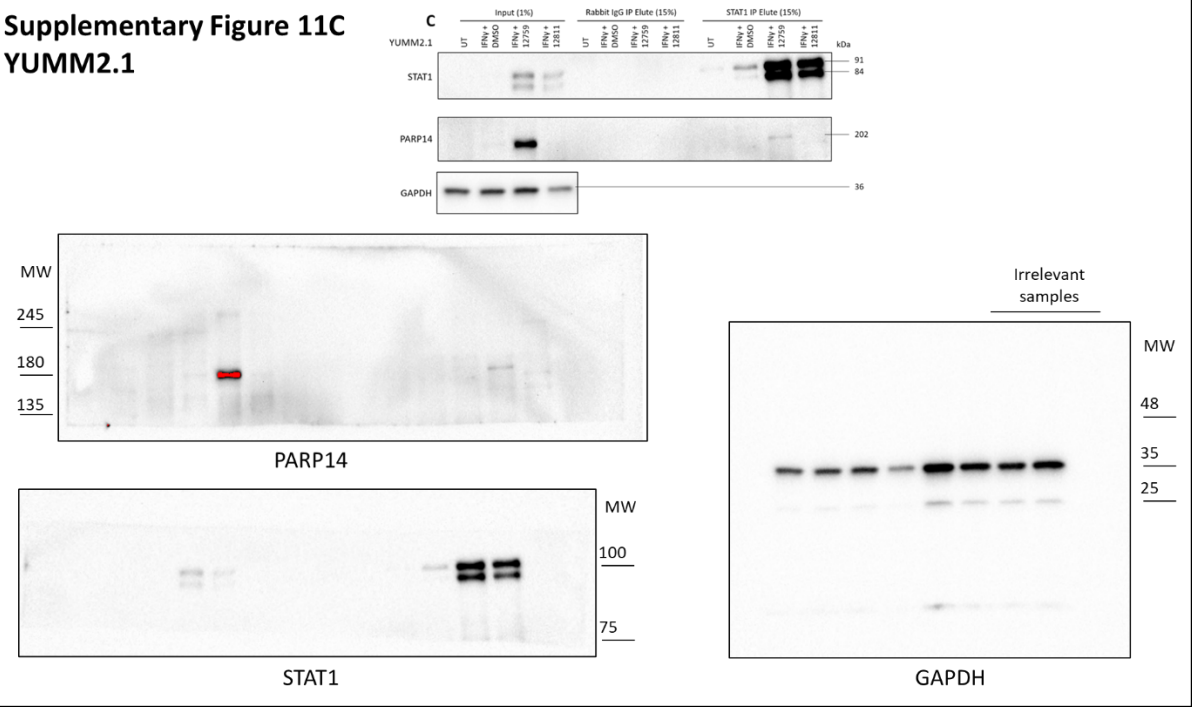

**Supplementary Figure 11D**  
**YUMM2.1 (left) and MC38 (right)**

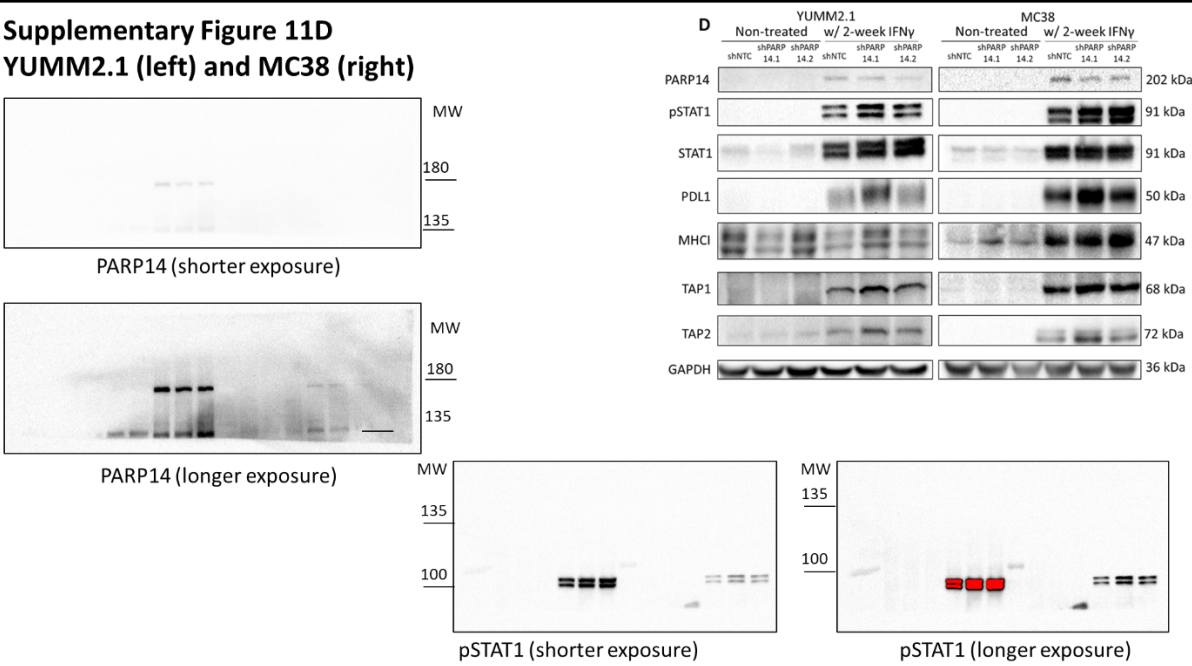

**Supplementary Figure 11D**  
YUMM2.1 (left) and MC38 (right)

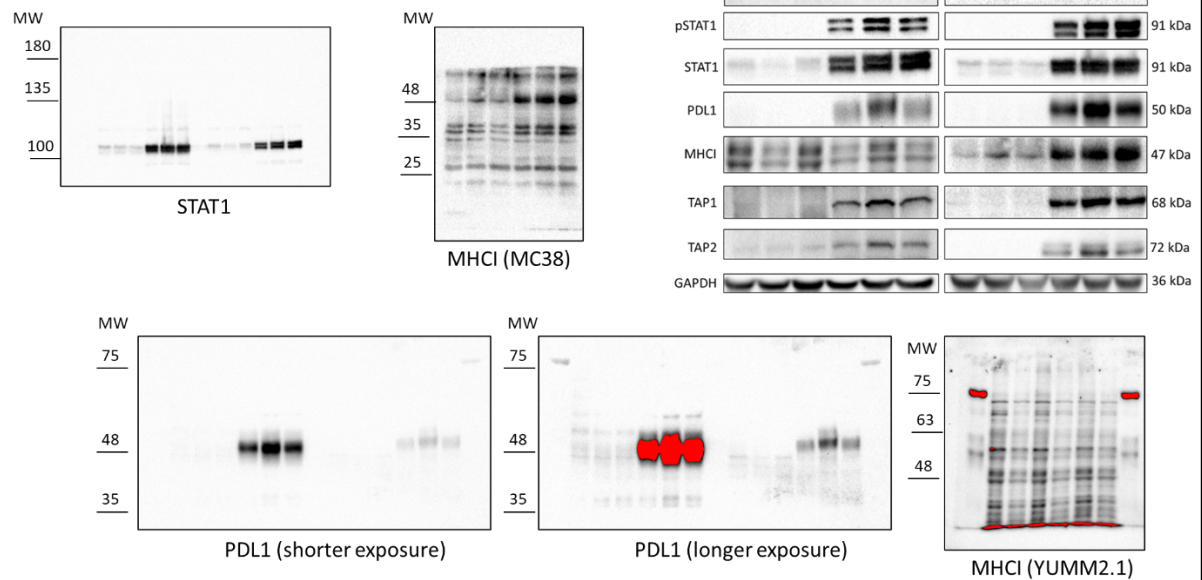

**Supplementary Figure 11D**  
YUMM2.1 (left) and MC38 (right)

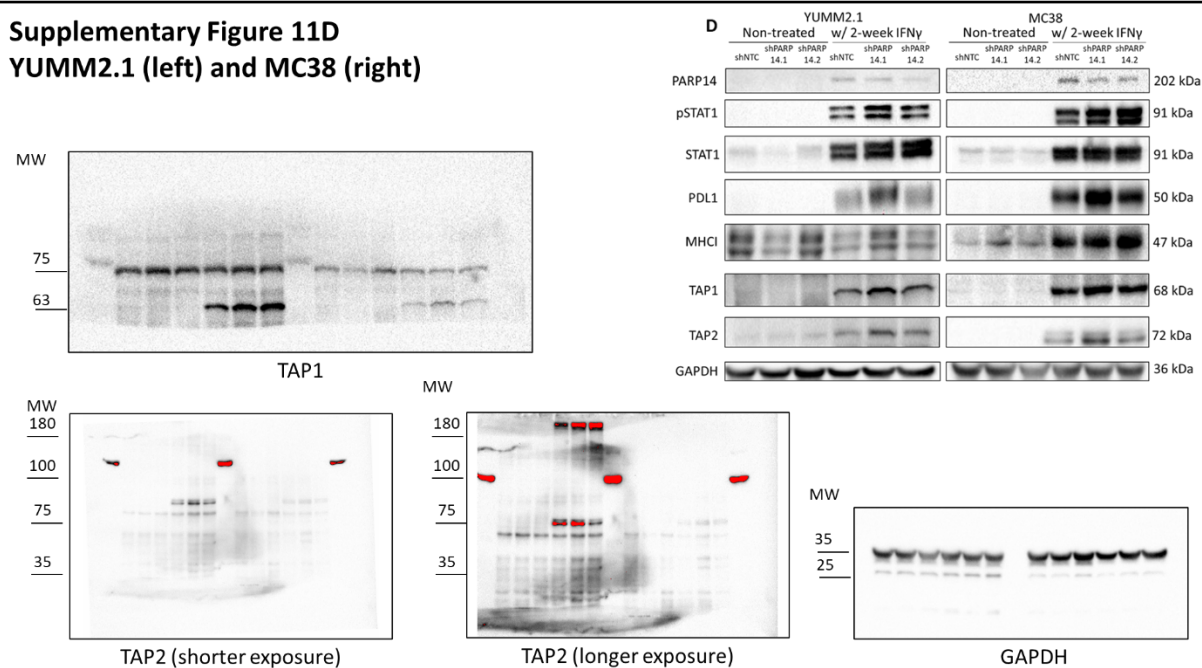

**Supplementary Table 1. Oligonucleotides.**

| Gene                                            | 5'-3' sequence                                                                             |
|-------------------------------------------------|--------------------------------------------------------------------------------------------|
| <b>RT qPCR Primers (Mouse)</b>                  |                                                                                            |
| <i>Gapdh</i>                                    | Forward: TCTCCCTCACAATTTCCATCCCAG<br>Reverse: GGGTGCAGCGAACTTTATTGATGG                     |
| <i>Ifng</i>                                     | Forward: ATGAACGCTACACACTGCATC<br>Reverse: CCATCCTTTTGCCAGTTCCTC                           |
| <i>Parp14</i>                                   | Forward: CTATGCTGGGAAGAACGCTACT<br>Reverse: TGTAGTTTCCAGTGAGAACCCG                         |
| <i>Irf1</i>                                     | Forward: TACCTGGGTCAGGACTTGGATA<br>Reverse: TCAGAGAGACTGCTGCTGAC                           |
| <i>Stat1</i>                                    | Forward: GCCTCTCATTGTCACCGAAGAA<br>Reverse: TGGCTGACGTTGGAGATCACCA                         |
| <i>Cxcl10</i>                                   | Purchased from Sino Biological, catalogue no. MP200169                                     |
| <i>Cxcl11</i>                                   | Purchased from Sino Biological, catalogue no. MP200181                                     |
| <i>Cd274</i>                                    | Purchased from Sino Biological, catalogue no. MP200010                                     |
| <i>Tnfa</i>                                     | Forward: CAACCTCCTCTGCGCGTCAA<br>Reverse: CGTGGAATTGGGTGTCCC                               |
| <i>Tgfb</i>                                     | Forward: CGTGGAATCTACCAGAAATACAGC<br>Reverse: TCAAAAGACAACCACTCAGGCG                       |
| <i>Il10</i>                                     | Forward: TAAGGGTTACCTGGGTTGCCAAG<br>Reverse: CAAATGCTCCTTGATTCTGGGC                        |
| <b>Short-hairpin (sh)RNAs</b>                   |                                                                                            |
| PARP14_Mouse_1<br>(shPARP14.1 in pLV-EGFP)      | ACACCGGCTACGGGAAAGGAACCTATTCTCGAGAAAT<br>AGGTCCTTTCCCGTAG<br>Purchased from VectorBuilder  |
| PARP14_Mouse_2<br>(shPARP14.2 in pLV-EGFP)      | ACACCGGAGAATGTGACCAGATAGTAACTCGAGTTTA<br>CTATCTGGTCACATTCT<br>Purchased from VectorBuilder |
| Non-target control<br>shRNA (shNTC in pLV-EGFP) | CCTAAGGTTAAGTCGCCCTCG<br>Purchased from VectorBuilder                                      |
| <b>Small interfering (si)RNAs</b>               |                                                                                            |
| STAT1_Human_1                                   | GCACGAUGGGCUCAGCUUU                                                                        |
| STAT1_Human_3                                   | GAACCUAGACUCCAUGCGG                                                                        |
| STAT1_Human_4                                   | AGAAAGAGCUUGACAGUAA                                                                        |
| Scramble                                        | UGGUUUACAUGUCGACUAATT                                                                      |

1. Mariathasan S, *et al.* TGF $\beta$  attenuates tumour response to PD-L1 blockade by contributing to exclusion of T cells. *Nature* **554**, 544-548 (2018).
2. Riaz N, *et al.* Tumor and Microenvironment Evolution during Immunotherapy with Nivolumab. *Cell* **171**, 934-949.e916 (2017).

# Supplementary material for: PARP14 inhibition restores PD-1 immune checkpoint inhibitor response following IFNγ-driven acquired resistance in preclinical cancer models
**Source:** Nat Commun. 2023 Sep 26;14:5983. doi: 10.1038/s41467-023-41737-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

MxPro qPCR software version 3.00  
Image Lab™ Software (version 3.0.1.)  
HiSeq Software Suite (version 3.4.0)  
BD FACSDiva™ software  
Biotek Synergy™ H1 Hybrid Multi-Mode Reader

Data analysis

GraphPad Prism (version 9.0)  
MxPro qPCR software (version 3.00)  
htseq-count (version 0.9.1)  
edgeR (version 3.24.1)  
Multiple Experiment Viewer (version 10.2)  
tximport (v1.28.0)  
trimmomatic (version 0.36.6; sliding window trimming with 4 bases averaging and average quality minimum set to 20)  
HISAT2 (version 2.1.0; default parameters)  
DESeq2  
BubbleGUM software (version 1.3.19)  
Broad Institute Molecular Signatures Database (MSigDB) (version 7.0)  
Ingenuity Pathway Analysis (QIAGEN; version 01-12)  
FlowJo (version 8.7)

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited with ArrayExpress (<https://www.ebi.ac.uk/biostudies/arrayexpress>) Gene Expression Omnibus (GEO) (<https://www.ncbi.nlm.nih.gov/geo/>) with accession numbers EMTAB-12194, E-MTAB-12195, E-MTAB-12872, E-MTAB-12196, and GSE237098. The TCGA data used are publicly available at the Genomic Data Commons portal (<https://portal.gdc.cancer.gov/>), where skin cutaneous melanoma (SKCM) patients data was used. Transcriptomic data—fragments per kilobase of transcript per million mapped fragments (FPKM) and transcripts per million (TPM) data— from pre-treatment and on-treatment biopsies of melanoma patients undergoing ICBT were obtained from the GEO database (<https://www.ncbi.nlm.nih.gov/geo/>) with accession number GSE91061; also from melanoma cell cultures from ICBT-progressing lesions in the Sequence Read Archive (<https://www.ncbi.nlm.nih.gov/sra>) under accession code PRJNA818797. TPM values were converted to log2(TPM+1). ChIP-seq data for STAT1 were retrieved from the Encyclopedia of DNA Elements (ENCODE) project database [<https://www.encodeproject.org>]. All the raw data is available through source data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A minimum of 3 for in vivo and minimum of 3 in vitro independent replicates were used for all samples unless otherwise specified in the manuscript. This sample size was determined to be sufficient for calculating average and standard error and eventually statistical significance amongst different groups. Sample sizes were chosen by performing power analysis with an alpha of 0.05 and a power of 80%. |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | All experimental results and conclusions were derived from using independent biological replicates.                                                                                                                                                                                                                                                                                                               |
| Randomization   | Mice procured from the same source/vendor were randomly assigned to a treatment group. Mice were housed in random cages before experiments for in vivo studies. Sex was not considered. In vitro experiments of cells was done randomly (At least 3 independent replicates).                                                                                                                                      |
| Blinding        | For in vivo studies, tumour inoculation, treatments, tumour measurement and analysis was conducted by different investigators and the investigator providing the treatment was not blinded since this is not possible, however, in each of the subsequent steps the scientists were not aware of the treatment groups.                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Antibodies for western blot:

Target Company Catalog # Dilution  
 PARP14 C-1 Santa Cruz Biotechnology sc-377150 1:500  
 Phospho-Stat1 (Tyr701) 58D6 Cell Signalling Technology 9167L 1:1000  
 STAT1 Cell Signalling Technology 9172 1:1000  
 MHC Class I H2 Kb Abcam ab93364 1:500  
 GAPDH Proteintech 60004-1-Ig 1:20000  
 TAP1 Cell Signalling Technology 12341 1:1000  
 Human/ Mouse TAP2 Cell Signalling Technology 12259 1:1000; Santa Cruz Biotechnology, sc-515576 1:500  
 Mouse/ Human PD-L1/B7-H1 R&D Systems AF1019-SP 1:500 Cell Signalling Technology, 13684 1:1000  
 Anti-mouse IgG HRP Cell Signaling Technology 7076S 1:5000  
 Anti-rabbit IgG HRP GE Healthcare NA934 1:5000  
 Anti-goat IgG HRP Santa Cruz Biotechnology sc-2020 1:5000

#### Antibodies for flow cytometry:

Target Fluorophore Company Catalog # Clone Dilution  
 CD3 BioLegend 100238 (clone 17A2) 3 mg/mL  
 CD28 BioLegend 102132 (clone 37.51) 3 mg/mL  
 CD16/32 BioLegend 101301 (clone 93) 1:50  
 CD45 PerCP-Cy5.5 BioLegend 103131 (clone 30-F11) 1:100  
 CD45 BV510 BioLegend 103137 (clone 30-F11) 1:20  
 CD3 VioBright FITC BioLegend 100306 (clone 145-2C11) 1:50  
 CD4 APC Vio770 BioLegend 100414 (clone GK1.5) 1:20  
 CD4 AF700 BioLegend 100536 (clone GK1.5) 1:100  
 CD8α BV650 BioLegend 100741 (clone 53-6.7) 1:100  
 CD8α PE-Cy7 BioLegend 100721 (clone 53-6.7) 1:80  
 CD8α PerCP-Cy5.5 BioLegend 100734 (clone 53-6.7) 1:20  
 CD8α BV711 BioLegend 100759 (clone 53-6.7) 1:40  
 CD25 BV650 BioLegend 102037 (clone PC61) 1:20  
 PD-1 V710/50 BioLegend 135231 (clone 29F.1A12) 1:100  
 Granzyme B PE BioLegend 372208 (clone QA16A02) 1:20  
 LAG-3 PE-CF594 BioLegend 125224 (clone C9B7W) 1:40  
 TIM-3 PE-Cy7 BioLegend 119716 (clone RMT3-23) 1:40  
 TCR γ/δ PE BioLegend 118107 (clone GL3) 1:200  
 NK1.1 PE-CF594 BioLegend 108715 (clone PK136) 1:50  
 IFNγ V450 BioLegend 505829 (clone XMG1.2) 1:20  
 TNF-α BV786 BioLegend 506341 (clone MP6-XT22) 1:80  
 LAP PE BioLegend 141305 (clone TW7-20B9) 1:40  
 IL-10 PE-CF594 BioLegend 505033 (clone JES5-16E3) 1:80  
 Ki-67 BV650 BioLegend 151215 (clone 11F6) 1:100  
 FOXP3 V450 eBioscience 48577382 (clone FJK-16s) 1:100  
 TCR beta APC-Vio770 eBioscience 47-596182 (clone H57-597) 1:20

#### Antibodies for in vivo studies:

Target Company Catalog # Clone Amount per dose  
 IgG2a BioXCell BE0089 2A3 300 µg  
 IgG2b BioXCell BE0090 LTF-2 100 µg  
 PD-1 BioXCell BE0146 RMP1-14 300 µg  
 CD8α BioXCell BE0061 2.43 100 µg

All antibodies were validated by the manufacturer, and antibody-specific staining was compared to fluorescent minus one control samples in flow cytometry or isotype antibody *in vivo* studies.

For primary antibodies used in western blot:

PARP14 C-1 Santa Cruz Biotechnology sc-377150 1:500: According to web site (<https://www.scbt.com/p/parp-14-antibody-c-1>), the antibody is validated at 1:500 dilution for WB in multiple studies (e.g. PMID: 36030235).

Phospho-Stat1 (Tyr701) 58D6 Cell Signalling Technology 9167L 1:1000: According to web site (<https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-tyr701-58d6-rabbit-mab/9167>), the antibody is validated at 1:1000 dilution for WB in multiple studies (e.g. PMID: 37454216).

STAT1 Cell Signalling Technology 9172 1:1000: According to web site (<https://www.cellsignal.com/products/primary-antibodies/stat1-antibody/9172>), the antibody is validated at 1:1000 dilution for WB in multiple studies (e.g. PMID: 37454216).

MHC Class II H2 Kb Abcam ab93364 1:500: According to web site (<https://www.citeab.com/antibodies/738999-ab93364-anti-mhc-class-ii-h2-kb-antibody>), the antibody is validated at 1:500 dilution for WB in multiple studies (e.g. PMID: 36849929).

GAPDH Proteintech 60004-1-Ig 1:20000: According to web site (<https://www.ptglab.com/products/GAPDH-Antibody-60004-1-Ig.htm>), various lysates (HeLa, HEK-293, HepG2, HSC-T6) were subjected to SDS PAGE followed by western blot with 60004-1-Ig (GAPDH antibody) at dilution of 1:50000 incubated at room temperature for 1.5 hours as the validation.

TAP1 Cell Signalling Technology 12341 1:1000: According to web site (<https://www.cellsignal.com/products/primary-antibodies/tap1-antibody/12341>), the antibody is validated at 1:1000 dilution for WB in multiple studies (e.g. PMID: 35775490).

Human/ Mouse TAP2 Cell Signalling Technology 12259 1:500; Santa Cruz Biotechnology, sc-515576 1:500: According to web site (<https://www.cellsignal.com/products/primary-antibodies/tap2-antibody/12259> and <https://www.scbt.com/p/tap2-antibody-b-2>), the antibody is validated at 1:1000 and 1:500 dilution for WB in multiple studies (e.g. PMID: 35775490 and PMID: 36430709).

Mouse/ Human PD-L1/B7-H1 R&D Systems AF1019-SP 1:500 Cell Signalling Technology, 13684 1:1000: According to web site ([https://www.rndsystems.com/products/mouse-pd-l1-b7-h1-antibody\\_af1019](https://www.rndsystems.com/products/mouse-pd-l1-b7-h1-antibody_af1019) and <https://www.cellsignal.com/products/primary-antibodies/pd-l1-e1l3n-xp-rabbit-mab/13684>), the antibody is validated at 1:500 using RAW 264.7 mouse monocyte/macrophage cell line untreated (-) or treated (+) with 10 µg/mL LPS for 4 hours and 1:1000 dilution for WB for multiple studies (e.g. PMID: 37340461).

Anti-mouse IgG HRP Cell Signaling Technology 7076S 1:5000: According to web site (<https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>), the antibody is validated at 1:5000 dilution for WB in multiple studies (e.g. PMID: 36633363).

Anti-rabbit IgG HRP GE Healthcare NA934 1:5000: According to web site (<https://www.sigmaaldrich.com/GB/en/product/sigma/gena9341ml>), the antibody is validated at 1:5000 dilution for WB in multiple studies (e.g. PMID: 33857306).

Anti-goat IgG HRP Santa Cruz Biotechnology sc-2020 1:5000: According to web site (<chrome-extension://efaidnbmnnpbpcjpcglclefindmkaj/https://datasheets.scbt.com/sc-2020.pdf>), the antibody is validated at 1:5000 dilution for WB in multiple studies (e.g. PMID: 9765152).

For flow cytometry:

CD3: Induction of a cellular active state from a normal resting state, C57BL/6 splenocytes; Manufacturer

CD28: Induction of a cellular active state from a normal resting state, C57BL/6 splenocytes; Manufacturer

CD3 PerCP/Cyanine5.5 anti-mouse; C57BL/6 mouse splenocytes stained with purified 93, followed by anti-rat IgGs FITC; Manufacturer

CD45 PerCP-Cy5.5 anti-mouse; C57BL/6 mouse splenocytes were stained with CD45 (Clone 30-F11) PerCP/Cyanine5.5 (filled histogram), or rat IgG2b, PerCP/Cyanine5.5 isotype control; Manufacturer

CD45 BV510 anti-mouse; C57BL/6 mouse splenocytes were stained with CD45 (clone 30-F11) Brilliant Violet 510™; Manufacturer

CD3 anti-mouse; C57BL/6 mouse splenocytes were stained with CD3e (clone 145-2C11) FITC and CD127 (clone SB/199) PE; Manufacturer

CD4 anti-mouse; C57BL/6 mouse splenocytes were stained with CD3 FITC and CD4 (clone GK1.5) APC/Cyanine7 (left) or Rat IgG2b, APC/Cyanine7 isotype control (right); Manufacturer

CD4 anti-mouse; C57BL/6 mouse splenocytes stained with CD4 (clone RM4-5) Alexa Fluor® 700 (filled histogram) or rat IgG2a, κ Alexa Fluor® 700 isotype control (open histogram); Manufacturer

CD8α anti-mouse; C57BL/6 mouse splenocytes were stained with CD3 PE and CD8α (clone 53-6.7) Brilliant Violet 650™; Manufacturer

CD8α anti-mouse; C57BL/6 splenocytes were stained with CD8 (clone 53-6.7) PE/Cyanine7 and CD3 FITC; Manufacturer

CD8α anti-mouse; C57BL/6 mouse splenocytes were stained with CD3e FITC and CD8α (clone 53-6.7) PerCP/Cyanine5.5, or Rat IgG2a, κ PerCP/Cyanine5.5 isotype control (bottom); Manufacturer

CD8α anti-mouse; C57BL/6 mouse splenocytes were stained with CD3 PE and CD8α (clone 53-6.7) Brilliant Violet 711™; Manufacturer

CD25 anti-mouse; C57BL/6 mouse splenocytes were stained with CD4 FITC and CD25 (clone PC61) Brilliant Violet 650™; Manufacturer

PD-1 anti-mouse; Con-A and IL-2 stimulated C57BL/6 splenocytes (three days) were stained with CD3 FITC and CD279 (clone 29F.1A12) Brilliant Violet 711™ (top), or rat IgG2a, κ Brilliant Violet 711™ isotype control (bottom); Manufacturer

Granzyme B anti-mouse; Human peripheral blood mononuclear cells were stained with CD8 Pacific Blue™, fixed and permeabilized, and then stained with Granzyme B PE (clone QA16A02, top) or mouse IgG1, κ PE isotype control (bottom); Manufacturer

LAG-3 anti-mouse; Con A+IL-2-stimulated C57BL/6 splenocytes (3 days) were stained with CD223 (clone C9B7W) PE/Dazzle™ 594 (filled histogram) or rat IgG1, κ PE/Dazzle™ 594 isotype control (open histogram); Manufacturer

TIM-3 anti-mouse; Mouse Tim-3 transfected cells were stained with anti-mouse CD366 (Tim-3, clone RMT3-23) PE/Cyanine7 (filled histogram) or rat IgG2a, κ PE/Cyanine7 isotype control (open histogram); Manufacturer

TCR γδ anti-mouse; C57BL/6 splenocytes stained with CD3 (145-2C11) APC and GL3 PE; Manufacturer

NK1.1 anti-mouse; C57BL/6 mouse splenocytes were stained with DX5 APC and NK1.1 (clone PK136) PE/Cyanine5; Manufacturer

IFNγ anti-mouse; C57BL/6 mouse splenocytes were stimulated with PMA + Ionomycin for 6 hours (in the presence of monensin), stained with CD3 FITC, fixed, permeabilized, and then stained with IFN-γ (clone XM61.2) Brilliant Violet 421™ (top) or rat IgG1, κ Brilliant Violet 421™ isotype control (bottom); Manufacturer

TNF-α anti-mouse; PMA + Ionomycin-stimulated C57BL/6 mouse splenocytes (six-hour in the presence of monensin) were stained with CD3 APC, fixed, permeabilized and then stained with TNF-α (clone MP6-XT22) Brilliant Violet 785™ (top) or rat IgG1, κ Brilliant Violet 785™ isotype control (bottom); Manufacturer

LAP anti-mouse; C57BL/6 mouse splenocytes were stimulated with anti-mouse CD3, CD28, and recombinant mouse IL-2 for 48-hours, then surface stained with CD4 FITC and LAP (TGF- $\beta$ 1) (clone TW7-20B9) PE (top) or mouse IgG1,  $\kappa$  PE isotype control (bottom). This was followed by intracellular staining with FOXP3 Alexa Fluor® 647. Data shown was generated by gating on CD4+ lymphocyte population; Manufacturer

IL-10 anti-mouse; PMA+ionomycin-stimulated (six hours in the presence of monensin) Th2-polarized BALB/c splenocytes were stained with CD3 Alexa Fluor® 488, fixed, permeabilized, and then stained with IL-10 (clone JES5-16E3) PE/Dazzle™ 594 (top) or rat IgG2b,  $\kappa$  PE/Dazzle™ 594 isotype control (bottom); Manufacturer

Ki-67 anti-mouse; C57BL/6J splenocytes treated with ConA and IL-2 for 2 days were fixed, permeabilized with 70% ethanol, and stained with Ki-67 (clone 11F6) Brilliant Violet 650™ (filled histogram) or rat IgG2b,  $\kappa$  (clone RTK4530) Brilliant Violet™ 650 isotype control (open histogram); Manufacturer

FOXP3 anti-mouse; Surface staining of C57BL/6 splenocytes with Anti-Mouse CD4 FITC (Product # 11-0041-82) followed by fixation and permeabilization with the Foxp3 Staining Buffers (Product # 00-5523-00) and intracellular staining with 0.03  $\mu$ g of Rat IgG2a kappa Isotype Control eFluor® 450 (Product # 48-4321-82) (left) or 0.03  $\mu$ g of Anti-Mouse/Rat Foxp3 eFluor® 450 (right). Cells in the lymphocyte gate were used for analysis; Manufacturer

TCR beta anti-mouse; Staining of C57BL/6 splenocytes with Anti-Human/Mouse CD45R (B220) FITC (Product # 11-0452-82) and 0.5  $\mu$ g of Armenian Hamster IgG Isotype Control APC-eFluor® 780 (Product # 47-4888-80) (left) or 0.5  $\mu$ g of Anti-Mouse TCR beta APC-eFluor® 780 (right). Total viable cells were used for analysis; Manufacturer

For in vivo studies:

IgG2a: According to web site ([https://bioxccl.com/invivomab-rat-igg2a-isotype-control-anti-trinitrophenol-be0089#tab\\_specifications](https://bioxccl.com/invivomab-rat-igg2a-isotype-control-anti-trinitrophenol-be0089#tab_specifications)), the antibody is validated for in vivo studies in multiple studies (e.g. PMID: 30097293).

IgG2b: According to web site (<https://bioxccl.com/invivomab-rat-igg2b-isotype-control-anti-keyhole-limpet-hemocyanin-be0090>), the antibody is validated for in vivo studies in multiple studies (e.g. PMID: 30097293).

PD-1: According to web site (<https://bioxccl.com/invivomab-anti-mouse-pd-1-cd279-be0146>), the antibody is validated for in vivo studies in multiple studies (e.g. PMID: 30010674).

CD8 $\alpha$ : According to web site ([https://bioxccl.com/invivomab-anti-mouse-cd8a-be0061?gad=1&gclid=CjwKCAjwo9unBhBTEiwAipC11ywLcn3Npyjt7VgL2RKM1MDjMrO2f5cpd-SvRk59ii8oebJ-UCG8uxoCdnUQAvD\\_BwE](https://bioxccl.com/invivomab-anti-mouse-cd8a-be0061?gad=1&gclid=CjwKCAjwo9unBhBTEiwAipC11ywLcn3Npyjt7VgL2RKM1MDjMrO2f5cpd-SvRk59ii8oebJ-UCG8uxoCdnUQAvD_BwE)), the antibody is validated for in vivo studies in multiple studies (e.g. PMID: 29864117).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The human melanoma cell lines A375, LOX-IMVI and 501-Mel were generously gifted by Claudia Wellbrock, The University of Manchester, Lenti-X 293T cells were generously gifted Angeliki Malliri, The University of Manchester, 5555, B16-F10, and MC38 cells were generously gifted by Santiago Zelenay, The University of Manchester and YUMM2.1 cells were generously gifted by Richard Marais, The University of Manchester. |
| Authentication                                                    | Cancer cell lines have been authenticated using STR profiling, except for MC38 for which no reference data set are available to compare.                                                                                                                                                                                                                                                                                       |
| Mycoplasma contamination                                          | Cell cultures were routinely tested for mycoplasma contamination by PCR and deemed to be uninfected.                                                                                                                                                                                                                                                                                                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                                                                                                                                                                                                                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female 6-8 week-old C57BL/6J and BALB/C mice were used for the entire study. Temperatures of 65-75°F (~18-23°C) with 40-60% humidity were applied.                                                               |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                          |
| Reporting on sex        | Sex as a variable was not tested in these studies design.                                                                                                                                                        |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                               |
| Ethics oversight        | All procedures were approved by the University of Manchester Animal Welfare Review Body (AWERB) and performed under relevant Home Office licenses according to the UK Animals (Scientific Procedures) Act, 1986. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

When tumours reached the required endpoint volume, mice were sacrificed by cervical dislocation, and tumours were dissected. Tumours were incubated for 45 minutes with 100 µg/mL of Liberase (Sigma-Aldrich) in serum-free media at 37°C and then pushed through a BD Falcon 100 µM nylon cell strainer using a syringe plunger. The cell suspension was centrifuged at 1300 r.p.m. and 4°C for 7 minutes, and cells were stained for 20 minutes protected from light with LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (ThermoFisher) diluted at 1:1000 in PBS. Subsequently, Fc receptors were blocked, and cells were stained with surface stain antibody mix for 45 minutes at 4°C in the dark. Cells were fixed and permeabilised using the Fcγ3/Transcription Factor Staining Buffer Set (eBioscience) following the manufacturer's instructions. Intracellular staining was performed for 45 minutes at 4°C in the dark.

Instrument

BD FACSymphony flow cytometer (BD Biosciences)

Software

BD FACSDiva™ software

Cell population abundance

N/A

Gating strategy

Gating strategy are fully elaborated in supplementary figures 4-6.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

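RNA from YUMM2.1 and CT26 cells was measured by 3′ digital gene expression in 15 groups of 3 replicates per line, 90 samples in all, as described for the time course of IFNγ exposure and rechallenge. The authors deposited 1 table of counts per gene and sample, in whole numbers, without normalization and without pooling of replicates. The paper states that libraries of 60 bp with 6-nucleotide indices were prepared by a 3′ protocol and that counts were imported with tximport, and its text does not name the aligner, the annotation or the counting of molecules for these samples. Other sequencing experiments of the paper have no counts among these data and were left out, as were the survival analyses.

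Each column was matched to its line, duration, treatment, rechallenge time and replicate from the labels, and 0 columns were left unused. Total counts per sample ranged from 274719 to 3161276 in YUMM2.1 and from 295157 to 2205285 in CT26, and genes with a few counts per sample therefore had low precision. The 53697 gene identifiers were matched to symbols by their Ensembl number, and 53668 matched. Parp14's position was taken from the annotation of GRCm38.

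All computation was done in R 4.3.3. Counts were analysed with edgeR 4.0.16: filterByExpr by group, TMM normalization, a quasi-likelihood fit over the 15 groups of a line without covariates, and quasi-likelihood tests of the contrasts between groups, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 21 comparisons per line. In each line, 3 differences between responses were added after the first results and adjusted among themselves, and 5 differences between the lines, 4 planned and 1 added, were adjusted together. Levels of lists per sample were means of log2 CPM with a prior count of 2, compared by exact two-sided permutation tests. The signature followed the paper's rule with an adjusted p threshold of 0.1. Principal components were computed on the 5000 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0, and correlations with total counts used 100000 permutations.

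The IFNγ list was the upper block of Fig. 1K (14 genes), and the lists for NF-kB, TGFbeta, inflammatory responses, interferon (53 genes), genes shared with interferon (23 genes) and immediate-early genes (26 genes) were compiled by hand, since the hallmark sets were not available. Of the immediate-early genes, 18 were tested in YUMM2.1 and 14 in CT26. The single genes named include Parp14, Cd274, Irf1, B2m, Parp9, Parp12, the 16 genes of the paper's signature, and in each line the 5 genes with the largest absolute log2 fold change at 3 weeks without rechallenge against the 0-week control, among those with an adjusted p below 0.05 whose 3 treated samples all lie on one side of the 3 controls. Other genes are named only where a count was small or the gene belongs to a derived list.

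The alternatives were DESeq2 with its size factors and Wald test, library totals as the only scaling, no filter on low counts (at least 1 count in the fit), fitting only the compared groups, the replicate number as a block, leaving out each replicate number, and leaving out samples under 25% of the median total of their line. For lists they were limma's fry in place of camera and other list members, for counts an absolute log2 fold change of at least 0.5, for the signature other rechallenge, control and threshold rules, for principal components 2 or 10 components or all genes with at least 10 counts in total, and for levels a prior count of 0.5. Replicate numbers come from the labels, which do not say that samples with the same number were handled together. The paper's 1 and 4 discarded samples could not be identified and were kept.

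The code was tested on simulated data drawn from the real means and library sizes, with 200 genes changed by a log2 fold change of 2. In YUMM2.1, edgeR recovered 76.5% of the 200 genes among 9247 genes, and 96.1% of those above the median expression, with 5 false calls. In CT26 it recovered 73% among 8195 genes, and 99.0% of those above the median expression, with 8 false calls. With no gene changed, edgeR made 0 calls in either line.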

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

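The tests in this part were chosen only after the results were seen, apart from the test of sequencing depth by thinning and the comparisons between the lines of the 3-week effect, which were set before the data were examined together with the alternatives, the gene lists and the rule for naming genes.

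The response of the 14-gene IFNγ list to 24 h of fresh IFNγ differed between durations of exposure. The response after 3 weeks less that in naive cells was -2.78 in YUMM2.1 and -2.92 in CT26 on the log2 scale, and 3 of 3 naive samples but 0 of 3 samples after 3 weeks lay above all unstimulated samples (adjusted p = 7.14e-36 and 2.16e-38 from limma's camera on the interaction). The response after 3 weeks less that after 2 weeks was -1.01 and -1.06, where 3 of 3 samples had risen (adjusted p = 1.57e-12 and 6.55e-12 from limma's camera on the interaction). Over 11 alternatives, the difference from naive cells ranged from -3.02 to -2.74 in YUMM2.1 (adjusted p from 4.58e-178 to 7.29e-16) and from -3.10 to -2.72 in CT26 (adjusted p from 5.47e-226 to 1.40e-16), by limma's camera, fry or the preranked camera. The difference from 2 weeks ranged from -1.09 to -0.83 in YUMM2.1 and from -1.34 to -0.90 in CT26. Samples of low depth were tested as a technical explanation by leaving them out, and the differences became -2.75 and -1.005 in YUMM2.1 and -2.99 and -1.13 in CT26, so they remained. The lower depth of the 3-week samples without rechallenge was also tested on the number of genes called, since 24 h of IFNγ changed 85 genes in naive YUMM2.1 cells and 174 in naive CT26 cells against 0 after 3 weeks in both lines, with 351 and 439 genes at an unadjusted p below 0.05. The 24 h samples were not shallower at 3 weeks, with median totals of 1616077 against 1023031 counts in naive YUMM2.1 cells and 1019397 against 618598 in naive CT26 cells. With each 0-week sample that was deeper than the same-numbered 3-week sample thinned to its total (in YUMM2.1 2 of 3 controls and 1 of 3 samples at 24 h, in CT26 3 of 3 and 1 of 3), a median of 74.5 genes (71 to 77 over 10 draws) were still called in YUMM2.1 and 148 (140 to 157) in CT26. Chance arrangement of 3 samples against 3 cannot be excluded by other splits of the samples, since a split of that size is too coarse. Each response is taken within 1 week, so a constant shift between weeks cancels, and the labels name no sequencing batch within a week to test. Each response is measured from the level before fresh IFNγ, which after 3 weeks was 4.88 log2 CPM in YUMM2.1 and 5.77 in CT26. After 24 h it was 4.90 and 5.82, against 5.26 and 5.40 in naive cells. In CT26 the end level was thus not lower, and a raised start could give the whole difference. In YUMM2.1 the start was lower than at 2 weeks (5.12), and so was the end (4.90 against 5.96). A raised start does not account for that difference. Another candidate explanation is that the 24 h response to fresh IFNγ shrinks with the duration of exposure, a hypothesis found and tested on the same data. For the 14-gene list, it does not extend to the 2 h response of YUMM2.1, which after 3 weeks differed from that of naive cells by -0.034. With 53 other interferon-response genes in place of the 14, this 2 h difference was -0.60 and passed the threshold. Whether the 2 h response of YUMM2.1 shrinks therefore depends on the list.

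The response to 2 h of fresh IFNγ after 3 weeks differed between the lines. In CT26 the list's 2 h response after 3 weeks less that in naive cells was -1.09, with 1 of 3 samples after 3 weeks and 3 of 3 naive samples above all unstimulated samples (adjusted p = 3.76e-07 from limma's camera on the interaction; -1.21 to -0.78 and 8.93e-29 to 0.000206 over 11 alternatives). The 2 h response after 3 weeks was larger in YUMM2.1 than in CT26 by 1.08, with 3 of 3 samples of YUMM2.1 and 1 of 3 of CT26 above all unstimulated samples (adjusted p = 1.72e-12 from limma's camera; 1.00 to 1.21 and 1.54e-40 to 4.60e-07 over 11 alternatives). Without the samples of low depth, the difference between the lines was 1.12, so those samples did not account for it. Another explanation tested was that the list already stood near its 24 h level in CT26 before fresh IFNγ. Against naive cells at 24 h, the list at 3 weeks without rechallenge had a mean log2 fold change of -0.31 in YUMM2.1, with 3 of 3 samples below all naive ones (limma's camera, p = 0.00655; exact permutation p = 0.1), and of 0.45 in CT26, with 2 of 3 samples above all naive ones (limma's camera, p = 0.0195; exact permutation p = 0.3). These values are consistent with that explanation. Against it, the list in YUMM2.1 stood at 5.12 log2 CPM at 2 weeks, beside 5.26 in naive cells at 24 h, and still rose by 0.75 with 2 h of fresh IFNγ in 3 of 3 samples, so standing near that level did not prevent a response there. Each response is taken within 1 line and 1 week, so a constant shift between lines or weeks cancels, and the labels name no batch within a week to test.

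The effect of 3 weeks of IFNγ in YUMM2.1 less that in CT26 was -1.01 for the 14-gene list and -0.55 for the TGFbeta list (adjusted p = 0.0146 and 0.0363 from limma's camera on the difference between the lines). The 14-gene list was higher in 3 of 3 samples in both lines, and the TGFbeta list in 2 of 3 samples in both. The 14-gene mean includes imprecise estimates of genes with at most 3 counts in every 0-week control sample. Among them, Cd274 entered at 6.56 in CT26 and Psmb8 at 7.00 in YUMM2.1. No mean without such genes is given. Sample levels of this list, with a prior count of 2, rose from 3.09 to 4.88 log2 CPM in YUMM2.1 and from 3.41 to 5.77 in CT26. Over 11 alternatives, the first difference ranged from -1.13 to -0.64 (adjusted p from 0.000202 to 0.132) and the second from -0.61 to -0.13 (adjusted p from 0.00432 to 0.168), by limma's camera, fry or the preranked camera, and each passed the threshold in 8 of the 11. The differences of the NF-kB list, -0.15, and of the inflammatory list, -0.47, did not pass (adjusted p = 0.645 each from limma's camera; each list was higher in 3 of 3 samples in both lines). Low depth was tested as an explanation, and with the low-depth samples left out the differences were -1.07 and -0.61. Each effect is taken within 1 line, so a constant shift between the lines cancels, and a batch that followed the weeks in 1 line only could not be tested because no batch is named.

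Among the 5 largest changes at 3 weeks in each line were 8 genes that the paper does not discuss. Chance alone separates 3 samples from 3, counting both directions, in 10% of genes. Genes could be named only if 3 of 3 treated samples lay on one side of all 0-week controls. All 8 genes were higher, so their full separation was fixed by this rule and is no support. In YUMM2.1 these were Iigp1, with a log2 fold change of 6.74 (adjusted p = 5.24e-22 from edgeR's quasi-likelihood test; 6.42 to 7.27 and 1.68e-132 to 1.91e-09 over 9 alternatives), and Gm4070, Psmb9 and Tap2. The estimates for these 3 were 6.23, 6.21 and 6.20, but every control sample had at most 3 counts, so they are given as at least 31.9-fold, 30.6-fold and 2.43-fold higher (adjusted p = 0.00306, 8.15e-17 and 0.00825 from edgeR's quasi-likelihood test). Their adjusted p over the alternatives ranged from 2.88e-48 to 0.110 for Gm4070, from 1.67e-51 to 2.17e-07 for Psmb9 and from 0.000204 to 0.383 for Tap2, by edgeR's quasi-likelihood test or DESeq2. In CT26 they were Tgtp1 with 8.20 (adjusted p = 1.08e-14 from edgeR's quasi-likelihood test; 7.59 to 12.48 and 1.64e-246 to 4.16e-08 over 9 alternatives) and Gbp4 with 6.50 (adjusted p = 5.56e-21 from edgeR's quasi-likelihood test; 6.17 to 7.23 and 1.57e-145 to 4.15e-09 over 9 alternatives). F830016B08Rik and Ifi207 had estimates of 6.81 and 6.57 against controls with at most 3 counts, at least 19.2-fold and 5.32-fold higher (adjusted p = 4.18e-13 and 2.55e-05 from edgeR's quasi-likelihood test; up to 7.94e-06 and 0.0148 and down to 8.82e-26 and 2.67e-06 over the alternatives).

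Time in culture was tested as an explanation for these 8 genes by comparing them with the 3-week control. For the 3 genes with a sample above 3 counts in both controls, the log2 fold change against that control was 80.6% of that against the 0-week control for Iigp1, 52.1% for Tgtp1 and 83.2% for Gbp4. In the control cultures over 3 weeks, Tgtp1 rose in 3 of 3 samples by a log2 fold change of 3.93 (standard error 0.77, adjusted p = 0.00291 from edgeR's quasi-likelihood test; 3.07 to 8.68 and 2.85e-31 to 0.136 over 9 alternatives, by the same test or DESeq2), from 0 to 10 counts per sample to 19 to 76. Its controls had 25 to 48 counts per sample at 1 week but 0 at 2 weeks, so they did not rise steadily. Time in culture may still contribute to the change of Tgtp1. Iigp1 and Gbp4 changed by 1.31 and 1.10 in the controls, with 3 of 3 and 2 of 3 samples above all 0-week controls (adjusted p = 0.368 and 0.403 from edgeR's quasi-likelihood test). For the other 5 genes, such percents, from 49.1% for Tap2 to 118% for Gm4070, rest on controls of at most 3 counts per sample in at least 1 of the weeks. The percents therefore cannot tell whether time in culture contributes. Against the 3-week control, Gm4070 was at least 65.3-fold and F830016B08Rik at least 18.1-fold higher. These bounds argue against time in culture alone as the source for Gm4070 and F830016B08Rik. Ifi207 and Tap2 were at least 5.01-fold and 4.97-fold higher than that control. Their treated samples had only 4 to 10 and 2 to 14 counts, so the explanation stays open for them. Reads shared between related genes were examined through family members: 6 of the 8 genes had a family member, on a list compiled by hand, that was tested and also rose. For those 6 genes, since the counting of shared reads is not stated, the pattern cannot be told apart from that explanation, and for Gm4070 the 1 listed member tested did not pass. For Psmb9 the 1 listed member tested, Psmb6, did not pass, but Psmb8, of the same family and not on the list, rose, so the explanation is open for Psmb9 as well. No biological explanation beyond the exposure itself was tested.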

How the results depend on the processing

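Each alternative changed 1 choice at a time, and none of the tests in this part was chosen after the result was seen, apart from the signature's comparison at 2 h and the differences between responses. Over all alternatives, 686 values for main results stayed on the same side of the threshold, in the same direction and within 1.5 times for counts. Of the rest, 87 moved, 17 lost and 9 gained significance, and 16 reversed. For single named genes and list levels, 729 values stayed, 54 lost and 2 gained significance, 0 reversed and 20 moved, all of them list levels with a prior count of 0.5. The increases of the 14-gene IFNγ list at 1, 2 and 3 weeks, its responses in naive cells and after 1 and 2 weeks, and its smaller 24 h response after 3 weeks kept their direction and passed the threshold under all alternatives in both lines. The same held for the NF-kB, TGFbeta and inflammatory lists at 2 h after 3 weeks against 2 h in naive cells. In every paragraph of this part, the cause was not tested.

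With DESeq2 in place of edgeR, 17 genes changed from 2 to 3 weeks in YUMM2.1, 1 gene changed with 24 h of fresh IFNγ after 3 weeks in YUMM2.1, 18 with 2 h of fresh IFNγ after 3 weeks in CT26, and 109 and 126 in the control cultures of YUMM2.1 and CT26. The TGFbeta list at 3 weeks against the 0-week control in YUMM2.1 reversed to 0.062, and the shared signature had 3 genes.

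With library totals as the only scaling, 107 genes changed in the YUMM2.1 controls, the TGFbeta list in YUMM2.1 reversed to 0.032 against the 0-week control, and the difference of the 2 h response after 3 weeks from naive cells reversed to 0.043. The inflammatory list in CT26, at 1.17 against the 0-week control and 1.14 against the 3-week control, no longer passed, and the signature had 372 genes in CT26 and 13 shared genes. Under this scaling, the median log2 fold change of all genes in CT26 at 3 weeks was 0.155 against the 0-week control. It was 0.218 against the 3-week control and 0.178 against 2 weeks. In the main fit these medians were 0.031, 0.016 and 0.039. With library totals, the split of higher and lower genes in CT26 went from 262 and 297 to 370 and 185 against the 0-week control, from 293 and 323 to 461 and 120 against the 3-week control, and from 136 and 134 to 179 and 65 from 2 to 3 weeks. In CT26 controls the split went from 49 higher and 29 lower to 47 and 65, in YUMM2.1 controls from 24 and 26 to 33 and 74, and in YUMM2.1 at 3 weeks against the 3-week control from 69 and 24 to 84 and 13. With DESeq2 the split was 38 and 71 in the YUMM2.1 controls and 14 and 4 for 2 h after 3 weeks in CT26, against 1 and 0.

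With no filter on low counts, 186 genes changed in YUMM2.1 at 3 weeks against the 3-week control, 52 from 2 to 3 weeks, 27 with 24 h and 169 with 2 h of fresh IFNγ after 3 weeks, and 96 in the controls. In CT26, 98 changed with 24 h of fresh IFNγ after 2 weeks, 37 with 24 h and 47 with 2 h after 3 weeks, and 133 in the controls. The TGFbeta list against the 3-week control in YUMM2.1 reversed to -0.066. The inflammatory list against the 3-week control in YUMM2.1, at 0.28, the 14-gene list from 2 to 3 weeks in YUMM2.1, at -0.19, and the TGFbeta list against the 0-week control in CT26, at 0.39, passed the threshold. The signature had 143 genes in CT26 and 4 shared genes.

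With only the compared groups fitted, 126 genes changed at 3 weeks in YUMM2.1, 0 from 2 to 3 weeks (520 had an unadjusted p below 0.05), 38 with 2 h after 3 weeks and 120 in the controls. In CT26, 265 changed against the 0-week control, 282 against the 3-week control, 87 from 2 to 3 weeks, 0 with 2 h after 3 weeks (231 had an unadjusted p below 0.05) and 220 in the controls. The TGFbeta list in YUMM2.1 reversed to 0.20 against the 0-week control, and the inflammatory list in CT26, at 0.22 against the 0-week and 0.65 against the 3-week control, no longer passed. Between the lines, the differences of the 14-gene list (-0.64) and the TGFbeta list (-0.13) no longer passed, and those of the NF-kB list (0.12) and the inflammatory list (0.028) reversed. The signature had 36 genes in YUMM2.1, 113 in CT26 and 1 shared gene, and of the paper's 16 genes, 0 were higher in both lines against either control.

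With the low-depth samples left out, 2 genes changed from 2 to 3 weeks in YUMM2.1, 2 with 2 h after 3 weeks in CT26, and the shared signature had 5 genes. With limma's fry in place of camera, the 14-gene list from 2 to 3 weeks in YUMM2.1 (-0.15), the TGFbeta list against the 0-week control in CT26 (0.40) and the 2 h response after 3 weeks in CT26 (0.11) passed the threshold. With other list members, the NF-kB list no longer passed in YUMM2.1 (0.34 against the 0-week and 0.033 against the 3-week control) or in CT26 (0.58 and 0.53). The inflammatory list no longer passed in YUMM2.1 against the 0-week control (0.13) or in CT26 (0.50 and 0.60), and reversed in YUMM2.1 against the 3-week control (-0.023). The TGFbeta list in YUMM2.1 reversed against the 3-week control (-0.034). With the 53 interferon-response genes, the change from 2 to 3 weeks in YUMM2.1 (-0.41) and the difference of its 2 h response from naive cells (-0.60) passed, as did the 2 h response after 3 weeks in CT26 (0.10), and the 24 h responses after 3 weeks reversed to 0.067 in YUMM2.1 and to 0.090 in CT26, where this increase passed the threshold.

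For the signature, removing only genes that changed on rechallenge at 3 weeks left 35 shared genes, removing responses of naive cells as well left 4, and an adjusted p below 0.05 left 46 genes in YUMM2.1 and 5 shared genes. With the 2 h comparison in place of the one without rechallenge, chosen after the values were seen, 616 genes in YUMM2.1, 441 in CT26 and 96 shared genes were left, and 16 of the paper's 16 genes were higher in both lines. In the first 2 components, the farthest CT26 sample lay at 3.06 times the median distance. A minimum absolute log2 fold change of 0.5, the first 10 components, all genes with at least 10 counts, the controls of weeks 1 to 3 and the removal of genes that rose on rechallenge left every main result they were applied to within its limits.

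Leaving out each replicate number in turn gave 93 to 137 genes at 3 weeks against the 0-week control in YUMM2.1 and 194 to 479 in CT26, 52 to 60 and 185 to 518 against the 3-week control, and 0 to 5 and 50 to 315 from 2 to 3 weeks (in YUMM2.1, 584 genes had an unadjusted p below 0.05 without replicate 1 and 736 without replicate 2, both with 0 called). Naive CT26 cells at 24 h gave 105 to 249 genes. After 2 weeks, 24 h of fresh IFNγ gave 21 to 31 genes in YUMM2.1 and 24 to 112 in CT26, after 3 weeks 0 to 1 in CT26 (473 unadjusted without replicate 1 and 808 without replicate 3, both with 0 called), and 2 h after 3 weeks 33 to 112 and 0 to 2 (563 unadjusted in CT26 without replicate 1, with 0 called). Controls gave 9 to 15 and 13 to 27 genes. The signature had 18 to 45 genes in YUMM2.1, 110 to 181 in CT26 and 2 to 10 shared genes, and 0 to 1 of the paper's 16 genes were higher in both lines against either control. The differences between the lines ranged from -1.13 to -0.92 for the 14-gene list and from -0.58 to -0.50 for the TGFbeta list, and each no longer passed in 2 of the 3 fits (without replicate 1 or 3 for the 14-gene list, without replicate 1 or 2 for the TGFbeta list). The TGFbeta list in YUMM2.1 against the 3-week control ranged from -0.0015 to 0.070, the difference of the 2 h response of YUMM2.1 from naive cells from -0.15 to 0.022, and the 24 h response after 3 weeks in CT26 from -0.18 to 0.024, so all 3 reversed in at least 1 fit.

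With the replicate number as a replicate block, 235 and 575 genes changed at 3 weeks against the 0-week control in YUMM2.1 and CT26, 96 and 662 against the 3-week control, and 8 and 298 from 2 to 3 weeks. Rechallenge after 3 weeks changed 0 and 0 genes at 24 h (355 and 468 unadjusted) and 97 and 1 at 2 h, and the signature had 64, 237 and 7 shared genes. All 74 main results kept their side of the threshold and direction under the block. The pairing itself was checked: deviations of same-numbered samples from their group means had a mean correlation of -0.0010 in YUMM2.1 and 0.0080 in CT26 over 315 pairs, against 0.0006 and -0.0040 over 630 pairs with other numbers.

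Depth limits genes of low expression: Parp14 and Cd274 had a few counts per sample without IFNγ. A fold against such controls is given as a bound, which leaves out the error of the treated counts. Replicate 3 at 3 weeks without rechallenge had under 25% of the median total in both lines, which limits each comparison that uses this group.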

Differences from the paper's values

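Both comparisons with the paper's numbers follow planned steps, and 1 added comparison at 2 h was chosen only after the values were seen. The shared signature had 8 genes here, and the paper's signature has 16. Of the alternatives set before the data were examined, library totals as the only scaling gave 13 genes, within 1.5 times of the paper's 16. The others did not: DESeq2 gave 3, no filter on low counts 4, only the compared groups 1, the replicate block 7, leaving out each replicate number 2 to 10, leaving out low-depth samples 5, removing only rechallenge genes of week 3 35, removing naive responses as well 4, removing only genes that rose on rechallenge 8, controls of weeks 1 to 3 8, and an adjusted p below 0.05 5. A count does not show that the genes are the paper's, and 1 of the 8 genes, Parp11, is among the paper's 16.

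Of the paper's 16 genes, 1 was higher in both lines at 3 weeks without rechallenge, against the paper's 16. With only the compared groups fitted, or without replicate 3, 0 were, and with each of the other alternatives set before the data were examined 1 was, so none of them closed the gap. A comparison of 3-week cells at 2 h of rechallenge with naive cells at 2 h, chosen after seeing the values, had 16 of 16 higher in both lines, and with that comparison in the signature's rule 96 shared genes were left, with 6 of the paper's 16 left in YUMM2.1 and 10 in CT26.

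The paper places a plateau of the IFNγ response between 2 and 3 weeks. In CT26 the 14-gene list rose between these weeks by a mean log2 fold change of 1.19 in 3 of 3 samples, and 270 genes changed. By direction alone, 197 of them (73.0%) moved the same way in the controls, but only 2 did so at an adjusted p below 0.05. The interaction with the controls called 14 genes. No later week was sampled, so a plateau reached by 3 weeks is not contradicted by this rise. The paper states that fresh IFNγ gave no further stimulation in cells exposed for longer. In YUMM2.1 at 3 weeks, 2 h of fresh IFNγ raised the 14-gene list by 1.21 in 3 of 3 samples and changed 104 genes, and the paper's own NES for this comparison is 2.33. The paper states that TGFbeta signalling was enriched during chronic treatment in both lines. At 3 weeks without rechallenge the TGFbeta list changed by -0.026 in YUMM2.1 and 0.40 in CT26 against the 0-week control, neither past the threshold with limma's camera, and it passed in CT26 with no filter on low counts (0.39) and with limma's fry (0.40). At 2 h after rechallenge against 2 h in naive cells, the TGFbeta list was higher in both lines, by 0.88 and 0.99. Its level at 2 h of rechallenge was already 5.07 and 4.83 log2 CPM after 1 week, against 4.96 and 4.95 after 3 weeks.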

Other observations

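The tests of other splits of the samples, of CT26 between 2 and 3 weeks, of immediate-early genes at 2 h and of distances between replicates were chosen only after the results were seen, and the other tests in this part were not.

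Members that interferon also induces were tested as the source of the higher NF-kB and inflammatory lists at 3 weeks. Without these members, the NF-kB list was higher than in the 0-week control by 0.34 in YUMM2.1 and 0.58 in CT26, from 0.76 and 1.18 with them, and the inflammatory list by 0.13 and 0.50, from 0.56 and 1.04, and none of the 4 differences passed the threshold any longer. These values are consistent with interferon-induced members carrying much of the difference, though all 4 means stayed above 0.

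Time in culture and a general immediate-early state at harvest were tested as explanations for the higher mean of the paper's 16 signature genes at 3 weeks without rechallenge. Against the 3-week control, the mean log2 fold change was 79.2% of that against the 0-week control in YUMM2.1 and 113% in CT26, and 113% and 112% over the 14 genes per line whose control samples did not all have at most 3 counts, so time in culture did not account for it. A list of immediate-early genes without signature members changed by 0.34 in YUMM2.1 (limma's camera, p = 0.177; exact permutation p = 0.1) and 0.25 in CT26 (limma's camera, p = 0.319; exact permutation p = 0.2), so camera did not set it apart from other genes, although 3 of 3 and 2 of 3 samples lay above all controls. At 2 h of rechallenge at 3 weeks against 2 h in naive cells, where all 16 genes were higher in both lines, the immediate-early list was higher as well, by 0.78 in YUMM2.1 and 0.77 in CT26, in 3 of 3 samples each (limma's camera, p = 2.36e-05 and 0.00141; exact permutation p = 0.1 each). Both groups had the same 2 h addition, and in naive cells it left the 16 genes at 3.46 log2 CPM in YUMM2.1 and 3.19 in CT26, against 3.33 and 3.12 in the controls, which goes against handling as the source. No cultures received a mock rechallenge at 3 weeks, so an effect of handling on 3-week cells alone was not tested.

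The 270 genes that changed between 2 and 3 weeks of IFNγ in CT26 were examined for time in culture. Of these genes, 2 also changed the same way with an adjusted p below 0.05 in the control cultures, which changed in 39 genes between the same weeks. By direction alone, 197 of the 270 (73.0%) moved the same way in the controls, and an interaction test of IFNγ against control called 14 genes. With low-depth samples left out, 275 genes changed, so low depth did not account for the number. These values are consistent with time in culture sharing in the change of many of the 270 genes. For the 14-gene IFNγ list, the controls changed by 0.25 between these weeks, with 2 of 3 samples above all at 2 weeks (limma's camera, p = 0.493; exact permutation p = 0.2), and the change net of the controls was 0.94.

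Low total count was tested as an explanation for replicate 3 at 3 weeks without rechallenge lying farthest from its group in both lines. Across the 45 samples per line, distance and the logarithm of the total count had a Pearson r of -0.58 in YUMM2.1 (permutation p = 8e-05) and -0.72 in CT26 (permutation p = 1e-05, the smallest 100000 permutations can give). Without the 2 samples farthest from the median total, r was -0.27 and -0.49, so in YUMM2.1 the relation rested largely on those samples. These values are consistent with low totals placing the samples far from their groups, and no biological explanation was tested.

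Other splits of the same samples were counted for each number of genes called. Each comparison of 3 against 3 samples has 10 splits, and since the groups share replicate numbers, the real split was compared only with the 4 splits, itself included, that part all 3 same-numbered pairs. The other 6 splits part only 1 of the 3 pairs. The real split was the only 1 of the 4 with a count as large for the genes changed at 3 weeks against the 0-week control and against the 3-week control, from 2 to 3 weeks, by 24 h in naive cells, by 24 h after 2 weeks, by 2 h after 3 weeks and in the control cultures, and for the signature, in both lines. For 24 h of fresh IFNγ after 3 weeks, 0 genes were called, and 351 and 439 had an unadjusted p below 0.05. There 4 of the 4 splits gave as many in both lines, but no split can give fewer than 0, so this count cannot be tested in this way. For the shared signature and for the paper's 16 genes higher in both lines against either control, 1 of 16 pairs of splits, 1 split per line, gave as many. Over these 18 results within a line, the other splits of the same kind gave at most 2 genes and the remaining splits at most 11, and in 15 of the 18 the real count was above all others. The 3 exceptions were 24 h after 3 weeks in both lines, where a real count of 0 fixed this outcome, and 2 h after 3 weeks in CT26. In the latter, 4 of all 10 splits gave as many. With 4 or 16 splits the share cannot fall under 0.05, so chance arrangement of the samples cannot be excluded by this count.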
